# Hepatic passaging of *NRAS*-mutant melanoma influences adhesive properties and metastatic pattern

**DOI:** 10.1186/s12885-023-10912-4

**Published:** 2023-05-13

**Authors:** Bianca Dietsch, Céline Weller, Carsten Sticht, Carolina de la Torre, Martin Kramer, Sergij Goerdt, Cyrill Géraud, Sebastian A. Wohlfeil

**Keywords:** Cutaneous melanoma, Melanoma metastasis, Liver metastasis, Tumor heterogeneity

## Abstract

**Background:**

Liver metastasis is a poor prognostic factor for treatment of advanced cutaneous melanoma with either immunotherapy or targeted therapies. In this study we focused on *NRAS* mutated melanoma, a cohort with high unmet clinical need.

**Methods:**

WT31 melanoma was repeatedly passaged over the liver after intravenous injections five times generating the subline WT31_P5IV. The colonization of target organs, morphology, vascularization and the gene expression profiles of metastases were analyzed.

**Results:**

After intravenous injection lung metastasis was significantly decreased and a trend towards increased liver metastasis was detected for WT31_P5IV as compared to parental WT31. Besides, the ratio of lung to liver metastases was significantly smaller. Histology of lung metastases revealed reduced proliferation of WT31_P5IV in relation to WT31 while both size and necrotic areas were unaltered. Liver metastases of both sublines showed no differences in vascularization, proliferation or necrosis. To identify tumor-intrinsic factors that altered the metastatic pattern of WT31_P5IV RNA sequencing was performed and revealed a differential regulation of pathways involved in cell adhesion. Ex vivo fluorescence imaging confirmed that initial tumor cell retention in the lungs was significantly reduced in WT31_P5IV in comparison to WT31.

**Conclusion:**

This study demonstrates that tumor-intrinsic properties influencing the metastatic pattern of *NRAS* mutated melanoma are strongly affected by hepatic passaging and the hematogenous route tumor cells take. It has implications for the clinical setting as such effects might also occur during metastatic spread or disease progression in melanoma patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-023-10912-4.

## Background

Cutaneous melanoma (CM) is a cancer that arises from melanocytes of the skin and preferentially spreads to the skin, lymph nodes, lung, liver and brain [1]. Metastatic disease is treated by immune checkpoint inhibition (ICI) or targeted therapies (TT). However, around two thirds to half of stage IV melanoma patients suffer a relapse. Especially, liver metastasis is described as negative predictive factor for both treatment strategies [2, 3].

Genetically, CM is a heterogeneous malignancy [4–7]. Major oncogenic driver mutations in *BRAF* in 50–60% or *NRAS* in 15–30% highlight the important role of the mitogen-activated protein kinase (MAPK) pathway [8, 9]. However, patients with *NRAS* mutations are at special risk as this is associated with increased local recurrence and early metastatic spread [10, 11]. Besides, therapies for *NRAS* mutated melanoma are currently limited to immunotherapy or chemotherapy, as clinical trials targeting *NRAS* are just ongoing (*see clinicaltrials.gov: NCT04835805*). Besides, alterations in *NF1* or *MAP2K1* are found [12, 13]. Apart from that, there are manifold mutations that follow activations of the MAPK pathway as second hit, such as TERT promotor mutations or loss of tumor suppressors PTEN or p16^INK4A^, encoded by the *CDKN2A* gene, [4, 6, 14]. Furthermore, CM shows mutations associated with exposure to ultraviolet light (UV), so called UV signatures [4, 6]. Last, mutations of *TP53*, which is commonly found in tumor cells, or *EZH2*, as part of the chromatin-remodeling complex, and many infrequent mutations were described [4, 6].

So far, no mutations have been revealed that drive organ-specific, metastatic spread of CM [6, 15, 16]. Admittedly, mutations of both *NRAS* and *BRAF* are described to correlate with brain and liver metastasis [9]. But this cannot be used as reliable clinical predictor of hepatic metastasis since these mutations are very common. Selective hepatic metastasis of CM is associated with tumor-intrinsic expression of the homeobox protein MSX1 [11]. For lung metastasis of CM a CRISPRa screen provides deep genetic insights and links Fut7, Mgat5, Pcdh7, Olfr322, Olfr441 and Tmem116 to tumor progression [17]. Regarding tumor-intrinsic mechanisms regulating pulmonary metastasis of CM many different factors are described. As such, pulmonary colonization is enhanced by the activation of the melanoma cell adhesion molecule by S100A8/A9 and critically controlled by the histidine-rich glycoprotein in the plasma [18, 19]. Besides, expression of acetylglucosaminyltransferase is involved in lung metastasis, especially in extravasation of melanoma cells [20]. Moreover tumor-intrinsic expression of Apelin in CM promotes lung metastasis and outgrowth of metastases by blood and lymph vessel formation [21]. Furthermore, pulmonary colonization is affected by expression of angiopoetin-2 which protects CM cells from oxidative stress [22]. Last, tumor-intrinsic expression of CXCL5, a chemokine, regulates immunosuppressive neutrophiles and promotes lung metastasis of CM [23].

By in vivo selection techniques organotropic sublines may be generated which are an optimal tool to study drivers or mechanisms of organ-specific metastasis [24]. One of the most used CM cell lines, B16F10, was generated with this technique and was shown to more frequently and reliably generate lung colonies [25, 26]. Hepatic passaging of a B16 melanoma subline improves proclivity to hepatic metastasis by enhanced expression of integrin alpha2 and binding to collagen IV [27]. The role of integrins for liver metastasis is confirmed by a study that shows increased b4 integrin expression in a CRC subline after 10 passages via the liver [28]. Besides, in a fibrosarcoma model Amigo2 is upregulated and promotes adhesion to the hepatic vasculature [29]. All these studies share the same passaging route as the liver was colonized by spleen injections. In addition, serial passaging of melanoma cells may also simulate processes in long term survivors with stage IV melanoma [30]. Often several therapeutic approaches need to be chosen which results in repeated cycles of remissions and relapses and likely includes seeding of tumor cells from sites of metastasis.

B16 melanoma is widely used as experimental model of CM. However, underlying mutations and the response to immune checkpoint inhibition strongly differ from other cell lines and human patients [31, 32]. In contrast, WT31 melanoma is driven by a *NRAS* mutation resembling a cohort of patients with unmet clinical need, even colonizes the liver after intravenous (i.v.) injection and therefore better reflects the broader metastatic pattern of human patients [33, 34]. In our study we aimed at analyzing tumor-intrinsic mechanisms of hepatic melanoma metastasis. To this end, this selection process was performed after i.v. injection of WT31 melanoma cells to better model hematogenous spread of tumor cells.

## Methods

The methods described are established experimental techniques in our laboratory that in part also have been published in previous studies [34–36].

### Animals

For in vivo experiments female C57Bl/6 wildtype mice were purchased by Janvier. For metastasis experiments mice were age-matched and were used between 11 to 13 weeks of age. All animals were hosted in single ventilated cages (Sealsafe plus DGM™, Techniplast, Italy; Bedding H0234-20, Ssniff, Germany) in a 12 h/12 h day/night cycle under specific-pathogen-free conditions and fed ad libitum with a standard rodent diet (ssniff®R/M-H autoclavable, V1534-000, Ssniff, Germany).

### Cell lines

The murine melanoma cell line WT31 was derived from *Tyr∷NrasQ61K/°; INK4a*^*−/−*^ mice [33] and was a generous gift from O. Sansom (Beatson Institute for Cancer Research, Scotland). The WT31_P5IV subline was established by 5 cycles of hepatic passaging of WT31 after i.v. injection into the tail vein. Both the parental cell line WT31 and its subline WT31_P5IV were regularly tested mycoplasma-free by PCR. They were maintained in RPMI 1640 media (Thermo Fisher Scientific, Waltham, USA) with 10% (v/v) fetal calf serum (FCS) and 100 U/ml penicillin/streptomycin at 37 °C, 5% CO_2_. For all in vivo experiments the same passages of WT31 or WT31P5IV were used. After thawing of the cells they were not passaged more than three times and maximum culture time prior to in vivo experiments was one week.

### Hepatic passaging of WT31

To achieve vasodilatation of the veins, mice were put in a heating chamber at 37 °C for 10 min. Mice were anesthetized with isoflurane and 5 × 10^5^ WT31 melanoma cells were injected into the *V.caudalis lateralis*, typically referred to as tail vein. After 21 days the mice were sacrificed. Livers were removed, macroscopic metastases were dissected and meshed through 100 µm and 70 µm cell strainers. Isolated cells were resuspended in medium and cultured at 37 °C and 5% CO_2_. After at least 5 passages no remnants of the hepatic microenvironment were detected. Melanoma cells were expanded and were injected again into the tail vein*.* This cycle was repeated 5 times to generate the subline WT31_P5IV.

### In vivo adhesion and retention assay of WT31 and WT31_P5IV

WT31 and WT31_P5IV were detached at sub-confluency (50%), incubated at 1 × 10^6^ cells per ml with Dil-fluorescence dye (Invitrogen, Waltham, USA) for 20 min and washed 3 times with PBS. Injections into the *V.caudalis lateralis* were performed as described above. After 90 min mice were sacrificed, lungs and livers were dissected and put on a petri dish. Ex vivo imaging was performed by an IVIS200 charge-coupled device imaging system (Caliper Life Sciences, Waltham, USA) at an excitation wavelength of 535 nm. A red filter with an emission passband of 575 to 650 nm was used to detect DsRed emission. The quantification was performed with Living Image 4.1. (PerkinElmer, Waltham, USA).

### Liver dissection, cryopreservation and paraffin embedding

Mice were sacrificed by cervical dislocation. Livers were either fixed in 4% PFA at 4 °C for 24 h to 72 h, followed by paraffin embedding according to standard protocols or livers were embedded in OCT (Sakura Finetek Europe B.V. KvK, Alphen aan den Rijn, Netherlands).

### Immunohistochemistry and immunofluorescence

Acoording to standard protocols deparaffinization and rehydration of paraffin Sects. (3 µm) was performed. Antigen retrieval was carried out with epitope retrieval solution (Zytomed Systems, Berlin, Germany) at either pH 6 or pH 9 for 45 min at 95 °C. Cryosections (8 µm) were dried for 60 min at room temperature and were fixed with 4% PFA. First antibody was incubated at 4 °C over night, after three washing steps with PBS fluorophore-conjugated secondary antibody was applied for 1 h at room temperature. Sections were mounted with Dako fluorescent mounting medium (Dako, Agilent technologies, Santa Clara, USA).

For immunohistochemical staining tissue sections were blocked with Dako peroxidase solution (S2023, Agilent Technologies, Santa Clara, USA) for 10 min. Primary antibodies incubated over night at 4 °C followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibody at room temperature for 1 h. Dako AEC substrate chromogen (K3464, Agilent Technologies, Santa Clara, USA) was added for 30 min. After that tissue sections were counterstained with Mayer’s hemalum solution (1.09249.2500, Merck, Darmstadt, Germany) diluted 1:2 with ddH_2_O for 90 s. and mounted with Dako aqueous mounting medium (S3025, Agilent Technologies, Santa Clara, USA).

For hematoxylin & eosin (H&E), periodic acid-Schiff (PAS), Sirius red (SR) and Elastica-van Gieson (EvG) staining, formalin-fixed, paraffin-embedded samples were processed according to standard protocols provided by the manufacturer.

### Cell staining

5 × 10^4^ cells were seeded on cover slips in a 24 well plate. Cells were expanded for 24 h and fixed with 4% PFA for 5 min. Afterwards, cells were permeabilized with Triton X for 2 min and blocked with 5% normal donkey serum (NDS) in PBS for 1 h. Primary Antibodies were diluted in 1% NDS in PBS and incubated for 24 h at 4 °C. The next day cover slips were washed, fluorophore-conjugated secondary antibodies were also diluted in 1% NDS in PBS and cells were incubated for 1 h at RT with secondary antibodies. Last, cover slips were washed with PBS and mounted with DAKO fluorescent mounting medium on a slide for microscopy.

### Image acquisition and processing

Pictures of routine histology, immunofluorescence and cell staining were acquired by an Eclipse Ni-E motorized upright microscope (Nikon Instruments Europe BV, Amsterdam, Netherlands) using 10x, 20x or 40x CFI Plan Apochromat Lambda series objective lenses, an Intensilight Epifluorescence Illuminator, a DS-Ri2 high-definition color camera and a DS-Qi2 high-definition monochrome camera. The system was controlled by NIS-Elements AR 5.02 software (Nikon Instruments, Tokyo, Japan). During acquisition data were not compressed. Fluorescence images were acquired as z-stacks. Image processing included background reduction, deconvolution and extended depth of focus using NIS-Elements AR 5.02 and ImageJ software (NIH, USA). Quantification of immunofluorescence staining was performed by ImageJ software (NIH, USA). In detail, color thresholds were set in relation to the whole image (= fluorescent area).

### Antibodies

Primary antibodies: Rabbit anti-cleaved Caspase 3 (9661S, Cell Signaling Technology, Danvers, USA), rabbit anti-Ki-67 (ab16667, Abcam, Cambridge, UK), rat anti-CD31 (DM3614P, Dianova, Hamburg, Germany), goat anti-CD32b (AF1460, R&D Systems, Minneapolis, USA), goat anti-Lyve1 (AF2125, R&D Systems, Minneapolis, USA), rat anti-Endomucin (14–5851–82, Thermo Fisher Scientific, Waltham, USA), rabbit anti-TRP-2 (ab74073, Abcam, Cambridge, UK), rabbit anti-wide spectrum cytokeratin (ab9377, Abcam, Cambridge, UK), goat anti-alpha smooth muscle actin (ab21027, abcam, Cambridge, UK), rat anti-CD45 (550539, BD Biosciences, Franklin Lakes, USA), rat anti-CD68 (137002, BioLegend, San Diego, USA), rabbit anti-Melan A (NBP1-30151, Novus, Minneapolis, USA). For Western blotting: rabbit anti-Akt (9272S, Cell Signaling Technology, Danvers, USA), rabbit anti-phospho-Akt (9271S, Cell Signaling Technology, Danvers, USA). Secondary antibodies: Alexa-Fluor 488, Alexa-Fluor 647 and Cy3-conjugated secondary antibodies were purchased from Dianova (Hamburg, Germany). For Western Blotting a rabbit anti-IgG HRP conjugated antibody was used. (Merck, Darmstadt, Germany).

### RNA isolation and RNA sequencing

Total RNA from sub-confluent (50%), cultured melanoma cells was extracted with innuPREP RNA Mini Kit (845-KS-2080250, Analytik Jena, Jena, Germany), then treated with TURBO DNA-free Kit (AM1907, Invitrogen, Waltham, USA). Samples were prepared and RNA concentration and quality were measured by a NanoPhotometer NP80 (Implen, Munich, Germany) and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA). The library preparation and the sequencing were then performed by BGI (Hongkong, China). The raw and normalized gene expression profiling data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE219236.

### RNA sequencing data analysis

Most of the procedure was done with R and Bioconductor using the NGS analysis package systempipeR [37]. The quality control of raw sequencing reads was performed using FastQC (Babraham Bioinformatics, Babraham, UK). Low-quality reads were removed using trim_galore (version 0.6.4). The resulting reads were aligned to mouse genome version GRCm38.p6 from GeneCode and counted using kallisto version 0.46.1 [38]. The count data was transformed to *log2*-counts per million (logCPM) using the voom-function from the limma package [39]. Differential expression analysis was performed using the limma package in R. A false positive rate of α = 0.05 with FDR correction was taken as the level of significance. Volcano plots and heatmaps were created using ggplot2 package (version 2.2.1) and the complex heatmap (version 2.0.0) [40]. Pathway analyses were made with fgsea package [41] and the enrichment browser package [42] in R using the pathway information from KEGG database (URL: https://www.genome.jp/kegg/pathway.html). The GSEA was made with R. Besides, a protein–protein interaction network was plotted by STRING (http://version10.string-db.org).

### Quantitative PCR

Reverse transcription was performed using Maxima Reverse Transcriptase (EP0752, Thermo Fisher Scientific, Waltham, USA) according to the manufacturer’s instructions. For quantitative PCR (qPCR) of cDNA innuMIX qPCR SyGreen Sensitive (845-AS-1310200, Analytik Jena, Jena, Germany) was used on a qTOWER 3 G touch thermal cycler (Analytik Jena, Jena, Germany). qPCR primers were designed with NCBIs PrimerBLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Primer sequences are listed in Suppl. Table 10. Analysis of qPCR output files were performed in qPCRsoft 4.1 (Analytik Jena, Jena, Germany) and normalized expressions (ddCt algorithm) were calculated using the reference genes Gak and Srp72.

### Seahorse ATP-rate assay

At first, a XF-24 plate was coated with 3 µg/cm^2^ fibronectin (Sigma-Aldrich, St.Louis, USA) for 45 min at RT. WT31 and WT31_P5IV cells were seeded one day prior to the assay with a density of 5000 cells/well on a XF-24 plate. 1 h prior to the analysis the medium was replaced with Seahorse RPMI Medium (Agilent Technologies, Santa Clara, USA) supplemented with Seahorse XF Glucose (1.0 M solution), Seahorse XF Pyruvate (100 mM solution) and Seahorse XF L-Glutamine (200 mM solution) and the cells were incubated at 37 °C and 0% CO_2_ for 45 min. During the experiment Oligomycin was injected first (1.5 µM) followed by injection of Rotenone/Antimycin A (0.5 µM). The oxygen consumption rate (OCR), extracellular acidification rate (ECAR), mito ATP production rate and glyco ATP production rate were automatically calculated by the Seahorse XF-24 analyzer (Agilent Technologies, Santa Clara, USA).

A normalization to the total cell number was performed according to manufacturer´s instructions with CyQuant Cell Proliferation Assay (Thermo Fisher Scientific, Waltham, USA).

### Protein isolation

Cells were seeded at 4.5 × 10^6^ cells per T175 cell culture flask one day prior to the assay. Next, cells were harvested by a enzyme-free cell dissociation solution (Sigma-Aldrich, St.Louis, USA). Cells were pelleted at 300 g for 5 min and washed twice with PBS. Cells were lysed with 200 µl RIPA lysis buffer containing a EDTA-free protease inhibitor (Sigma-Aldrich, St.Louis, USA) and a PhosStop phosphatase inhibitor (Sigma-Aldrich, St.Louis, USA) for 30 min on ice. After centrifugation at 10,800 rpm for 5 min, the supernatant was transferred to new tubes and the protein concentration was measured by a colorimetric DC protein assay (Bio Rad, Hercules, USA).

### Western blot

Laemmli buffer (Bio Rad, Hercules, USA) was added to protein samples of WT31 and WT31_P5IV and incubated at 95 °C for 10 min. 50 µg of protein was loaded to 4–20% gradient polyacrylamide gels (Bio Rad, Hercules, USA) for electrophoresis. The transfer to PVDF membranes (Bio Rad, Hercules, USA) was performed by a Trans-Blot Turbo Transfer System (Bio Rad, Hercules, USA). Next, membranes were incubated with 5% skim milk in PBS for blocking, which was followed by an incubation with a primary antibody at 4 °C overnight. After three washing steps with PBS and 0,1% Tween 20, the membranes were incubated with a secondary antibody for 1 h at room temperature. The targeted protein was detected by chemiluminescence with a Chemilumenscence Imager (Intas Science Imaging, Göttingen, Germany). A quantification by densitometry was performed with ImageJ software (NIH, USA).

### Statistical analysis

All statistical analyses and graphical displays were performed with GraphPad Prism8 (Graph Pad, USA) and mean ± SD is presented. For statistical analysis, an unpaired, two-tailed *t*-test was applied if data met the criteria of normality. Otherwise, Mann U test was used. For grouped analysis, a Dunn’s multiple comparisons test was applied when data were not distributed normally. Differences between data sets with *P* < 0.05 were considered statistically significant.

## Results

### Serial hepatic passaging of WT31 melanoma generated a subline with decreased potential to lung metastasis and a trend towards increased liver metastasis

Since patients with *NRAS*-mutated CM have a poor prognosis and limited treatment options, we aimed at deciphering tumor-intrinsic promotors of *NRAS*-mutated melanoma for metastasis to the lungs and the liver. WT31 melanoma was injected i.v. and repeatedly passaged over the liver five times to generate a hepatotropic subline, WT31_P5IV (Fig. 1A). This approach allows to study the metastatic pattern of WT31 and its sublines. Routinely, every passage was tested for purity by immunofluorescence staining (Suppl. Figure 1A). Moreover, mutant *NRAS*^*Q61K*/°^ was detected by PCR in parental WT31 and all its passaged subclones confirming cell authenticity (Suppl. Figure 1B).

**Fig. 1:**
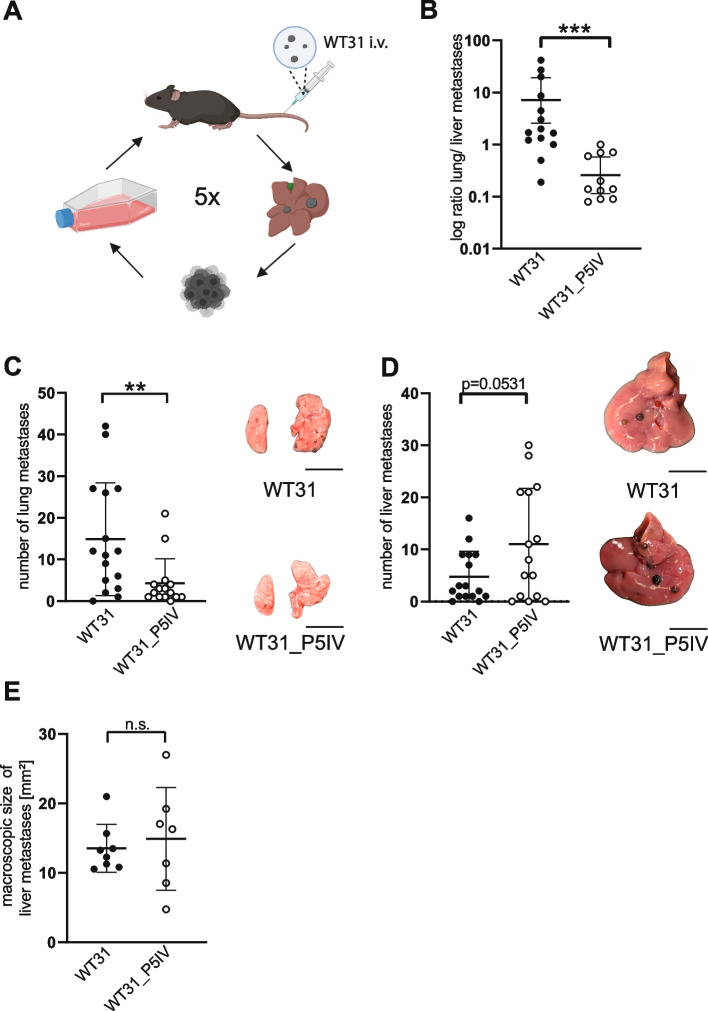
Repetitive passaging over the liver resulted in altered colonization of target organs after i.v. injection.** A** A scheme illustrates the serial injections and the hepatic passaging of WT31 melanoma or its sublines. WT31 was injected i.v.. After 21 days livers were excised and metastases were smashed through a cell strainer to get a single cell suspension. To expand these cells, they were taken back into cell culture. Last, sublines were again injected i.v.. This cycle was repeated five times generating the subline WT31_P5IV. **B** The ratio of lung to liver metastases of WT31 or WT31_P5IV was calculated and is shown (*P* = 0.0005, Mann–Whitney test) **C**, **D** 0.5 × 10^6^ WT31 and WT31_P5IV melanoma cells were injected i.v. and mice were sacrificed at day 21. **C** Macroscopic visible lung metastases were quantified. The numbers of macroscopic lung metastases of WT31 or WT31_P5IV melanoma are displayed (*P* = 0.0077, Mann–Whitney test). A pooled analysis of three different experiments is presented. Representative images of colonized lungs are shown. Scale bars = 1 cm. **D** Macroscopic visible liver metastases were counted. The number of macroscopic liver metastases of WT31 or WT31_P5IV are presented (*P* = 0.0531, t-test). Representative images of colonized livers are shown. Scale bars = 1 cm. **E** The size of liver metastases of WT31 or WT31_P5IV was measured and is presented in mm.^2^ (*P* = 0.6709, t-test)

To compare the metastatic behavior of the parental line WT31 and its subline WT31_P5IV the numbers of lung and liver metastases were quantified after i.v. injection. Metastatic behavior was profoundly altered as the ratio of lung to liver metastases was reversed in WT31_P5IV (*P* = 0.0005) (Fig. 1B). This was mediated by significantly decreased numbers of lung metastases (*P* = 0.0077) (Fig. 1C) and a trend towards increased numbers of liver metastases in WT31_P5IV in comparison to WT31 (*P* = 0.0531) (Fig. 1D). Among all sublines there was a trend to increased metastatic distribution at the third passage, while propensity for liver metastasis did develop at the fourth and fifth passage (Suppl. Figure 1C). In contrast to these numeric differences, the sizes of liver metastases were unaltered between both groups indicating similar tumor growth (*P* = 0.6709) (Fig. 1E).

### Lung metastases of WT31_P5IV were less proliferative, while morphology and necrosis were unaltered

To further characterize lung metastases of WT31_P5IV in comparison to its parental line WT31 detailed microscopic analyses were performed. H&E staining of lung metastases of WT31 and WT31_P5IV showed no overt differences in morphology (Fig. 2A). Besides, the microscopic sizes of the metastases were similar (Fig. 2B). Apoptosis and proliferation of melanoma lung metastases were studied by immunohistochemical staining for cleaved caspase-3 (cCasp3) and Ki67 to study if these factors in part mediate the decrease of pulmonary metastasis in WT31_P5IV. cCasp3 signals in lung metastases were similar in WT31_P5IV and WT31 (Fig. 2C, D). But proliferation as measured by Ki67 was decreased in lung metastases of WT31_P5IV indicating disturbed adaptation to the microenvironment of the lung (*P* = 0.0171) (Fig. 2E, F).

**Fig. 2:**
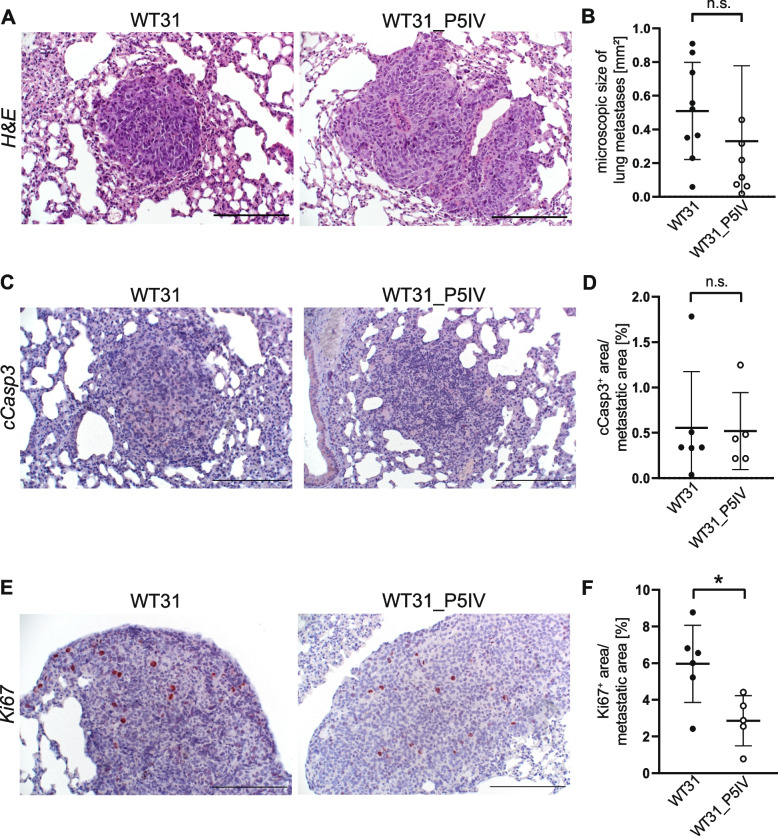
Histologic analysis of lung metastases of WT31 and WT31_P5IV. **A** H&E staining of lung metastases of WT31 and WT31_P5IV. Scale bars = 200 µm **B** The size of lung metastases was measured and the area of macroscopic lung metastases is presented (*P* = 0.3512). **C** Representative images of immunohistochemical staining for cCasp3 of lung metastases of WT31 and WT31_P5IV are shown. Scale bars = 200 µm. **D** Quantification of the area of cCasp3^+^ cells in relation to the total metastatic area of lung metastases (*P* > 0.9999, t-test, *n* = 6 for WT31 and *n* = 5 for WT31_P5IV). **E** Representative images of immunohistochemical staining for Ki67 in lung metastases of WT31 and WT31_P5IV are shown. Scale bars = 200 µm. **F** Quantification of the area of Ki67^+^ cells in relation to the total metastatic area of lung metastases (*P* = 0.0171, t-test, *n* = 6 for WT31 and *n* = 5 for WT31_P5IV)

### Liver metastases of WT31_P5IV and WT31 showed similar morphology, vascularization, proliferation and necrosis

Liver metastases of both melanoma sublines were studied in detail to analyze whether hepatic passaging affected the tumor-intrinsic adaptation of WT31_P5IV to the hepatic microenvironment. Histologic analyses by H&E, Sirius red, Elastica van Gieson’s (EvG) or periodic acid-Schiff (PAS) staining revealed no differences (Suppl. Figure 2). Moreover, both subtypes of metastases showed a pushing type histopathological growth pattern. Next, the vascularization of liver metastases of WT31_P5IV and WT31 were analyzed by immunofluorescence staining for Endomucin and Lyve-1 as well as CD31 and CD32b (Fig. 3A, B). An expression of continuous endothelial cell markers and reduced expression of liver sinusoidal endothelial cell markers was seen in both hepatic metastases indicating a predominantly capillarized phenotype of intratumoral vessels (Fig. 3C). This was confirmed by immunofluorescences for Collagen IV and CD31 showing deposits of Collagen IV alongside CD31^+^ endothelial cells (Suppl. Figure 3A). Quantification of the staining showed no differences between both melanoma sublines and demonstrated that the vascular density was not changed between metastases of WT31_P5IV and WT31 (Fig. 3C). Last, proliferation and apoptosis were assessed by staining for Ki67 and cCasp3 showing no differences between WT31 and WT31_P5IV (Fig. 3D, E). Therefore, we hypothesized that serial passaging of WT31 melanoma over the liver might rather have influenced tumor-intrinsic functions that determine movement and retention along the vascular passaging route than adaptations of tumor growth and expansion in the hepatic microenvironment.

**Fig. 3:**
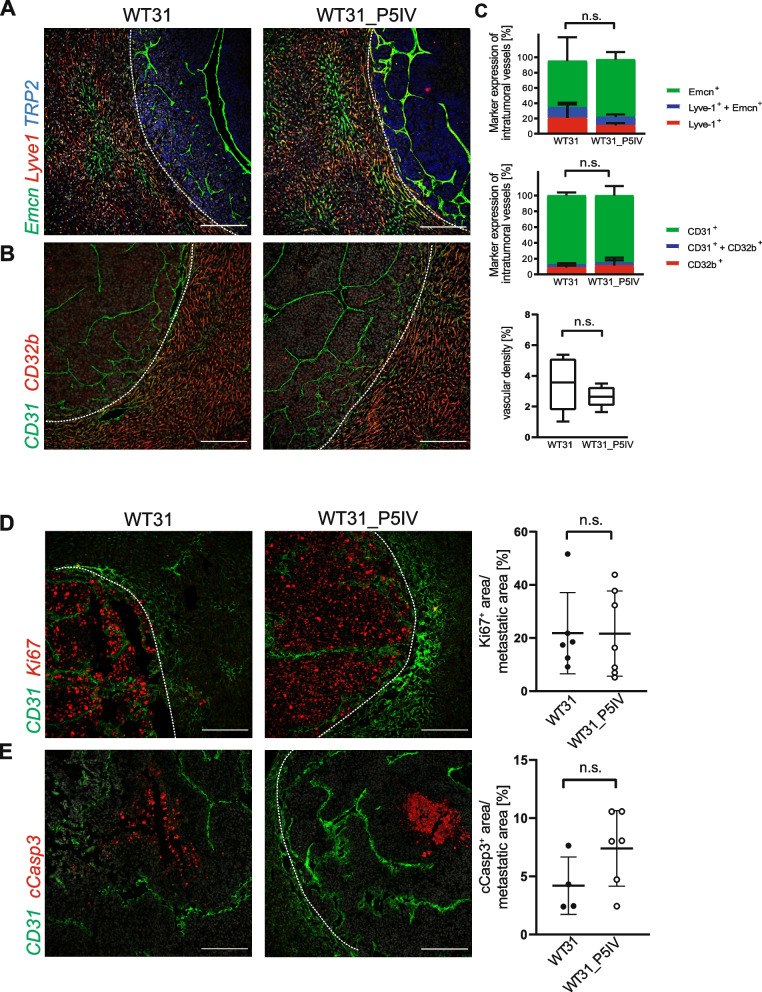
Analysis of the tumoral vasculature, proliferation and necrosis of liver metastases of WT31 and WT31_P5IV. **A** Images of immunofluorescence staining for Emcn (green), Lyve-1 (red) and TRP-2 (blue) of liver metastases of WT31 and WT31_P5IV. Representative images are shown. Scale bars = 200 µm, *n* = 4. White dotted lines present the border of hepatic metastasis of WT31 and WT31_P5IV to the adjacent liver tissue. **B** Images of immunofluorescence staining for CD31 (green) and CD32b (red) of liver metastasis of WT31 and WT31_P5IV. Representative images are presented. Scale bars = 200 µm, *n* = 5. White dotted lines present the border of hepatic metastasis of WT31 and WT31_P5IV to the adjacent liver tissue. **C** Intratumoral endothelial cells were analyzed for Emcn or Lyve-1 marker expression. The corresponding marker expression was set in relation to the total intratumoral vessel area (100%). The proportion of Lyve^+^, Lyve^+^  + Emcn^+^ as well as Emcn^+^ area is displayed (Emcn: *P* > 0.9999; Lyve-1 and Emcn: *P* = 0.7000; Lyve-1: *P* > 0.9999; Mann–Whitney-tests). Besides, the expression of CD31 and CD32b of intratumoral vessels was analyzed and set in relation to the total intratumoral vessel area (100%). The proportion of CD31^+^, CD31^+^  + CD32b^+^ as well as CD32b^+^ area is displayed. (CD31: *P* = 0.6325; CD31 and CD32b: *P* = 0.7118; CD32b: *P* = 0.6492; t-tests). Last, the vascular density of the hepatic melanoma metastases was determined. The CD31.^+^ area in relation to the total tumor area is shown (*P* = 0.3776, t-test) **D** Images of immunofluorescence staining for CD31 and Ki67 of liver metastases of WT31 and WT31_P5IV. Representative images are presented. Scale bars = 200 µm, *n* = 6. White dotted lines present the border of the hepatic metastasis of WT31 and WT31_P5IV to the adjacent liver tissue (*P* = 0.6282, Mann–Whitney test). **E** Images of immunofluorescence staining for CD31 and cCasp3 of liver metastases of WT31 and WT31_P5IV. Representative images are shown. Scale bars = 200 µm, *n* = 4. White dotted lines present the border of the hepatic metastasis of WT31 and WT31_P5IV to the adjacent liver tissue (*P* = 0.1163, t-test)

### RNA sequencing of WT31_P5IV and parental WT31 demonstrated differential regulation of cell adhesion pathways

To further elucidate why WT31_P5IV showed an altered pattern of metastatic colonization we performed RNA sequencing (RNA-seq). 

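RNA was sequenced from cultured, sub-confluent WT31 and WT31_P5IV melanoma cells, with 5 libraries of each. WT31 is an NRAS-mutant mouse melanoma line, and WT31_P5IV is the subline obtained from it by serial hepatic passaging. The libraries came from cells in culture, not from metastases. Each group is 1 cell line, so the p-values measure the spread between libraries of a line. They cannot tell hepatic passaging from other changes that arose between the lines. The authors trimmed the reads with trim_galore, estimated the reads of each transcript with kallisto against GRCm38, and deposited the estimates summed per gene, once as estimated counts and once as TPM. Both kinds of value covered 55385 gene identifiers. The paper's text does not name the annotation release, and 55144 of the identifiers were found in the GENCODE release used here for gene symbols and positions (M21). The deposited labels name instruments of 2 manufacturers, so the sequencing instrument is left open. Estimated counts per library ranged from 24825671 to 25750639 in WT31 (median 24831530) and from 24255389 to 25547694 in WT31_P5IV (median 24393739). No difference between the totals of the groups was found (two-sided exact permutation test, p = 0.230, n = 5 per group). Apart from replicate 3, however, the WT31_P5IV totals were 24255389 to 24431000, below every WT31 total. The authors compared the groups with limma voom on log2 CPM at a false discovery rate of 0.05, and the paper's text names neither a scaling of the libraries nor a filter on low counts. Here the estimated counts were rounded to whole numbers, and the 13620 genes that edgeR's filterByExpr kept of the 31234 with at least 1 count were tested. Libraries were scaled by the TMM method, WT31_P5IV was compared with WT31 in edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Each standard error is the absolute log2 fold change divided by the square root of the test's F statistic. Expression is given as CPM on the scaled library sizes, as mean ± SD over the 5 libraries of a group. A gene with 3 counts or fewer in all 5 libraries of a group was taken as not detectable there, which corresponds to 0.114 to 0.129 CPM. The fold difference of such a gene is a lower bound, computed against 3 counts. These limits cover counting error only. An exact permutation test of 5 libraries against 5 cannot give a two-sided p under 0.00794. The paper's text does not state whether the counting used the strand of the reads, so counts of genes that overlap a gene on the other strand are uncertain.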

Unfiltered comparative gene expression analysis and over-representation analysis (ORA) of gene ontology biological processes (GOBP) showed regulation of mostly metabolic processes (Suppl. Figure 4A). 

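Of the 13620 genes tested, 9327 (68.5%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 4709 of them higher and 4618 lower in WT31_P5IV. The median absolute log2 fold change of these genes was 0.41. Their number moved most when every gene with at least 1 count was tested, to 10163. A log2 fold change of at least 1 or at most −1 was added to the adjusted p in the filter of the paper's heatmaps and tables. 1240 genes (9.10% of those tested) were past this filter, 738 higher and 502 lower. As a ratio, this number moved most with limma on log2(TPM + 1), to 465 genes, 147 higher and 318 lower. The first principal component of log2 CPM separated WT31 from WT31_P5IV and held 74.5% of the variance. Gene ontology terms were not analysed here.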

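Hallmark gene sets were not analysed here, and families of genes that can be read from gene symbols were tested in their place. The 13 families were compared with all other tested genes by limma's camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the families. The 78 nuclear-encoded subunits of oxidative phosphorylation had a median log2 fold change of 0.13 (adjusted p = 0.138, limma's camera). Of these subunits, 41 were higher and 17 lower in WT31_P5IV at an adjusted p under 0.05 over all tested genes, and 41 and 17 when adjusted over the list alone. With limma on log2(TPM + 0.1) the median of the subunits was −0.06, and on this scale the median over all tested genes of the difference in log2 fold change from the values on counts was −0.167. The 19 genes of glycolysis, which are its enzymes and the glucose transporter gene Slc2a1, had a median log2 fold change of −0.12 (adjusted p = 0.406, limma's camera), with 5 gene identifiers higher and 10 lower over all tested genes and 5 and 10 adjusted over the list alone. 3 families had an adjusted p under 0.05. The 53 genes with Eif symbols had a median of −0.23 (adjusted p = 1.13e-04, limma's camera). They are translation initiation factors together with some of their regulators, such as Eif2ak1 and Eif4ebp1. The median was 0.49 for the 35 clustered protocadherins (adjusted p = 0.0114, limma's camera) and 1.35 for the 9 H2 histocompatibility genes (adjusted p = 0.0114, limma's camera). All 3 calls held under limma's fry, which called 10 families. Glycolysis was among these, lower in WT31_P5IV (adjusted p = 0.0261, limma's fry), and oxidative phosphorylation was not (adjusted p = 0.196, limma's fry). None of the 3 calls held under camera with an estimated correlation, where 0 families had an adjusted p under 0.05 and 1 an unadjusted p under 0.05. The number of families rose to 6 without WT31 replicate 2, without WT31 replicate 3 and without WT31_P5IV replicate 4. With at least 10 counts required in every library, the adjusted p of the H2 genes was 0.0621 in limma's camera, and over all alternatives it ranged from 4.38e-08 to 0.172.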

In the Hallmark gene sets genes involved in oxidative phosphorylation, glycolysis, Myc targets, mitotic spindle, DNA repair, PI3K/AKT/mTor signaling or Mtorc1 signaling were regulated (Suppl. Figure 4B). Filtering of these gene sets (logFC ≥ 1 or ≤ -1; adjusted *P* value < 0.05) demonstrated that glycolysis and oxidative phosphorylation seemed to be affected in WT31_P5IV (Suppl. Figure 4C-F, Suppl. Tables 2–9). However, the mito ATP production rate and the glyco ATP production rate were unaltered between WT31 and WT31_P5IV as assessed by a Seahorse assay (Suppl. Figure 5). 

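None of the 78 nuclear-encoded subunits of oxidative phosphorylation was past the filter, against 9.16% of the other tested genes (two-sided Fisher's exact test, adjusted p = 0.00240 over the families). The 13 mitochondrially encoded subunits, which are outside this family and were added after their values were seen, were all higher, with log2 fold changes from 0.75 to 1.16. In the glycolysis family 1 of 19 genes was past it (Fisher's exact test, adjusted p = 1.00). This gene was Slc2a1, at 54.1 ± 5.03 CPM in WT31 and 109 ± 6.79 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of 1.01 (standard error 0.06, adjusted p = 2.97e-09 in edgeR's quasi-likelihood test). Without WT31 replicate 2 its log2 fold change was 0.96, under the filter. The share past the filter was larger than among other genes for the H2 genes (5 of 9, 55.6%, Fisher's exact test, adjusted p = 0.00233), a family the paper does not discuss. 7 of the 13 families had an adjusted p under 0.05 in this comparison. With a log2 fold change of 2 in place of 1 in the filter, 2 did. The H2 genes were not among them (2 of 9, Fisher's exact test, adjusted p = 0.0743). The families were not matched on expression in these comparisons, and genes with low counts were past the filter more often. Past it were 1240 of 13620 tested genes, but 698 of 12350 with at least 10 counts in every library. Expression level can therefore account for part of the differences in share.

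**Figure D1:**
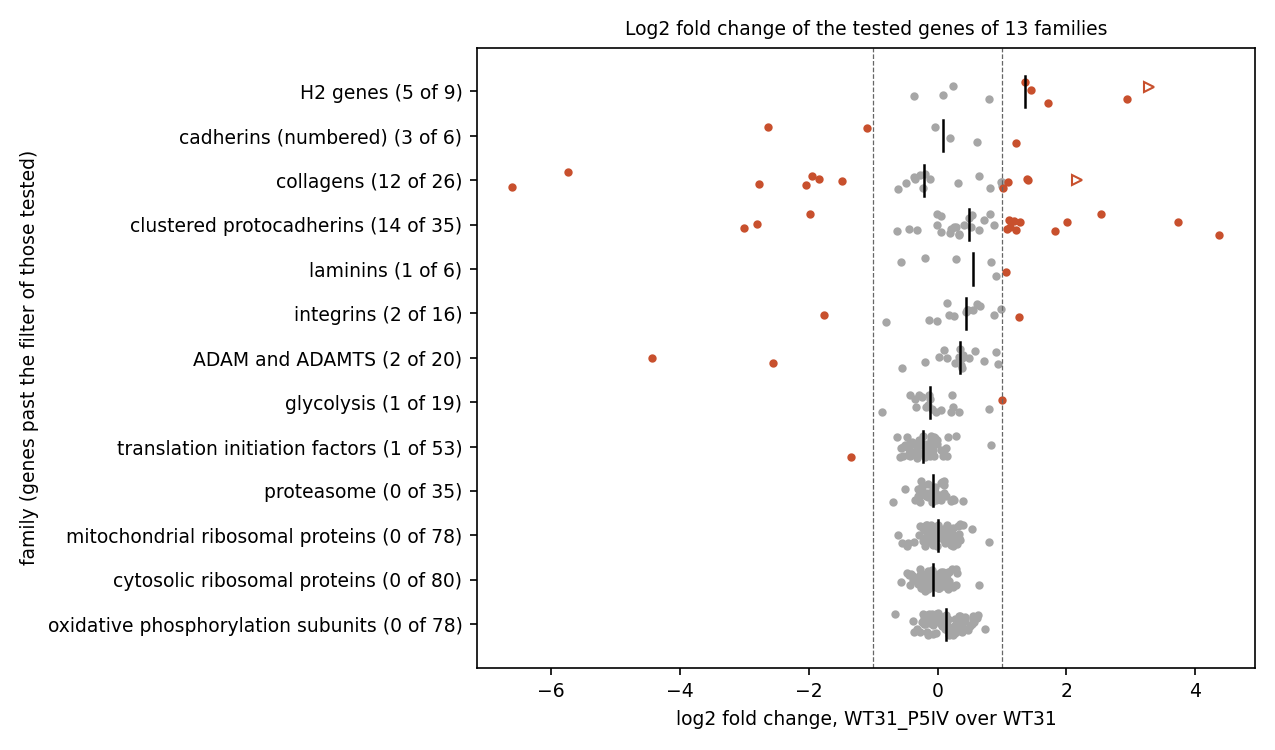
Log2 fold change (WT31_P5IV over WT31) on the horizontal axis of each tested gene of the 13 families on the vertical axis. Orange points are past the filter, grey points are not, open triangles are lower bounds, black bars are medians and dashed lines mark 1 and −1. No nuclear-encoded subunit of oxidative phosphorylation lies outside the dashed lines, whereas 14 of 35 clustered protocadherins are past the filter.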

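The paper measured 14 genes by qRT-PCR (Capg, Gm773, Gpm6a, Pcdhgb8, Igfbp3, Notch2, Sun2, Arhgef3, Sorbs2, Itga2b, Itga4, Adam23, Itgb5 and Adamts18). In the RNA-seq libraries 13 of them were tested, and all of these were past the filter, 7 higher and 6 lower in WT31_P5IV. At an adjusted p under 0.05 the counts adjusted over the list alone were 7 and 6, which is not independent evidence, since the paper chose the genes from these libraries. The number of these genes with a call moved most when at least 10 counts were required in every library, to 5. Gm773 lies on chromosome X of GRCm38 from 56189827 to 56212881 and was at 0.600 ± 0.101 CPM in WT31 and 49.6 ± 1.74 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of 6.35 (standard error 0.08, adjusted p = 1.17e-16 in edgeR's quasi-likelihood test). Gpm6a, on chromosome 8 of GRCm38 from 54954843 to 55060871, had 0 to 1 counts per WT31 library and 31 to 38 per WT31_P5IV library, at least 11.8-fold higher (adjusted p = 2.16e-09 in edgeR's quasi-likelihood test). Pcdhgb8, on chromosome 18 of GRCm38 from 37761801 to 37841870, had 0 to 4 counts per library in WT31 and 30 to 39 in WT31_P5IV, a log2 fold change of 4.37 (standard error 0.39, adjusted p = 1.07e-07 in edgeR's quasi-likelihood test). Other genes' transcripts hold 52.3% of the 31-base words of Pcdhgb8, so its counts can contain reads of other protocadherins. Expression of Sun2, on chromosome 15 of GRCm38 from 79724070 to 79742536, rose from 47.8 ± 0.625 to 112 ± 4.91 CPM (log2 fold change 1.24, standard error 0.04, adjusted p = 1.86e-12 in edgeR's quasi-likelihood test). Notch2, on chromosome 3 of GRCm38 from 98013527 to 98150361, rose from 50.5 ± 6.05 to 106 ± 3.95 CPM (log2 fold change 1.07, standard error 0.07, adjusted p = 3.20e-09 in edgeR's quasi-likelihood test). Its adjusted p in edgeR, DESeq2 and limma ranged from 1.02e-49 to 0.749 over the alternatives, with the highest in the glmTreat test against a fold change of 2. Lower expression was measured for Arhgef3, on chromosome 14 of GRCm38 from 27114899 to 27403911, at 2.57 ± 0.316 CPM in WT31 and 0.133 ± 0.0517 CPM in WT31_P5IV (log2 fold change −4.22, standard error 0.22, adjusted p = 5.45e-10 in edgeR's quasi-likelihood test). Sorbs2, on chromosome 8 of GRCm38 from 45507788 to 45827906, fell from 6.50 ± 0.488 to 0.341 ± 0.130 CPM (log2 fold change −4.23, standard error 0.17, adjusted p = 2.46e-11 in edgeR's quasi-likelihood test).

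**Figure D2:**
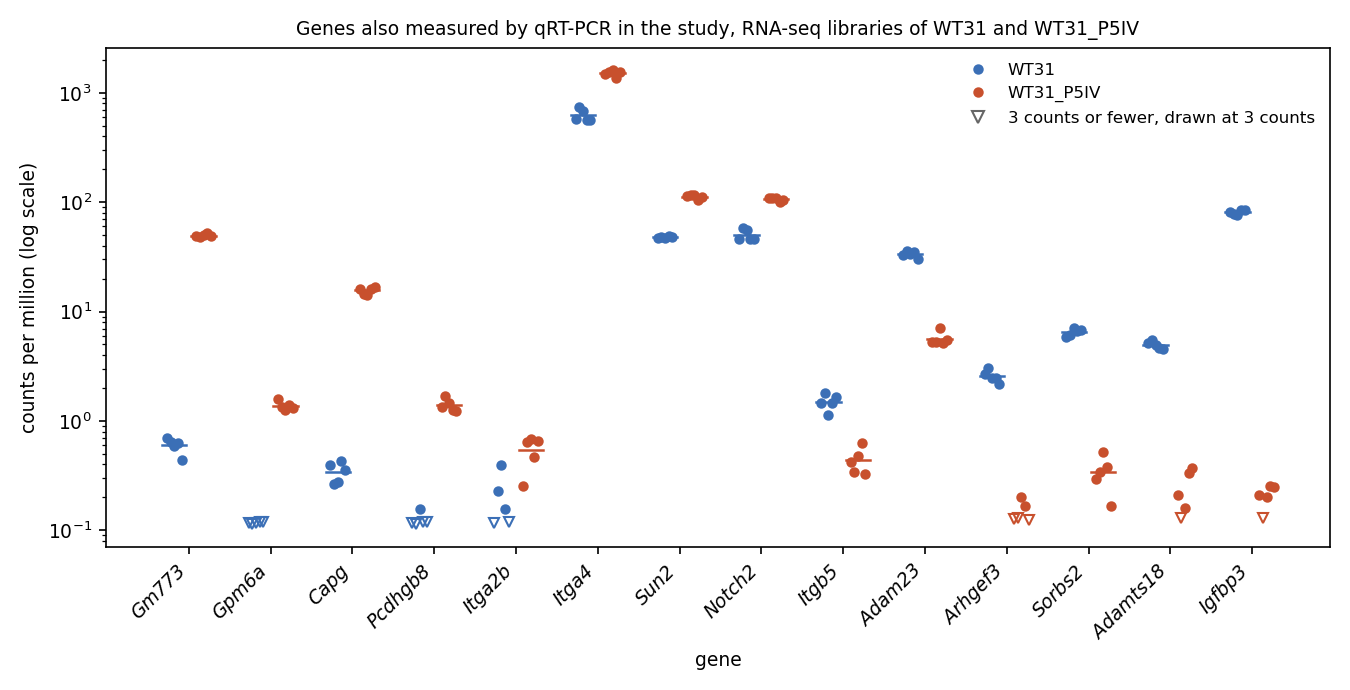
CPM on a log axis of the 14 genes in each of the 5 WT31 (blue) and 5 WT31_P5IV (orange) libraries. Bars are means of groups in which every library had more than 3 counts, and open triangles are libraries with 3 counts or fewer, drawn at 3 counts. The groups do not overlap for any of the genes except Itga2b.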

Some of the significantly up- or downregulated genes were confirmed by qRT-PCRs (Suppl. Figure 6A-C). For instance, a significant downregulation of *Igfbp3* was detected (Suppl. Figure 6A). 

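Igfbp3 lies on chromosome 11 of GRCm38 from 7206086 to 7213923. It had 1967 to 2160 counts per library in WT31 and 3 to 6 in WT31_P5IV, which corresponds to 81.3 ± 3.65 and 0.208 ± 0.0498 CPM (SD, n = 5). The log2 fold change was −8.57 (standard error 0.09, adjusted p = 1.82e-17 in edgeR's quasi-likelihood test). With each library left out in turn it stayed between −8.65 and −8.45.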

As IGFBP3 negatively interacts with AKT signaling [43], the expression of both phosphorylated AKT (pAKT) and total AKT (AKT) was analyzed by western blotting (Suppl. Figure 7A, B). The ratio of pAKT to AKT was significantly increased in WT31_P5IV confirming activation of this pathway (Suppl. Figure 7C). 

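The genes that the paper lists in Suppl. Tables 2 to 9 were counted at the same filter. Of the cell adhesion genes of Suppl. Table 2, 88 were matched to the files, 68 were tested and 67 were past the filter. For glycolysis (Suppl. Table 6) 15 of 16 tested genes were past it. The other lists were shorter. Past the filter were 5 genes of the regulation of cell adhesion (Suppl. Table 3), 5 integrins and disintegrin-like proteins (Suppl. Table 4), 3 genes of oxidative phosphorylation (Suppl. Table 5), 5 of the mitotic spindle (Suppl. Table 7), 2 of DNA repair (Suppl. Table 8) and 3 of PI3K/AKT/mTOR signaling (Suppl. Table 9). Over Suppl. Tables 1 to 9, 171 different genes were found in the files, 138 were tested, 138 had the listed direction and 134 were past the filter. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 68 were higher and 70 lower, and 68 and 70 when adjusted over the list alone. The paper chose these genes from the same libraries, so their number is not independent evidence. The number past the filter moved most when at least 10 counts were required in every library, to 66. The full membership of the gene ontology and Hallmark sets was not used here, so the share of each set that changed is not given.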

Interestingly, applying the same filtering criteria to the gene set of GOBP cell adhesion showed the highest number of regulated genes compared to other HALLMARK gene sets (Fig. 4A). Furthermore, genes classified as regulators of cell adhesion, integrins or disintegrin-like proteins were differentially regulated in WT31_P5IV in comparison to WT31 and were also confirmed by qRT-PCRs (Fig. 4B, C; Suppl. Figure 6C; Suppl. Table 2–4). 

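Adam23, a disintegrin-like gene on chromosome 1 of GRCm38 from 63445891 to 63596276, was at 33.5 ± 2.12 CPM in WT31 and 5.66 ± 0.821 CPM in WT31_P5IV (SD, n = 5), with a log2 fold change of −2.56 (standard error 0.08, adjusted p = 2.59e-12 in edgeR's quasi-likelihood test). WT31_P5IV replicate 3, at 7.12 CPM, lay apart from the other WT31_P5IV libraries, and without it the log2 fold change was −2.66. Itgb5, on chromosome 16 of GRCm38 from 33829665 to 33949338, was at 1.50 ± 0.256 and 0.442 ± 0.123 CPM, from 29 to 48 and 8 to 15 counts per library (log2 fold change −1.76, standard error 0.21, adjusted p = 3.11e-06 in edgeR's quasi-likelihood test). Among all 16 integrin genes tested, 10 were higher and 2 lower at an adjusted p under 0.05, and 2 were past the filter (12.5%, two-sided Fisher's exact test against the other genes, adjusted p = 0.762 over the families). The share of integrins was 22.2% without WT31 replicate 2 and 23.5% without WT31_P5IV replicate 4. The ADAM and ADAMTS family had 2 of 20 genes past it (10.0%, Fisher's exact test, adjusted p = 0.762). Adjusted over the list alone, 10 integrin genes were higher and 2 lower, and 13 ADAM and ADAMTS genes were higher and 4 lower, against 12 and 4 over all tested genes.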

A strong interaction of these genes was demonstrated by a string analysis of the top 100 most regulated genes of GOBP cell adhesion (Suppl. Figure 8A). Decreased adhesion of circulating melanoma cells to the pulmonary vasculature might indeed explain the inverted ratio from lung to liver metastases since tumor cells that do not adhere in the vascular bed of the first metastatic site are flushed into the next, secondary vascular beds.

**Fig. 4:**
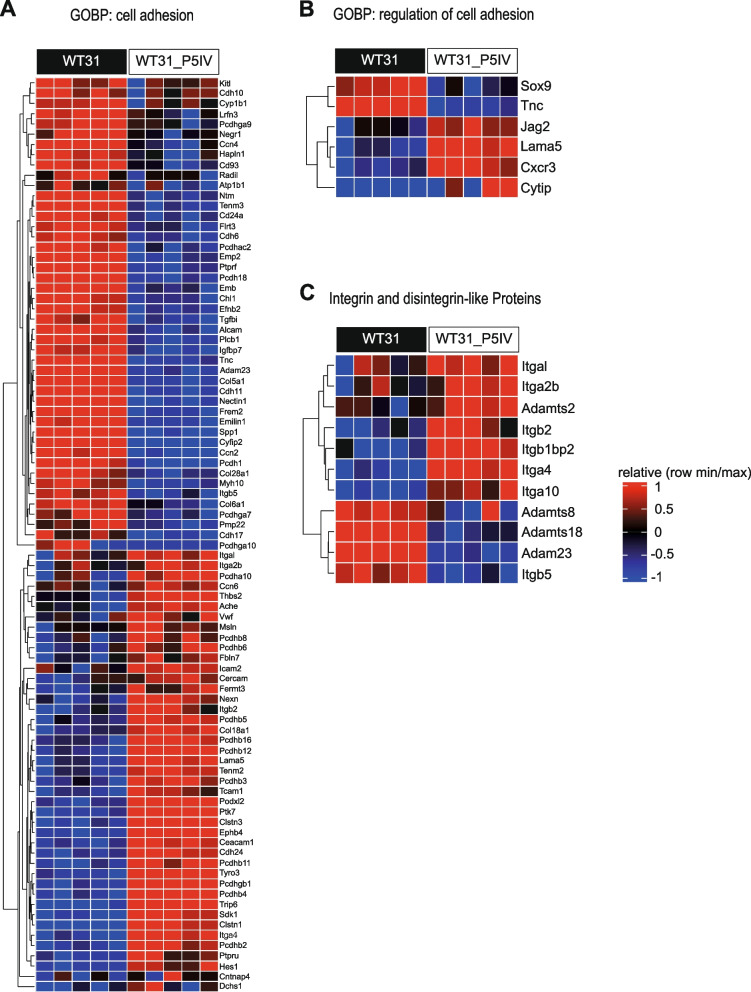
RNA sequencing of WT31 or WT31_P5IV. RNA sequencing of cultured, sub-confluent WT31 and WT31_P5IV melanoma cells was performed. **A** A heatmap of the GOBP cell adhesion gene set (GO:0,007,155) for WT31 and WT31_P5IV melanoma is presented. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 2. **B** A heatmap of the GOBP regulation of cell adhesion gene set (GO:0,030,155) of WT31 and WT31_P5IV melanoma is shown. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 3. **C** A heatmap of integrin and disintegrin-like proteins of WT31 and WT31_P5IV melanoma is shown. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 4

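Of the 43 genes that Suppl. Table 2 lists as upregulated, 31 were tested and 30 were past the filter, with log2 fold changes from 0.99 to 4.27 among the tested genes that were detectable in both groups. The exception was Col18a1, at 7.16 ± 0.692 CPM in WT31 and 14.2 ± 0.845 CPM in WT31_P5IV (log2 fold change 0.99, adjusted p = 1.79e-08 in edgeR's quasi-likelihood test). Of the 46 genes listed as downregulated, 37 were tested and 37 were past the filter, and the largest decrease of a gene detectable in both groups was −4.98. The libraries of the groups did not overlap for 35 of the genes listed as upregulated and 41 of those listed as downregulated. 3 of the upregulated genes in WT31 and 9 of the downregulated genes in WT31_P5IV had 3 counts or fewer in every library, so the size of their change is known only as a lower bound. Pcdha10 matched no gene symbol, and the other listed genes that were not tested had too few counts.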

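All 5 tested genes of Suppl. Table 3 were past the filter. Tnc, on chromosome 4 of GRCm38 from 63959785 to 64047015, fell from 14.2 ± 1.55 CPM in WT31 to 0.783 ± 0.114 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of −4.17 (standard error 0.12, adjusted p = 8.25e-13 in edgeR's quasi-likelihood test). Sox9 was at 1.44 ± 0.201 and 0.711 ± 0.196 CPM (log2 fold change −1.02, standard error 0.20). Higher in WT31_P5IV were Jag2 (log2 fold change 1.18, standard error 0.23), Cxcr3 (2.62 ± 0.341 to 6.02 ± 0.673 CPM) and Lama5 (1.06, standard error 0.07, 43.0 ± 4.70 to 89.7 ± 5.68 CPM). The genes of Suppl. Tables 3 to 9 that are named here and that the paper's text does not name were chosen after their values were seen. Cytip had 0 counts in every WT31 library and 0 to 2 in WT31_P5IV, too few to test.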

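Of the 11 genes of Suppl. Table 4, 6 were tested. Itga10, on chromosome 3 of GRCm38 from 96645584 to 96664519, was at 1.52 ± 0.115 CPM in WT31 and 3.02 ± 0.429 CPM in WT31_P5IV (SD, n = 5), and its log2 fold change of 0.99 (standard error 0.13, adjusted p = 7.24e-06 in edgeR's quasi-likelihood test) was under the filter. Over the alternatives the adjusted p of Itga10 in edgeR, DESeq2 and limma ranged from 2.10e-08 to 1.00, with the highest in edgeR's glmTreat test. Other genes' transcripts hold 31.8% of the 31-base words of Itga10. Itgb1bp2, at 0.516 ± 0.131 and 1.32 ± 0.138 CPM, had a log2 fold change of 1.35 (standard error 0.19, adjusted p = 1.65e-05 in edgeR's quasi-likelihood test). Itgb2, on chromosome 10 of GRCm38 from 77530252 to 77565708, had 1 to 3 counts per WT31 library and 3 to 7 per WT31_P5IV library. It was too low to be tested across genes, and its normalized counts were at least 2.00-fold higher in WT31_P5IV (two-sided exact permutation test, p = 0.00794, n = 5 per group). Counts of Itgal were 1 to 7 in WT31 and 5 to 10 in WT31_P5IV (exact permutation test, p = 0.0397, n = 5), those of Adamts2 0 to 2 and 2 to 7 (exact permutation test, p = 0.00794, n = 5) and those of Adamts8 2 to 3 and 0 to 3 (exact permutation test, p = 0.0714, n = 5).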

### Tumor cell adhesion and retention of WT31_P5IV in the pulmonary vascular bed was reduced as compared to WT31

Initial tumor cell adhesion and retention were investigated 90 min after intravenous injection of DIL-labelled WT31 or WT31_P5IV by ex vivo fluorescence imaging. Reduced retention of WT31_P5IV to the vascular bed of the lungs was confirmed, as significantly fewer fluorescent melanoma cells in the lungs were found when WT31_P5IV were injected i.v. in relation to WT31 (*P* = 0.0016) (Fig. 5A). In the liver no difference in melanoma cell adhesion or retention was detected (Suppl. Figure 9A). However, auto-fluorescence of the liver might in part conceal differences. Besides, the cell numbers of this assay were optimized to study initial melanoma cell adhesion and retention to the lung vasculature. Probably at later time points an increasing amount of accumulating melanoma cells in the hepatic vasculature might be found as these first disseminate to various organs after the pulmonary passage.

**Fig. 5:**
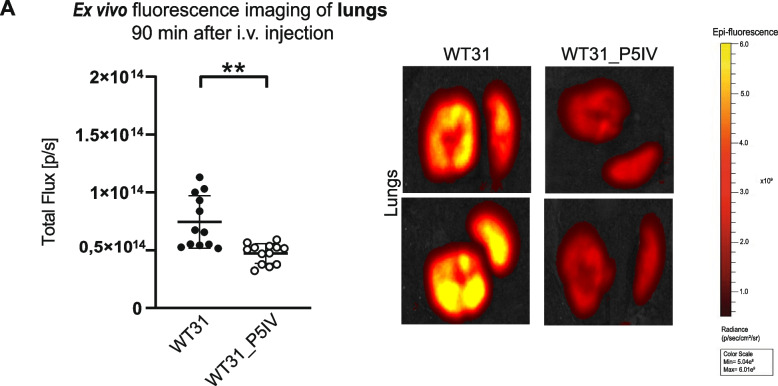
Initial tumor cell retention to the pulmonary vasculature was studied ex vivo after i.v. injection. **A** Ex vivo fluorescence imaging of lungs 90 min after i.v. injection of DIL-labelled WT31 or WT31_P5IV. Quantification of adherent WT31 or WT31_P5IV melanoma cells. Lungs were set as regions of interest and fluorescence signal was quantified respectively (*P* = 0.0016, t-test). *N* = 4/group, the experiment was repeated three times. Scale: min = 5.04e^8^ p/sec/cm^2^/sr; max = 6.01e^9^ p/sec/cm^2^/sr

Altogether, our study shows that tumor-intrinsic features such as tumor cell adhesion decisively regulate the vascular route tumor cells take and hereby control the metastatic patterns of melanoma.

## Discussion

Cutaneous melanoma is a prime example of organ-specific metastasis as it commonly spreads to the skin, lymph nodes, lung, liver and brain. Organotropic metastasis is also observed in breast cancer preferential seeding to lungs, bone, liver and brain, prostate cancer that almost solely metastasizes to the bones or uveal melanoma (UM) which selectively seeds to the liver. These phenomena led Stephan Paget to postulate his concept of “seed & soil” defining that circulating tumor cells depend on suitable microenvironments of their target organs to sufficiently grow out as metastasis [44]. In contrast, James Ewing hypothesized that rather circulatory effects affect organotropic metastasis [45]. Our study demonstrates that hepatic passaging of *NRAS*-mutated melanoma, WT31, shifts its typical metastatic propensity by regulation of tumor cell adhesion at the primary vascular site and adaptation to the metastatic site.

By serial hepatic passaging of WT31 melanoma cells after i.v. injection a subline, WT31_P5IV, was generated that showed an inverted ratio of lung to liver metastases as compared to parental WT31. According to Ewing this could be mediated by altered tumor cell adhesion and retention in the primary, pulmonary vascular niche resulting in increasing numbers of circulating tumor cells that might enter secondary vascular beds such as the liver. Indeed, ex vivo fluorescence imaging confirmed that fewer WT31_P5IV melanoma cells adhered to the lungs 90 min after i.v. injection as compared to WT31 indicating that initial tumor cell adhesion and retention to the lungs was reduced in WT31_P5IV. RNA-seq of both WT31 and its subline WT31_P5IV revealed differential regulation of genes involved in cell adhesion. 

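Among families of adhesion and matrix genes read from gene symbols, the share of genes past the filter was larger than among other tested genes for collagens (12 of 26, 46.2%, 5 higher and 7 lower, two-sided Fisher's exact test, adjusted p = 6.03e-06). It was also larger for clustered protocadherins (40.0%, 11 higher and 3 lower, Fisher's exact test, adjusted p = 6.03e-06) and for numbered cadherins (3 of 6, Fisher's exact test, adjusted p = 0.0227). These genes went both ways. The test took the genes of a family as independent, although protocadherins can share reads. The median log2 fold change of the collagens was −0.22, and that of the cadherins was 0.08 but −0.10 with limma on log2(TPM + 0.1) and −0.67 when every gene with at least 1 count was tested. With a log2 fold change of 2 in the filter, 1 of the cadherins was past it (Fisher's exact test, adjusted p = 0.340), and 5 of the collagens were (adjusted p = 0.00181). The genes with the largest decreases among the clustered protocadherins were Pcdhac2 (log2 fold change −3.01, 48.4% of its 31-base words shared with other genes) and Pcdhga9 (−2.80, 41.3% shared), named after their values were seen.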

When looking at the top regulated genes several have already been implied in tumor cell adhesion. 

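Igfbp7, on chromosome 5 of GRCm38 from 77349240 to 77408041, was at 25.6 ± 3.35 CPM in WT31 and 8.41 ± 0.985 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of −1.60 (standard error 0.10, adjusted p = 2.46e-09 in edgeR's quasi-likelihood test). Counts of Thbs2, on chromosome 17 of GRCm38 from 14665500 to 14694235, were 0 to 1 per library in WT31 and 5 to 9 in WT31_P5IV. At this depth Thbs2 was not tested across genes, and it was at least 2.85-fold higher in WT31_P5IV (two-sided exact permutation test of normalized counts, p = 0.00794, n = 5 per group).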

Loss of Collagen XXIII reduced pulmonary colonization of lung carcinoma cell lines by impaired cell adhesion [46]. Besides, downregulation of *IGFBP7* (Insulin Like Growth Factor Binding Protein 7) was detected in CRC liver metastases and shown to regulate epithelial‑mesenchymal transition (EMT) [47]. Downregulation of *Cdh11* (Cadherin-11) might also result in reduced tumor cell adhesion as Cadherin-11 was identified as regulator of cell adhesion and metastasis in many cancers [48–50]. On the other hand, upregulation of *THBS2* (Thrombospondin2) was detected in liver metastases of UM or CRC and might serve as a prognostic biomarker for both tumor entities [51, 52]. Moreover, integrins are described to mediate organ-specific melanoma metastasis [53]. 

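Cdh11 lies on chromosome 8 of GRCm38 from 102632095 to 102785642. Its expression was 14.3 ± 0.452 CPM in WT31 and 2.30 ± 0.444 CPM in WT31_P5IV (SD, n = 5), and the log2 fold change was −2.64 (standard error 0.10, adjusted p = 1.27e-11 in edgeR's quasi-likelihood test). The lowest WT31 library had 353 counts and the highest WT31_P5IV library 68.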

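Itga4, on chromosome 2 of GRCm38 from 79255426 to 79333123, had 14100 to 19623 counts per library in WT31 and 32113 to 39829 in WT31_P5IV, or 625 ± 83.9 and 1507 ± 96.6 CPM (SD, n = 5). The log2 fold change was 1.27 (standard error 0.08, adjusted p = 2.93e-09 in edgeR's quasi-likelihood test) and stayed between 1.21 and 1.33 with each library left out in turn.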

As such, *Itga4* which was upregulated in WT31_P5IV is associated with melanoma lymph node metastasis [53]. Besides, upregulation of *Itga2b* in WT31_P5IV our data is in line with previous studies of Yoshimura et al. that passaged B16 melanoma after spleen injection [27]. 

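Itga2b, on chromosome 11 of GRCm38 from 102453297 to 102470122, had 1 to 10 counts per library in WT31 and 6 to 17 in WT31_P5IV, or 0.187 ± 0.133 and 0.541 ± 0.183 CPM (SD, n = 5). The libraries of the groups overlapped (two-sided exact permutation test of normalized counts, p = 0.0159). Itga2b was too low to be tested across genes. When every gene with at least 1 count was tested, its log2 fold change was 1.45 (adjusted p = 0.00322 in edgeR's quasi-likelihood test), and its adjusted p ranged from 9.94e-04 to 0.0138 over the alternatives that tested it. The paper's introduction names integrin alpha 2 from the B16 study. Its gene Itga2, on chromosome 13 of GRCm38 from 114833081 to 114932100, was at 11.7 ± 1.82 CPM in WT31 and 17.1 ± 1.76 CPM in WT31_P5IV (log2 fold change 0.55, standard error 0.10, adjusted p = 1.74e-04 in edgeR's quasi-likelihood test), which was under the filter. Of Itga2, Itgb4 and Amigo2, a list fixed from the paper's introduction, 2 were tested, and 2 were higher over all genes and 2 adjusted over the list alone.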

Data from the Cancer Genome Atlas indicate that increased levels of *ITGB2* (Integrin β2) are a poor prognostic factor for UM [54]. In part, our study contrasts with previous in vivo selections of CRC or fibrosarcoma which share upregulation of different adhesion molecules after hepatic passaging [28, 29]. However, these studies used spleen injection to colonize the liver. Therefore, we conclude that the vascular route of in vivo tumor passaging strongly influences the resultant characteristics of the subline and may also provide insight into selection processes that occur in human patients during disease progression. 

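The adhesion genes that the paper names from these CRC and fibrosarcoma selections are Itgb4 and Amigo2. Itgb4, on chromosome 11 of GRCm38 from 115974709 to 116008412, was at 1.61 ± 0.186 CPM in WT31 and 2.98 ± 0.439 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of 0.88 (standard error 0.13, adjusted p = 3.52e-05 in edgeR's quasi-likelihood test), under the filter of the paper's tables. Amigo2 had 0 counts in every library of both groups, and expression under 0.129 CPM would not have been detectable.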

We hypothesize that further passaging of WT31_P5IV via the lungs or generation of a novel subline with passaging via the liver as first vascular bed might considerably affect the selection process and probably significantly increase the number of hepatic metastases. The influence of the interaction of endothelial cells with melanoma cells is highlighted by a recent study. Upon interaction with vascular niches the mesenchymal phenotype of melanoma cells, which is crucially determined by *Prrx1*, is suppressed and tumor growth is promoted in a hierarchical fashion [55].

Furthermore, in vivo passaging influenced adaptation to the microenvironment of metastatic sites, the liver and the lungs, in the sense of Paget. As such, the proliferation of lung metastases of WT31_P5IV was significantly reduced in relation to parental WT31, whereas liver metastases of both cell lines showed no differences. However, parental WT31 are already well adapted to the hepatic microenvironment as they efficiently colonize the liver even after i.v. injections and form large and highly vascularized liver metastases [34]. Therefore, induction of strong differences of liver metastases themselves by in vivo passaging might not be expected. But regulation of tumor promoting genes was identified by RNA-seq of WT31_P5IV as compared to parental WT31. One of the most-upregulated genes was *Capg* (gelsolin-like actin-capping protein) which was identified as poor prognostic factor for various cancers, especially liver metastasis of CRC [56, 57]. Moreover, *Apoe* (Apolipoprotein E) was upregulated which is a hub gene for liver metastasis of CRC and a negative predictive factor [58, 59]. 

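Capg, on chromosome 6 of GRCm38 from 72544391 to 72562983, had 7 to 11 counts per WT31 library and 340 to 405 per WT31_P5IV library, or 0.344 ± 0.0730 and 15.6 ± 1.12 CPM (SD, n = 5). The log2 fold change was 5.48 (standard error 0.12, adjusted p = 4.86e-14 in edgeR's quasi-likelihood test), number 5 in the order of increases among genes with an adjusted p under 0.05. Fitted values of genes that were not detectable in WT31 enter this order and depend on the prior count of the fit.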

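Apoe, on chromosome 7 of GRCm38 from 19696109 to 19699188, was at 16.0 ± 1.66 CPM in WT31 and 474 ± 27.8 CPM in WT31_P5IV (SD, n = 5), from 370 to 469 and 10660 to 11991 counts per library. Its log2 fold change was 4.89 (standard error 0.07, adjusted p = 3.73e-16 in edgeR's quasi-likelihood test), number 8 in the order of increases.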

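In the order of decreases among genes with an adjusted p under 0.05, Igfbp3 was number 5 of the 4618 lower genes. The 4 genes before it (Asxl3, Tbc1d9, Sox2 and Egflam) had 3 counts or fewer in every WT31_P5IV library, and their place depends on the prior count of the fit.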

On the contrary, strongly downregulated genes included *Igfbp3* (insulin like growth factor binding protein 3) that led to downstream activation of AKT. This is in line with previous studies in CM demonstrating that downregulation of *IGFBP3* promotes melanoma cell survival, proliferation and invasion via phosphorylation of AKT [43]. Furthermore, *Sox2* (SRY-Box Transcription Factor 2) was one of the top five most-downregulated genes. 

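Sox2, on chromosome 3 of GRCm38 from 34650405 to 34652461, had 199 to 223 counts per WT31 library (8.11 ± 0.236 CPM, SD, n = 5) and 0 to 1 per WT31_P5IV library, at least 64.8-fold lower in WT31_P5IV (adjusted p = 2.91e-13 in edgeR's quasi-likelihood test). By fitted log2 fold change it was number 3 among the decreases.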

Among other functions, Sox2 is involved in regulation of oxidative phosphorylation [60]. This might explain over-representation of genes with relevance for oxidative phosphorylation in the Hallmarks pathway analysis. However, by Seahorse assays no significant differences in oxidative phosphorylation or glycolysis between WT31 and its passaged subline were detected. Last, strongly downregulated genes included *Pcdh18*, a tumor suppressor in CRC, and *Nectin* which might drive melanoma cell proliferation upon loss of these genes [61, 62]. 

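Pcdh18, on chromosome 3 of GRCm38 from 49743296 to 49757325, fell from 84 to 111 counts per library in WT31 (3.85 ± 0.470 CPM, SD, n = 5) to 0 to 1 in WT31_P5IV, at least 30.8-fold lower (adjusted p = 4.50e-11 in edgeR's quasi-likelihood test). Nectin1, on chromosome 9 of GRCm38 from 43743984 to 43807461, fell from 56 to 86 counts (2.69 ± 0.431 CPM) to 0 to 1, at least 21.5-fold lower (adjusted p = 4.71e-10 in edgeR's quasi-likelihood test). The paper's text names the gene as Nectin, and Suppl. Table 1 lists it as Nectin1.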

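Adamts18, on chromosome 8 of GRCm38 from 113697126 to 113848738, was at 4.96 ± 0.376 CPM in WT31 and 0.225 ± 0.134 CPM in WT31_P5IV (SD, n = 5). Its log2 fold change was −4.43 (standard error 0.22, adjusted p = 3.55e-10 in edgeR's quasi-likelihood test), and 51 genes had larger fitted decreases.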

Besides, ADAMTS18, which is also described as potential tumor-suppressor in melanoma, was also strongly downregulated [63].

Altogether, we demonstrate that tumor-intrinsic features of *NRAS*-mutated melanoma cells are decisively controlled by the vascular route tumor cells take during organ colonization. Selection of tumor cells by repeated in vivo hepatic passaging, which includes travelling of tumor cells through the circulation, led to downregulated tumor cell adhesion and retention to the first vascular bed and inverted the ratio of lung to liver metastases. Similar processes seem to occur in patients that survive stage IV melanoma. Therefore, this needs to be considered when aiming to prevent metastatic spread of melanoma.

## Conclusions

Serial hepatic passaging of *NRAS* mutated melanoma strongly affected its metastatic pattern. Specifically, initial tumor cell adhesion to the pulmonary vasculature was decreased allowing the melanoma cells to easier colonize the liver. This is important for the understanding of the molecular processes underlying metastasis. Repeated tumor cell seeding and colonization may also influence metastatic patterns in human patients with advanced, recurrent melanoma which received multiple treatments.

## Supplementary Information

**Additional file 1:** **Supplementary Figures.** **Suppl. Fig. 1.** Verification of cell purity and identity by immunofluorescence staining and PCR. A. Melanoma cells from liver metastases were excised and expanded in cell culture. To verify cell purity every subline was stained for Melan A, CD68, αSMA, Desmin, CD31, CD45 or pan cytokeratin before i.v. injection. Representative immunofluorescence images of passaged WT31 after isolation from liver metastases and expansion in cell culture are shown. Melanoma cells were stained with MelanA (green). Besides CD68 (hepatic macrophages), CD31 (endothelial cells), alphaSMA (fibroblasts), CD45 (hematopoietic cells), Desmin (myogenic differentiated cells, myofibroblasts) or pan-cytokeratin (hepatocytes) were stained in red respectively, Scale bars = 200µm B. PCR of human NRAS of WT31 and sublines P1, P2, P3, P4 and P5 (WT31_P5IV). H2O and B16F10 luc2 melanoma serve as negative controls. Product length: 499 bp. C. The number of organs colonized by WT31 melanoma and its sublines WT31_P1, WT31_P2, WT31_P3, WT31_P4 and WT31_P5 is shown. The number of lung metastases for each subline is presented (*P* = 0.0193 for WT31_P1IV vs. WT31_P2IV, *P* = 0.0107 for WT31_P2IV vs. WT31_P5IV). The number of liver metastases are displayed (*P* = 0.0028 for WT31_P2IV vs. WT31_P4IV, *P* = 0.0189 for WT31_P2IV vs. WT31_P5IV) A Dunn’s test was performed respectively. Number of animals analyzed = 5 (WT31_P1IV), 7 (WT31_P2IV), 6 (WT31_P3IV), 6 (WT31_P4IV), 4 (WT31_P5IV). **Suppl. Fig. 2.** H&E, Sirius Red, EvG and PAS staining of liver metastases of WT31 and WT31_P5IV. Images of H&E (A), Sirius Red (B), EvG (C) and PAS (D) staining of hepatic metastases of WT31 and WT31_P5IV melanoma. Scale bars = 200µm, *n*=5, black dotted lines show border of metastases to normal liver tissue. **Suppl. Fig. 3.** Analysis of extracellular matrix deposits by immunofluorescence staining for Collagen IV. A. Images of immunofluorescence staining for CD31 and Collagen IV of liver metastases of WT31 and WT31_P5IV. Representative images are displayed. Scale bars = 200µm, n=5. White dotted lines present the border of hepatic metastasis of WT31 and WT31_P5IV to the adjacent liver. The Collagen IV^+^ area was quantified in relation to the tumoral area (*P* = 0.4858, t-test). **Suppl. Fig. 4.** Over-representation analysis (ORA) of gene ontology biological processes (GOBP) or HALLMARK pathways. RNA sequencing of cultured, sub-confluent WT31 and WT31_P5IV melanoma cells was performed and the gene sets were compared by an over-representation analysis of gene ontology biological processes (GOBP) (A) or HALLMARK pathways (B). Dot plots display both the number of regulated genes by count and gene ratio and the adjusted *P* value of corresponding pathways. C. Heatmaps of HALLMARK oxidative phosphorylation and glycolysis of WT31 and WT31_P5IV melanoma are shown. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 5 and 6. D. A heatmap of HALLMARK mitotic spindle of WT31 and WT31_P5IV melanoma is shown. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 7. E. A Heatmap of HALLMARK DNA repair of WT31 and WT31_P5IV melanoma is shown. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 8. F. A Heatmap of HALLMARK PI3K/AKT/mTOR-signaling of WT31 and WT31_P5IV melanoma is shown. The red colored bars present upregulated genes, whereas blue colored bars show downregulation. Genes symbols are written on the right side. Genes were filtered by an adjusted *P* value < 0.05 and logFC ≥ 1 or ≤ -1. Genes are also listed in Suppl. Table 9. **Suppl. Fig. 5.** Mito ATP production rate (*P* = 0.4145) and glyco ATP production rate (*P* = 0.1908) of WT31 and WT31_P5IV measured by Seahorse XF analysis. A. Mito ATP production rate and glyco ATP production rate in WT31 and WT31_P5IV were measured by a Seahorse XF analysis 24 h after seeding by consecutive injections of oligomycin (1µM) and antimycin A / rotenone (0.5 µM). The experiment was repeated three times. A pooled analysis of the mean values for either the mito ATP production rate and the glycoATP production rate is presented for WT31 and WT31_P5IV. Besides, representative graphs of OCR (pmol/min/cells) and ECAR (mpH/min/cells) are shown. Red line = WT31_P5IV; blue line = WT31. **Suppl. Fig. 6.** Quantitative real-time PCRs (qRT-PCR) of selective genes in parental WT31 in comparison to WT31_P5IV. A.Selected genes of Top 25 strongly up- or downregulated genes in WT31_P5IV are shown in comparison to parental WT31. Upregulated genes: *Capg* (*P *< 0.0001, t-test), *Gm773* (*P *= 0.0079, Mann-Whitney test), *Gpm6a* (*P *= 0.0244, t-test), *Pcdhgb8* (*P *< 0.0001, t-test); downregulated gene: *Igfbp3* (*P *< 0.0001, t-test). The normalized expression values were calculated using the Pfaffl method. Two reference genes (*Gak* and *Srp72*) were used for normalization. Suppl. Table 1 lists TOP 25 up- and downregulated genes in WT31 and WT31_P5IV whereas Suppl. Table 10 lists the Primers which were used for qRT‑PCRs. B.Selected up- and downregulated genes of HALLMARK mitotic spindle in WT31_P5IV are shown in comparison to parental WT31. Upregulated genes: *Notch2* (*P *< 0.0001, t-test), *Sun2* (*P *= 0.0001, t-test); downregulated genes: *Arhgef3* (*P *< 0.0001, t-test), *Sorbs2 *(*P* < 0.0001, t‑test). The normalized expression values were calculated using the Pfaffl method. Two reference genes (*Gak* and *Srp72*) were used for normalization. Suppl. Table 10 lists the primers which were used for qRT‑PCRs. C. Selected up- and downregulated genes of GOBP cell adhesion as well as selected integrin and disintegrin-like proteins in WT31_P5IV are shown in comparison to parental WT31. Upregulated genes: *Itga2b* (*P *= 0.0079, Mann-Whitney test), *Itga4* (*P *< 0.0001, t-test); downregulated genes: *Adam23* (*P *< 0.0001, t-test), *Itgb5 *(*P* < 0.0001, t-test), *Adamts18*(*P* = 0.0002, t-test). The normalized expression values were calculated using the Pfaffl method. Two reference genes (*Gak* and *Srp72*) were used for normalization. Suppl. Table 10 lists the Primers which were used for qRT‑PCRs. **Suppl. Fig. 7. **Western blot for total AKT (AKT) and phosphorylated AKT (pAKT) in WT31 and WT31_P5IV. A. A western blot of total AKT and GAPDH in WT31 and WT31_P5IV is shown. The original marker bands are shown at the left side. The experiment was repeated two times. Besides, a quantification of AKT in correlation to GAPDH by densitometry was performed with ImageJ and is presented on the right side of the western blots. B. A western blot of phosphorylated AKT (pAKT) and GAPDH in WT31 and WT31_P5IV is shown. The original marker bands are shown at the left side. The experiment was repeated two times. Besides, a quantification of pAKT in correlation to GAPDH by densitometry was performed by ImageJ and is presented on the right side of the western blots. C. The ratio of normalized pAKT/normalized AKT of each individual sample was calculated and is shown for WT31 in comparison to WT31_P5IV (*P* = 0,0291, t-test). Pooled data of two individually performed experiments are presented. **Suppl. Fig. 8.** Protein-protein interaction network by STRING analysis of GOBP: cell adhesion. A. A STRING analysis of GOBP: celladhesion displays possible protein-protein interactions. Up- and downregulated genes with an adjusted *P *< 0.05 were included into the analysis. Light blue line = known interactions from curated databases, violet line = known interactions experimentally determined, green line = textmining, black line = co-expression, pale violet line = protein homology, blue line = predicted interactions in gene co-occurrence. **Suppl. Fig. 9.** Initial tumor cell adhesion and retention to the liver vasculature was studied *ex vivo* for WT31 and WT31_P5IV after i.v. injection. A. *Ex vivo* fluorescence imaging of livers 90 min after i.v. injection of DIL labelled WT31 or WT31_P5IV. Quantification of adherent WT31 or WT31_P5IV melanoma cells. Livers were set as regions of interest and fluorescence signal was quantified respectively (*P *= 0.5031, Mann-Whitney test). *N* = 4/group, the experiment was repeated three times. Scale: min = 5.04e^8^ p/sec/cm^2^/sr; max = 6.01e^9^/sec/cm^2^/sr.

**Additional file 2: Supplementary Tables.** **Table 1.** A. Top twenty-five significantly upregulated genes of RNA Sequencing of WT31 and WT31_P5IV ordered by logFC. B. Top twenty five significantly downregulated genes of RNA Sequencing of WT31 and WT31_P5IV ordered by logFC. **Table 2.** A.Significantly upregulated genes of GO:0007155 (cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of GO:0007155 (cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 3.** A.Significantly upregulated genes of GO:0030155 (regulation of cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of GO:0030155 (regulation of cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 4.** A. Significantly upregulated genes of Integrin and disintegrin-like proteins of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of Integrin and disintegrin-like proteins of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 5.** A. Significantly upregulated genes of HALLMARK oxidative phosphorylation of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK oxidative phosphorylation of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 6.** A. Significantly upregulated genes of HALLMARK glycolysis of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK glycolysis of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 7.** A. Significantly upregulated genes of HALLMARK mitotic spindle of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK mitotic spindle of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 8.** A. Significantly upregulated genes of HALLMARK DNA Repair of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK DNA-Repair of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 9.** A. Significantly upregulated genes of HALLMARK PI3K/AKT/MTOR-signaling of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK PI3K/AKT/MTOR-signaling of WT31 and WT31_P5IV filtered by logFC ≤ -1. **Table 10.** A.Primers used for qRT-PCR.  

## Data Availability

The raw and normalized gene expression profiling data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE219236.

## Abbreviations

AKT: Total AKT
cCasp3: Cleaved caspase-3
CM: Cutaneous melanoma
CRC: Colorectal carcinoma
ECAR: Extracellular acidification rate
ICI: Immune checkpoint inhibition
LSEC: Liver sinusoidal endothelial cells
OCR: Oxygen consumption rate
pAKT: Phosphorylated AKT
RNA-seq: RNA sequencing
UM: Uveal melanoma
TT: Targeted therapy

# Supplementary material for: Hepatic passaging of NRAS-mutant melanoma influences adhesive properties and metastatic pattern
**Source:** BMC Cancer. 2023 May 13;23:436. doi: 10.1186/s12885-023-10912-4

# Suppl. Figure 1

A

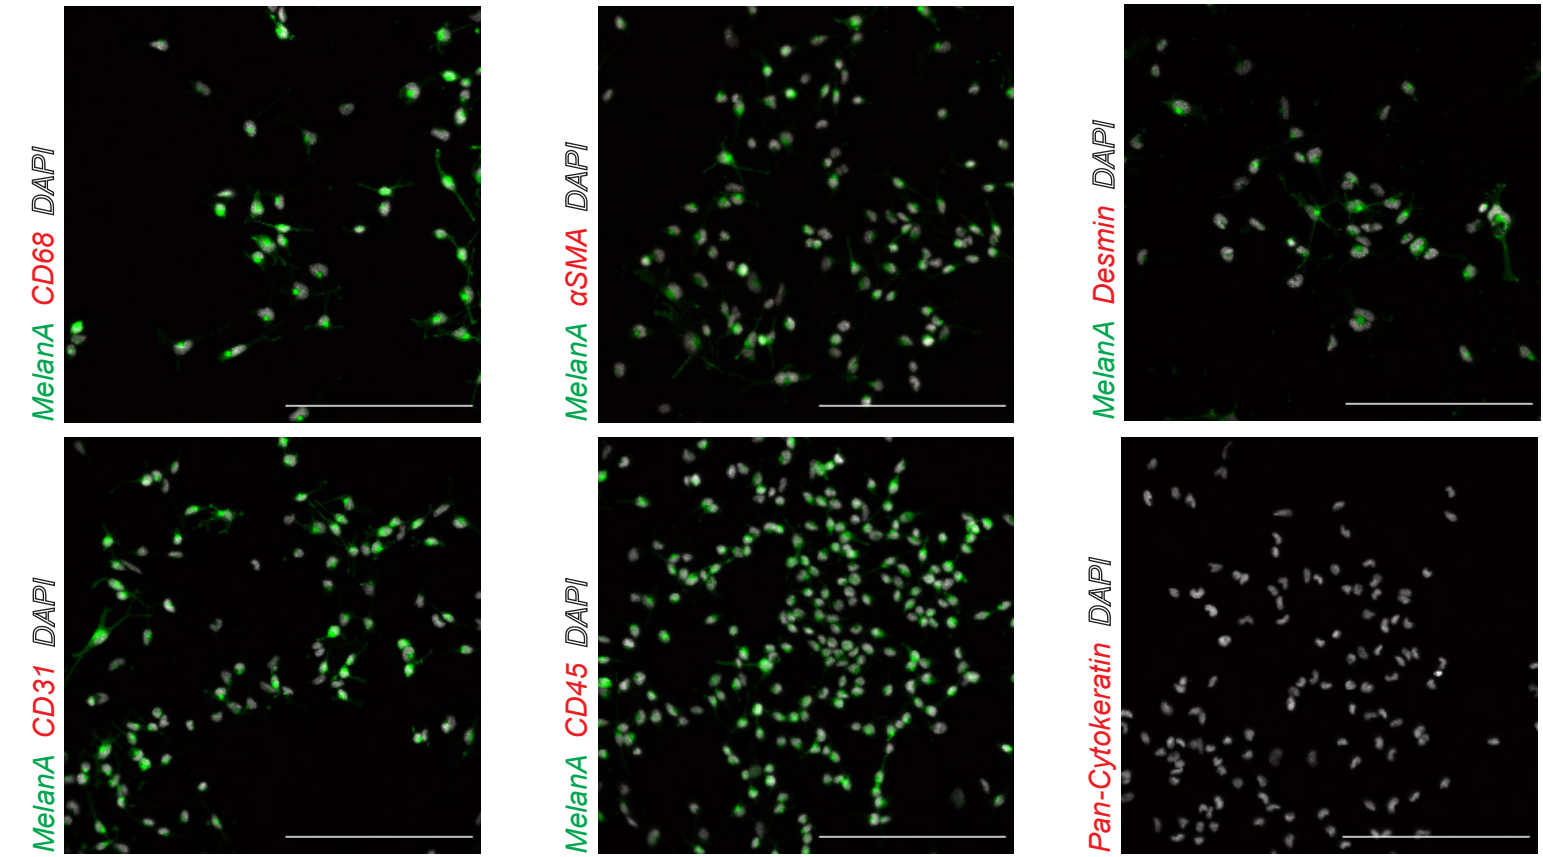

B

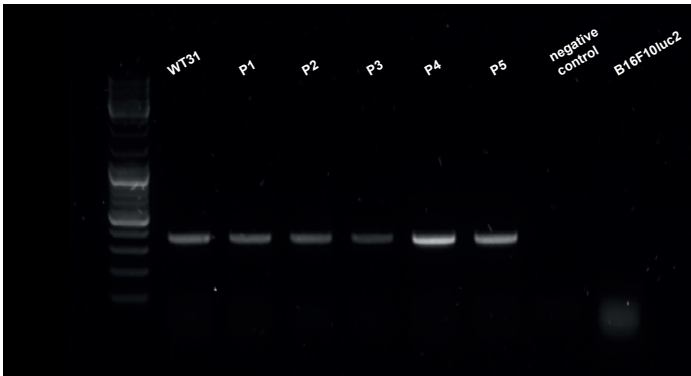

C

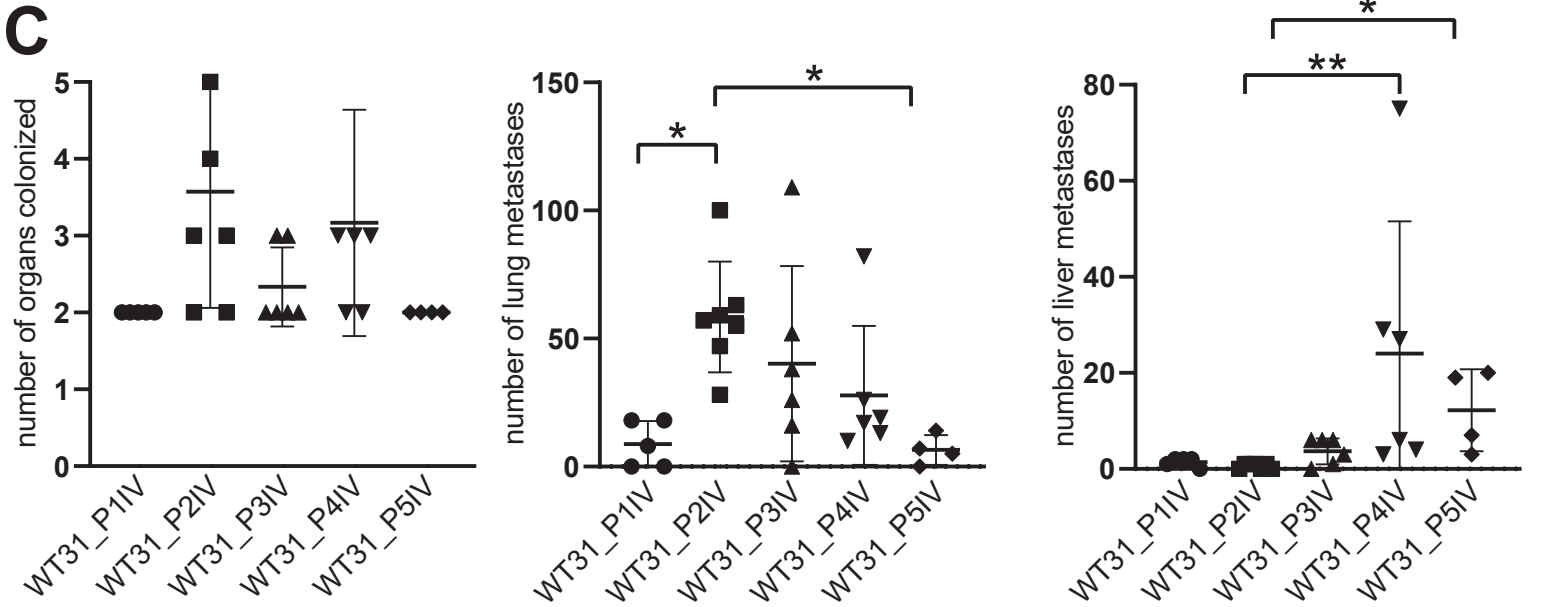

# Suppl. Figure 2

**A**

WT31

WT31\_P5IV

H&E

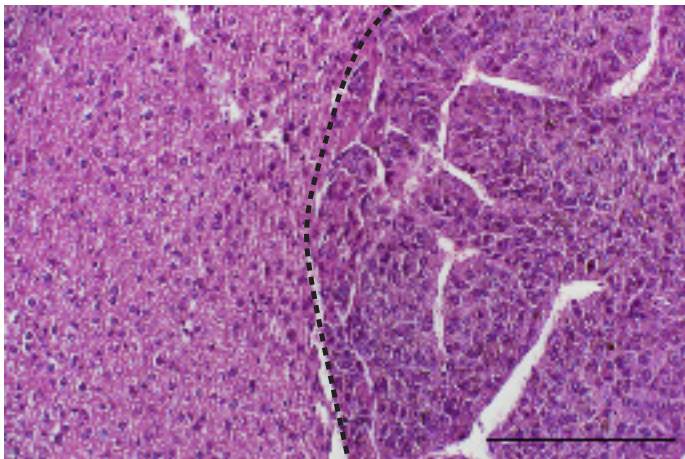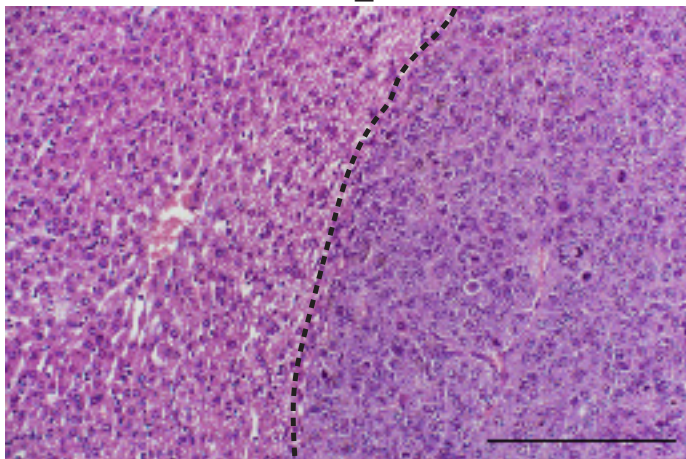

**B**

Sirius Red

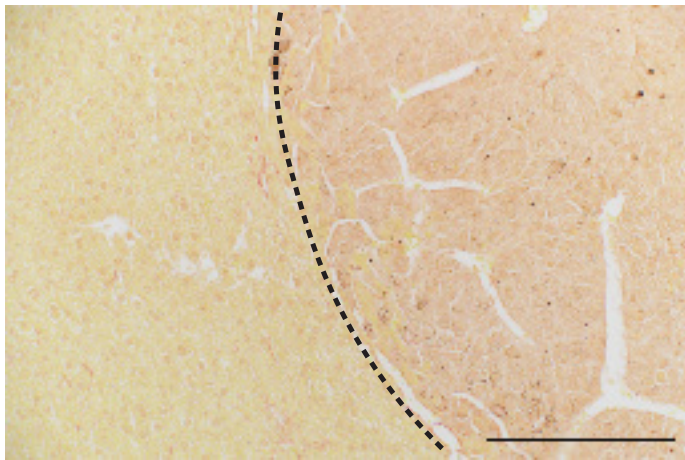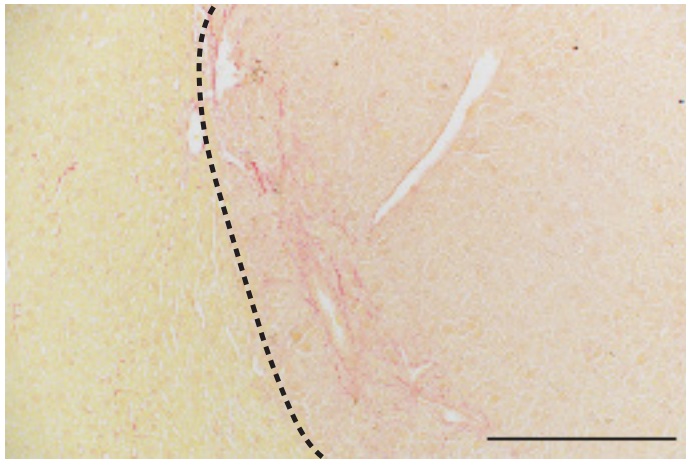

**C**

EvG

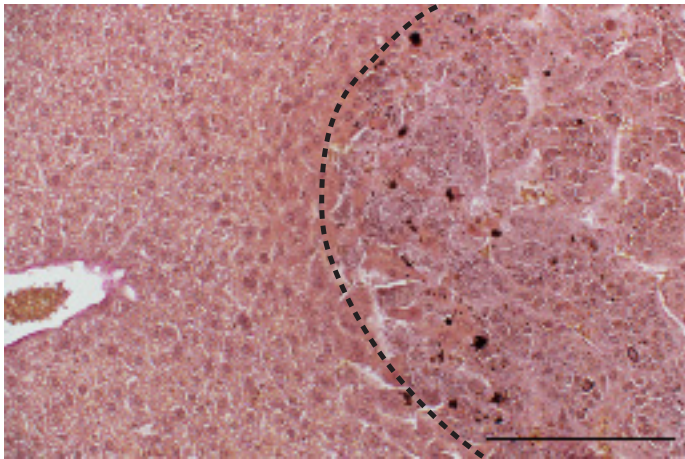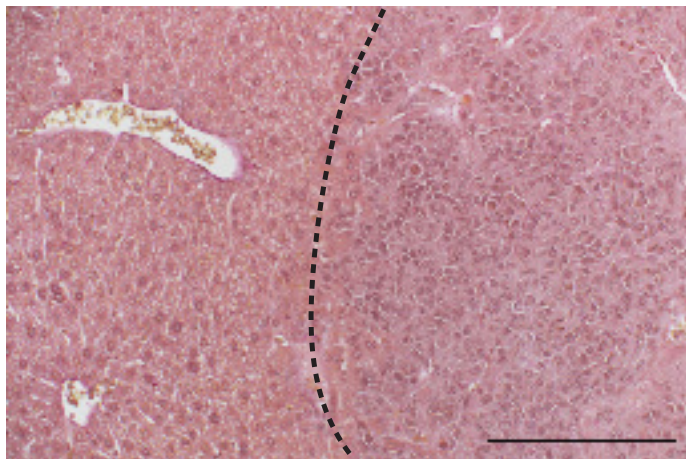

**D**

PAS

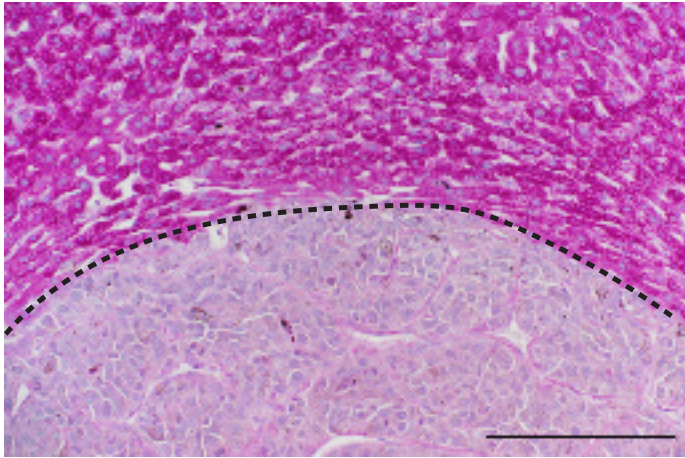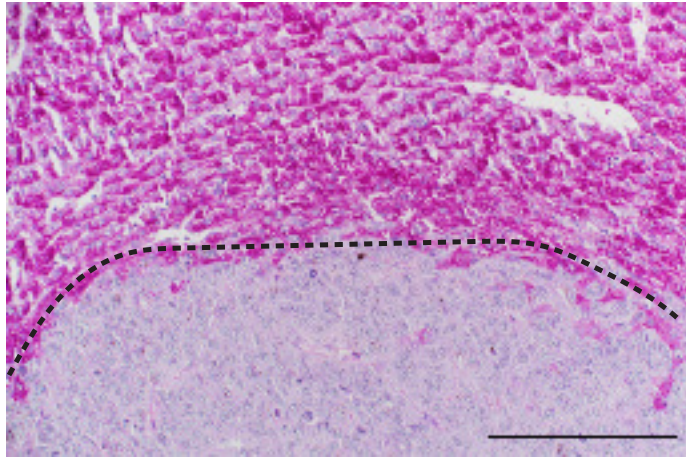

# Suppl. Figure 3

A

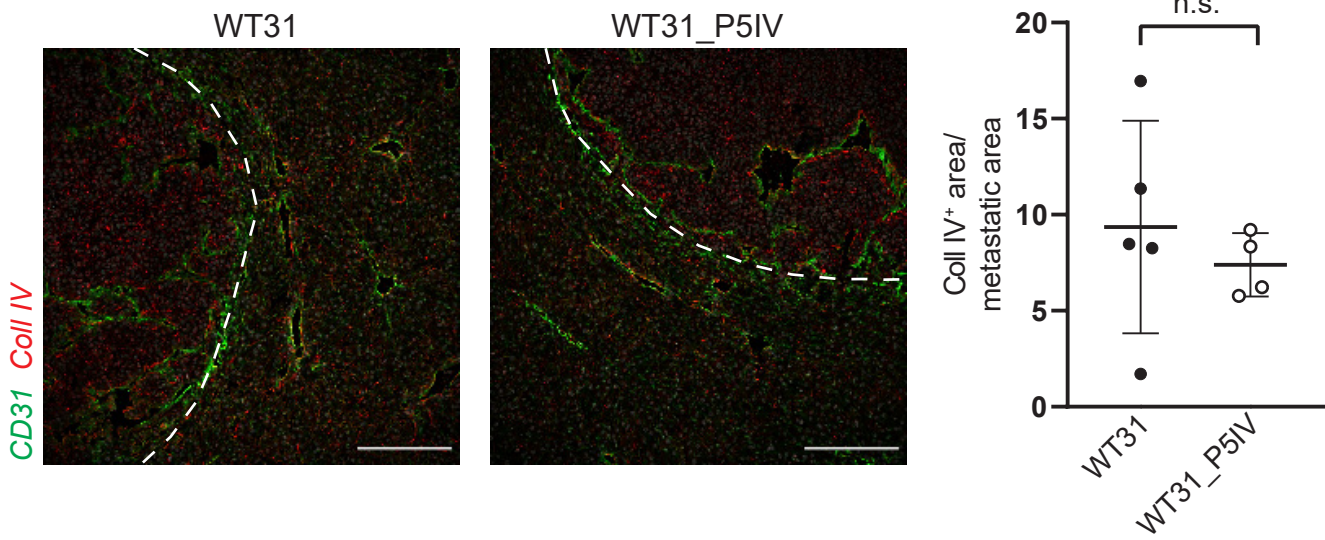

# Suppl. Figure 4

A

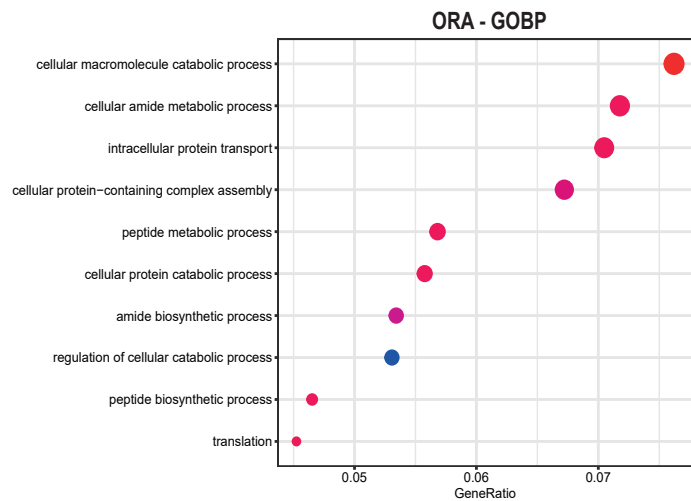

B

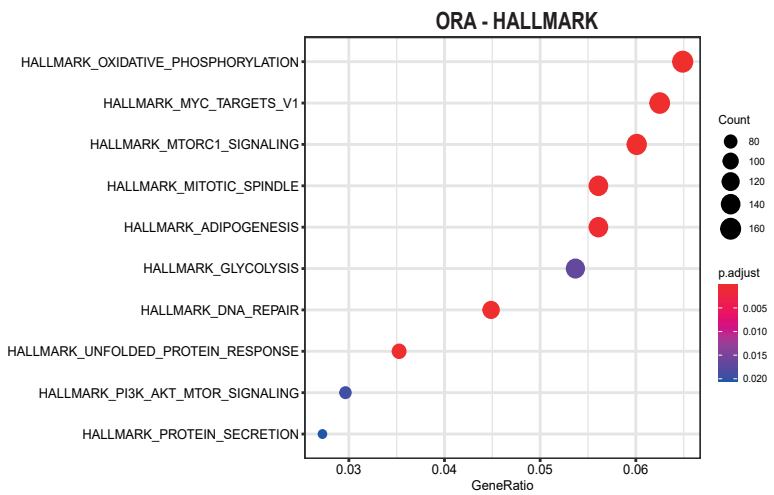

C

HALLMARK Oxidative Phosphorylation

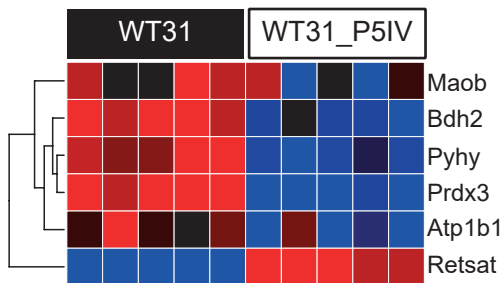

D

HALLMARK Mitotic spindle

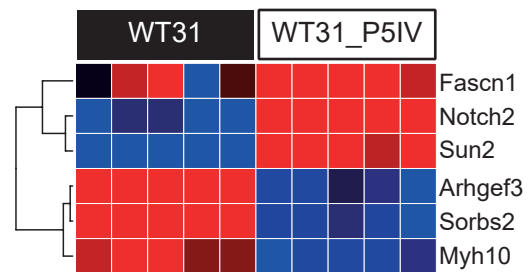

HALLMARK Glycolysis

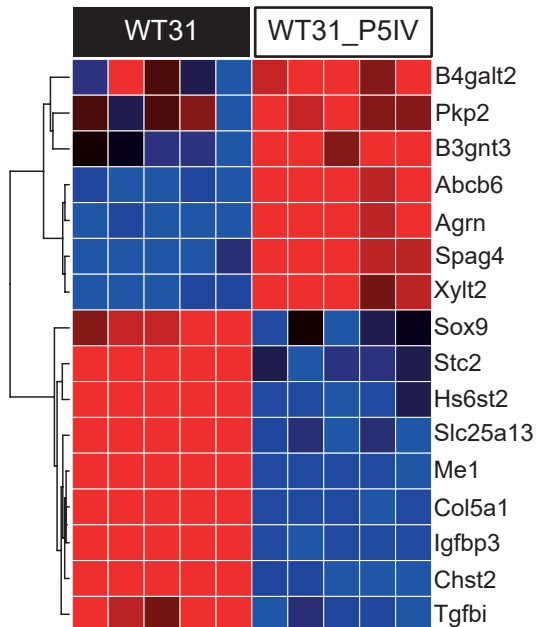

E

HALLMARK DNA Repair

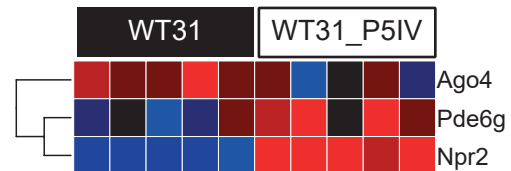

F

HALLMARK PI3K/AKT/mTOR-signaling

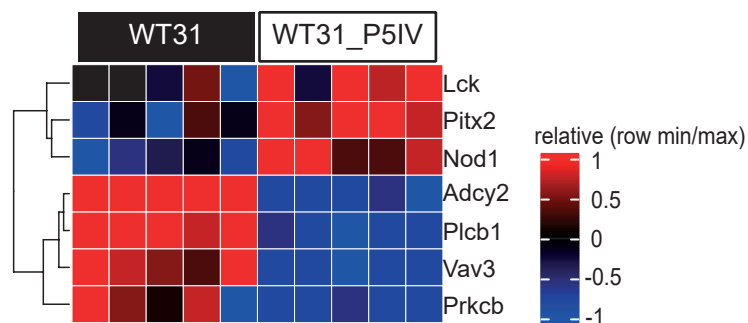

# Suppl. Figure 5

## A

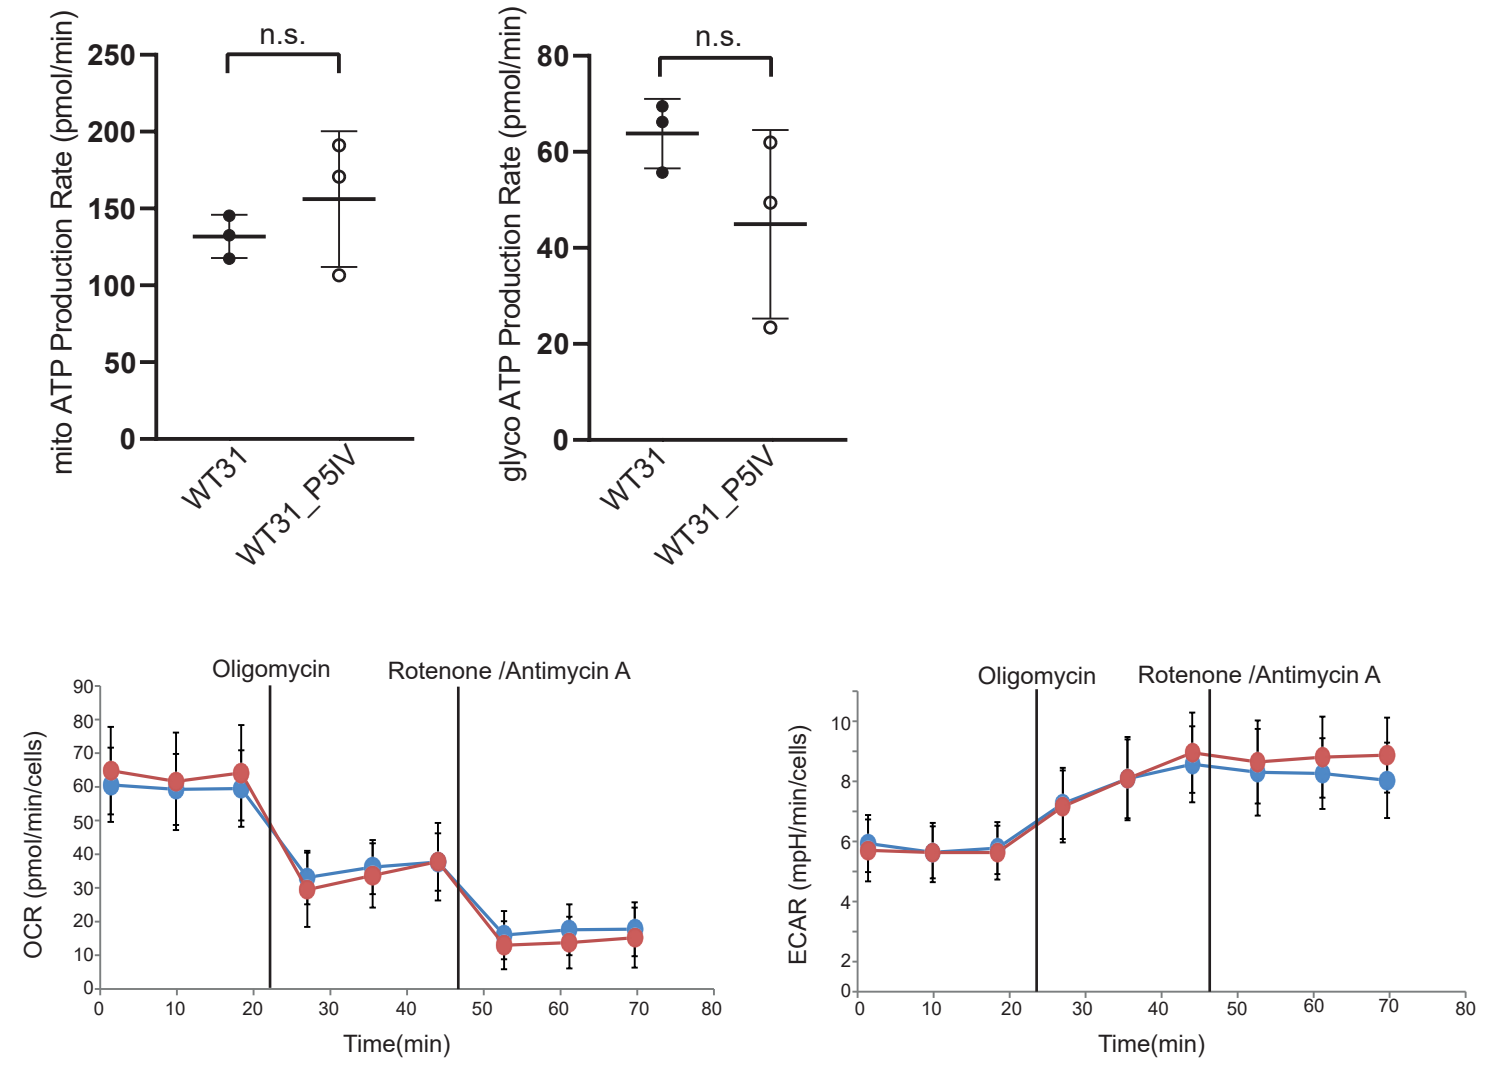

# Suppl. Figure 6

**A** Selected genes of Top 25 up- and downregulated genes

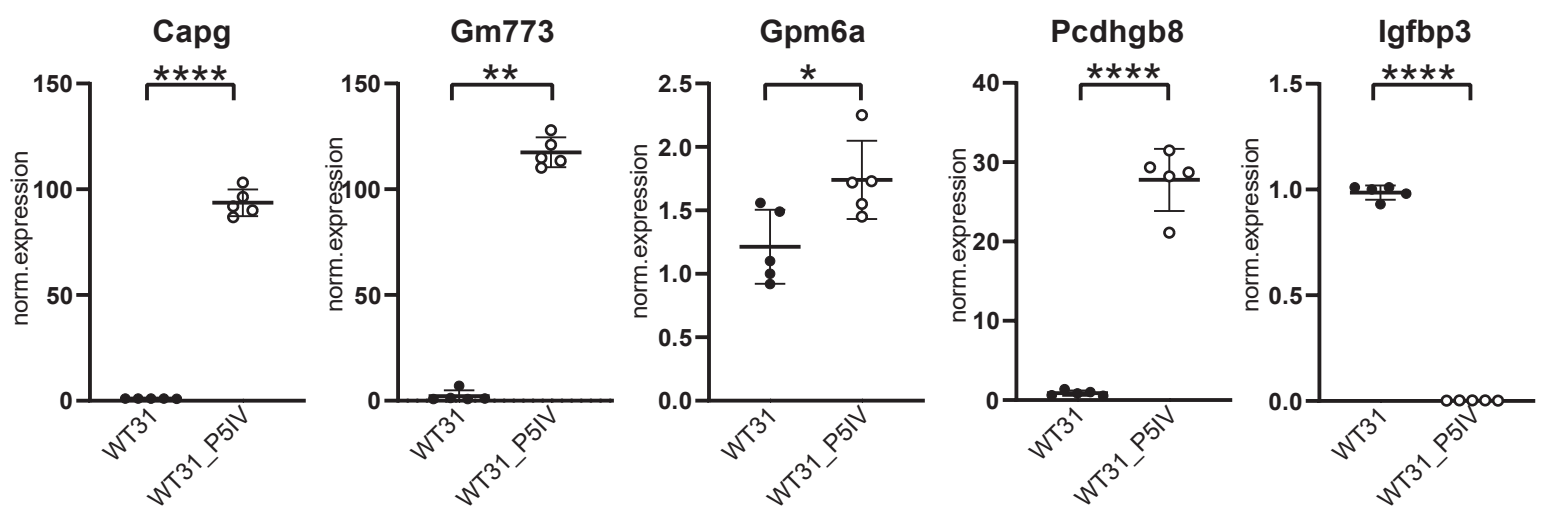

**B** Selected genes of HALLMARK mitotic spindle

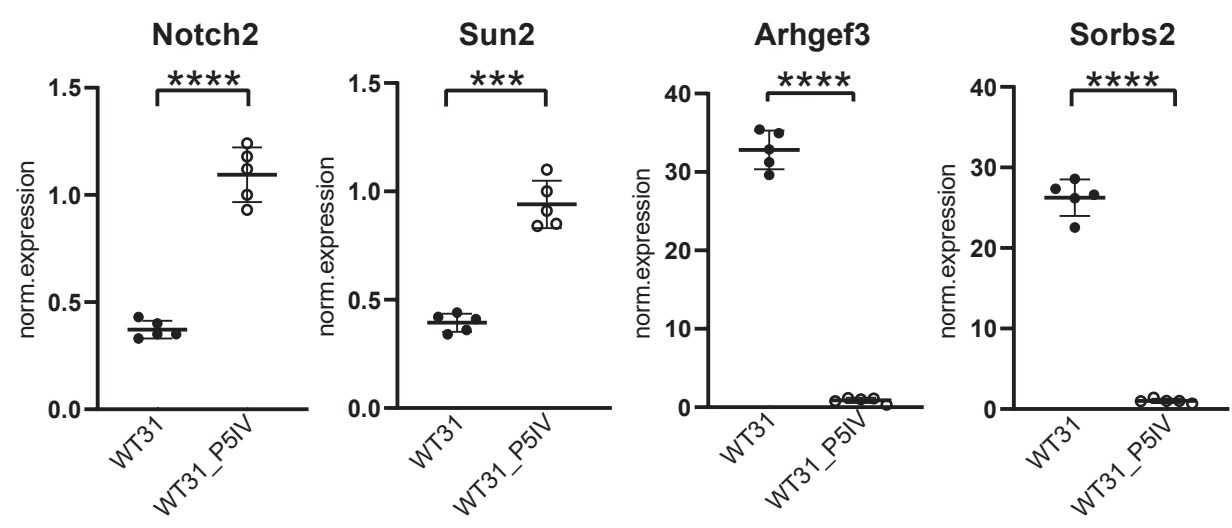

**C** Selected genes of GOBP cell adhesion and genes of integrins and disintegrin-like proteins

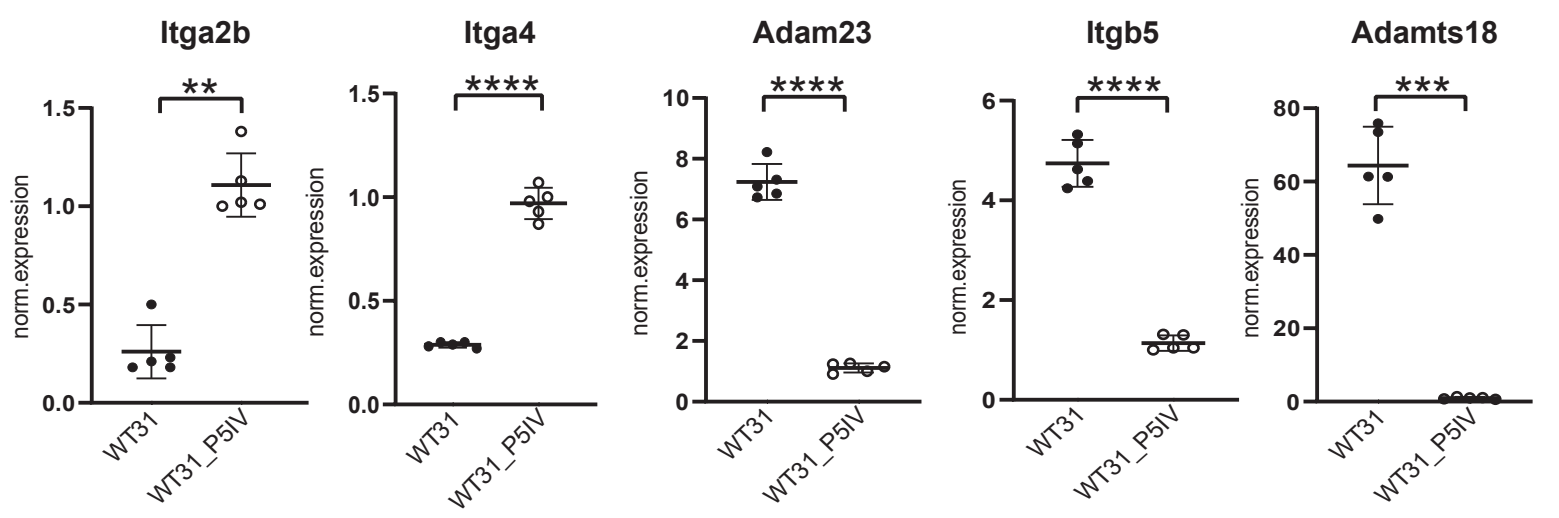

# Suppl. Figure 7

## A Western blot - AKT

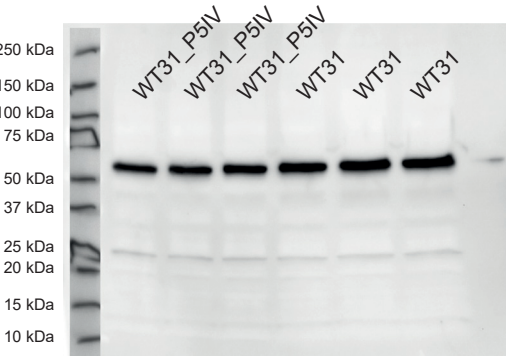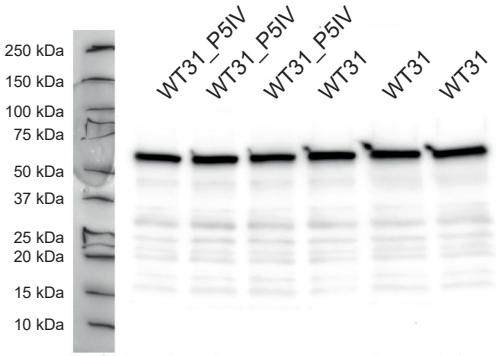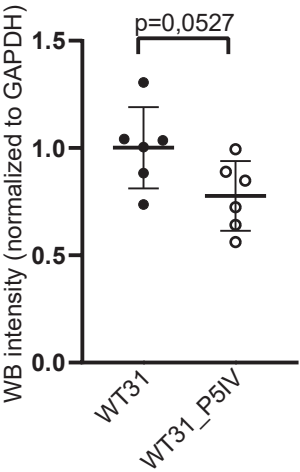

## Western blot - GAPDH

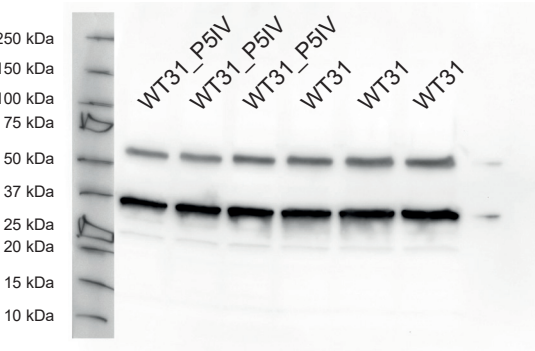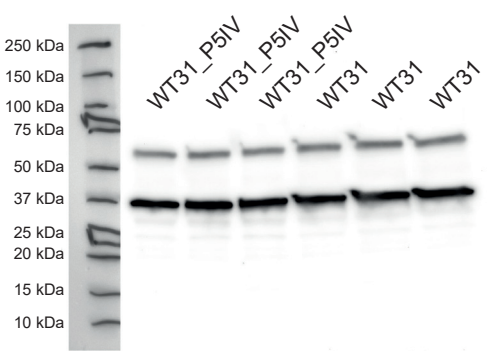

## B Western blot - pAKT

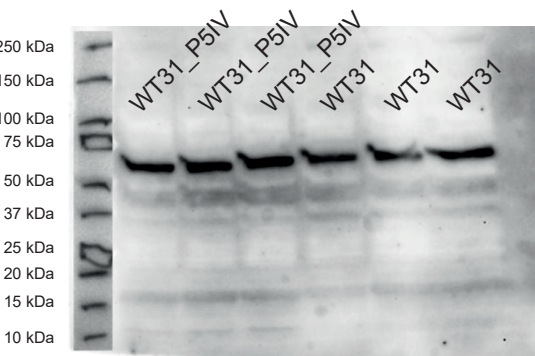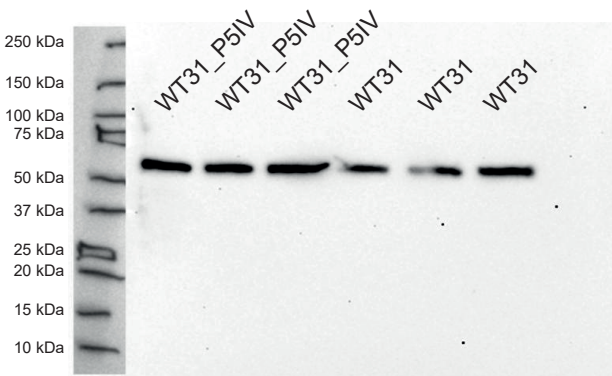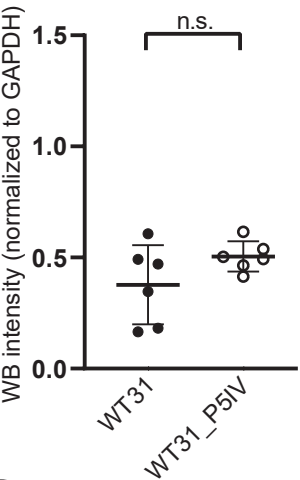

## Western blot - GAPDH

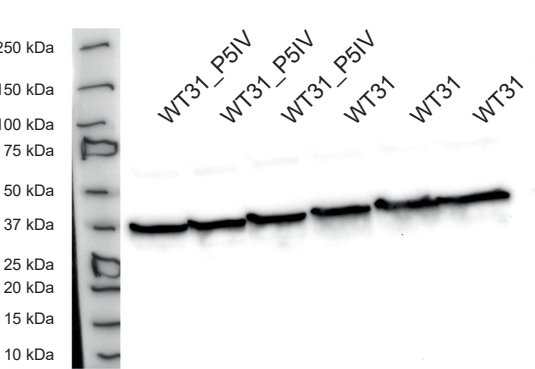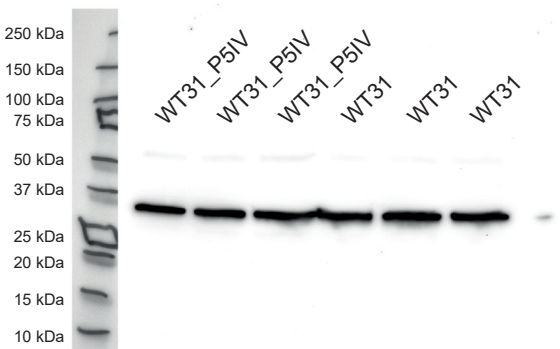

## C

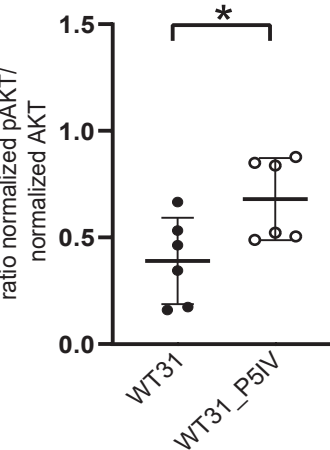

# Suppl. Figure 8

A

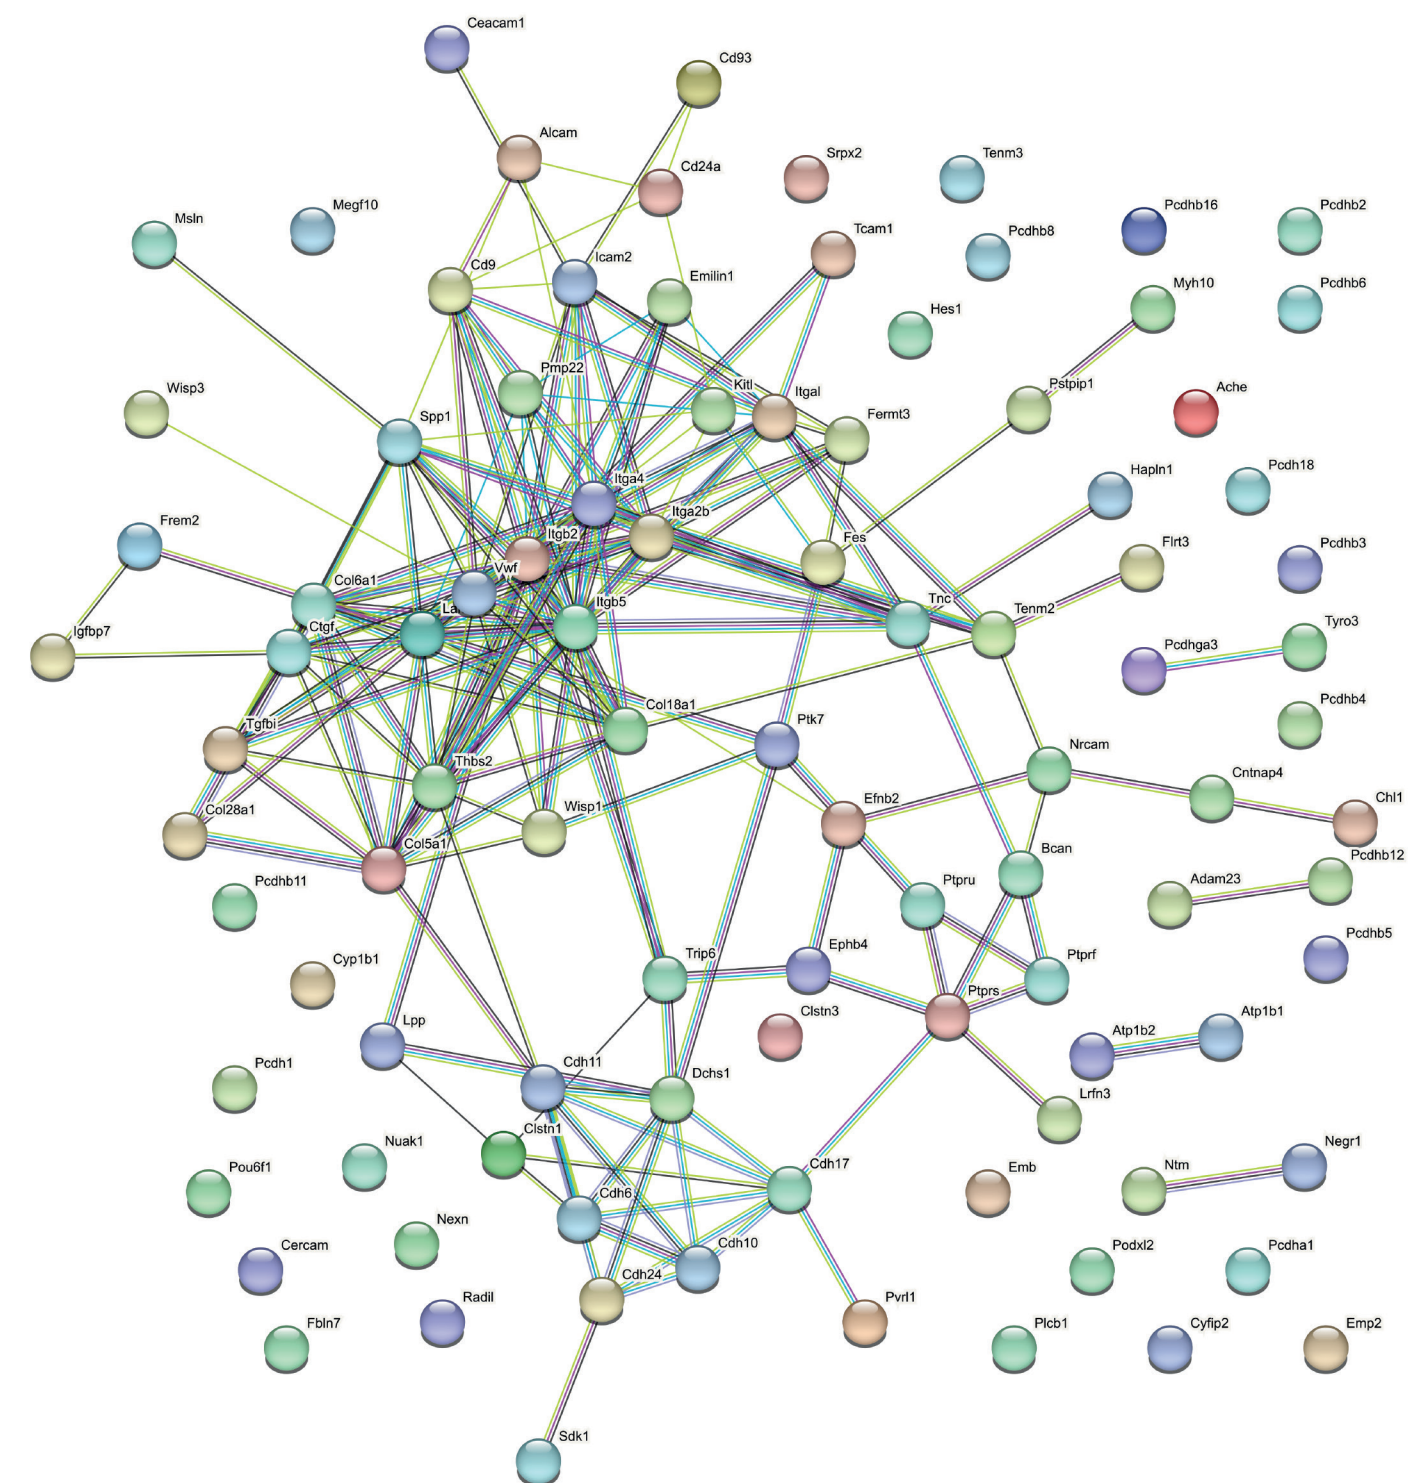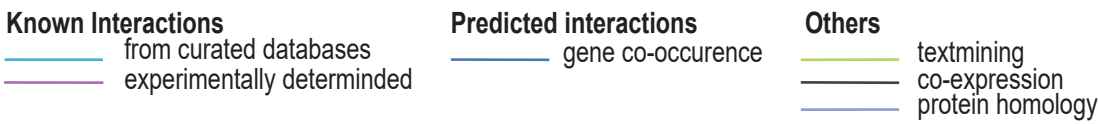

# Suppl. Figure 9

**A** *Ex vivo* fluorescence imaging of **livers**  
90 min after i.v. injection

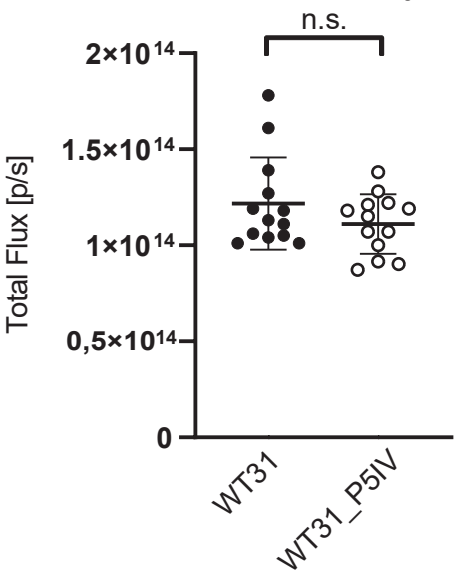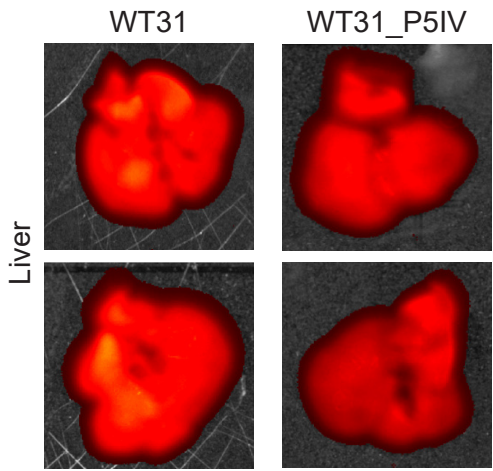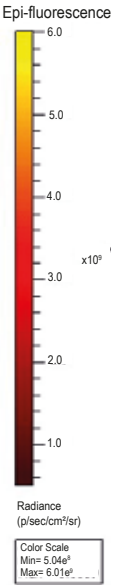

**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures. Suppl. Fig. 1. Verification of cell purity and identity by immunofluorescence staining and PCR. A. Melanoma cells from liver metastases were excised and expanded in cell culture. To verify cell purity every subline was stained for Melan A, CD68, αSMA, Desmin, CD31, CD45 or pan cytokeratin before i.v. injection. Representative immunofluorescence images of passaged WT31 after isolation from liver metastases and expansion in cell culture are shown. Melanoma cells were stained with MelanA (green). Besides CD68 (hepatic macrophages), CD31 (endothelial cells), alphaSMA (fibroblasts), CD45 (hematopoietic cells), Desmin (myogenic differentiated cells, myofibroblasts) or pan-cytokeratin (hepatocytes) were stained in red respectively, Scale bars = 200µm B. PCR of human NRAS of WT31 and sublines P1, P2, P3, P4 and P5 (WT31_P5IV). H2O and B16F10 luc2 melanoma serve as negative controls. Product length: 499 bp. C. The number of organs colonized by WT31 melanoma and its sublines WT31_P1, WT31_P2, WT31_P3, WT31_P4 and WT31_P5 is shown. The number of lung metastases for each subline is presented (P = 0.0193 for WT31_P1IV vs. WT31_P2IV, P = 0.0107 for WT31_P2IV vs. WT31_P5IV). The number of liver metastases are displayed (P = 0.0028 for WT31_P2IV vs. WT31_P4IV, P = 0.0189 for WT31_P2IV vs. WT31_P5IV) A Dunn’s test was performed respectively. Number of animals analyzed = 5 (WT31_P1IV), 7 (WT31_P2IV), 6 (WT31_P3IV), 6 (WT31_P4IV), 4 (WT31_P5IV). Suppl. Fig. 2. H&E, Sirius Red, EvG and PAS staining of liver metastases of WT31 and WT31_P5IV. Images of H&E (A), Sirius Red (B), EvG (C) and PAS (D) staining of hepatic metastases of WT31 and WT31_P5IV melanoma. Scale bars = 200µm, n=5, black dotted lines show border of metastases to normal liver tissue. Suppl. Fig. 3. Analysis of extracellular matrix deposits by immunofluorescence staining for Collagen IV. A. Images of immunofluorescence staining for CD31 and Collagen IV of liver metastases of WT31

# Supplementary material for: Hepatic passaging of NRAS-mutant melanoma influences adhesive properties and metastatic pattern
**Source:** BMC Cancer. 2023 May 13;23:436. doi: 10.1186/s12885-023-10912-4
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Tables. Table 1. A. Top twenty-five significantly upregulated genes of RNA Sequencing of WT31 and WT31_P5IV ordered by logFC. B. Top twenty five significantly downregulated genes of RNA Sequencing of WT31 and WT31_P5IV ordered by logFC. Table 2. A.Significantly upregulated genes of GO:0007155 (cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of GO:0007155 (cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 3. A.Significantly upregulated genes of GO:0030155 (regulation of cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of GO:0030155 (regulation of cell adhesion) of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 4. A. Significantly upregulated genes of Integrin and disintegrin-like proteins of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of Integrin and disintegrin-like proteins of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 5. A. Significantly upregulated genes of HALLMARK oxidative phosphorylation of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK oxidative phosphorylation of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 6. A. Significantly upregulated genes of HALLMARK glycolysis of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK glycolysis of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 7. A. Significantly upregulated genes of HALLMARK mitotic spindle of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK mitotic spindle of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 8. A. Significantly upregulated genes of HALLMARK DNA Repair of WT31 and WT31_P5IV filtered by logFC ≥ 1. B. Significantly downregulated genes of HALLMARK DNA-Repair of WT31 and WT31_P5IV filtered by logFC ≤ -1. Table 9. A. Significantly upregulated genes of HALLMARK PI3K/AKT/MTOR-si

## SUPPLEMENTARY TABLES

**Table 1**

**A.** Top twenty-five significantly upregulated genes of RNA Sequencing of WT31 and WT31\_P5IV ordered by logFC.

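Of the 25 genes of this list, 22 were tested and all of these were past the filter. The other 3 (Gstt1, Ephb6 and H2-T10) had too few counts. 13 of the 25 genes had 3 counts or fewer in every WT31 library. In all 25 the libraries of WT31_P5IV lay above those of WT31. The 25 largest fitted increases here shared 21 genes with the list. The largest fitted increases were those of Mtus2, with 0 to 3 counts per library in WT31 and 192 to 238 in WT31_P5IV (at least 76.8-fold, adjusted p = 2.73e-12 in edgeR's quasi-likelihood test), Gpm6a (at least 11.8-fold) and Gm773 (log2 fold change 6.35), and their order rests on fitted values of genes not detectable in WT31. Nckap1l had 0 to 1 and 22 to 32 counts per library (at least 9.74-fold higher, adjusted p = 1.28e-08 in edgeR's quasi-likelihood test). With the genes at the limit of detection set to their lower bounds, the median log2 fold change of the 25 genes was 3.74.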

| Gene symbol | Gene title                                                        | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|-------------------------------------------------------------------|-----------------------------------------|-----------------------|
| Mtus2       | Microtubule associated tumor suppressor candidate 2               | 7,889609                                | 3,82 e <sup>-19</sup> |
| Gm773       | Predicted gene 773                                                | 6,258188                                | 3,68 e <sup>-26</sup> |
| Gpm6a       | Glycoprotein m6a                                                  | 5,999497                                | 2,59 e <sup>-13</sup> |
| Capg        | Capping protein (actin filament), gelsolin-like                   | 5,309434                                | 2,35 e <sup>-20</sup> |
| Pcdhgb8     | Protocadherin gamma subfamily B,8                                 | 5,020513                                | 1,85 e <sup>-11</sup> |
| Plagl       | pleiomorphic adenoma gene-like 1                                  | 5,001319                                | 1,7E <sup>-21</sup>   |
| Nckap1l     | NCK associated protein 1 like                                     | 4,866565                                | 1,35E <sup>-11</sup>  |
| Apoe        | apolipoprotein E                                                  | 4,827496                                | 1,72E <sup>-29</sup>  |
| Mst1r       | macrophage stimulating 1 receptor (c-met-related tyrosine kinase) | 4,611238                                | 2,01E <sup>-22</sup>  |
| Cyth4       | cytohesin 4                                                       | 4,569155                                | 8,93E <sup>-13</sup>  |
| Car12       | carbonic anhydrase 12                                             | 4,55133                                 | 8,4E <sup>-12</sup>   |
| Acpp        | acid phosphatase, prostate                                        | 4,352187                                | 1,05E <sup>-09</sup>  |
| H2-DMb1     | histocompatibility 2, class II, locus Mb1                         | 4,344204                                | 4,35E <sup>-11</sup>  |
| Gstt1       | glutathione S-transferase, theta 1                                | 4,343594                                | 3,37E <sup>-10</sup>  |
| Clstn3      | calsyntenin 3                                                     | 4,267357                                | 3,23E <sup>-14</sup>  |
| Nxf3        | nuclear RNA export factor 3                                       | 4,264596                                | 9,04E <sup>-11</sup>  |
| Col3a1      | collagen, type III, alpha 1                                       | 4,130455                                | 0,000442              |
| Ephb6       | Eph receptor B6                                                   | 4,108358                                | 1,61E <sup>-11</sup>  |
| Scml2       | Scm polycomb group protein like 2                                 | 4,093448                                | 1,69E <sup>-16</sup>  |
| Tap1        | transporter 1, ATP-binding cassette, sub-family B (MDR/TAP)       | 3,908313                                | 1,86E <sup>-16</sup>  |
| Pcdhgb1     | protocadherin gamma subfamily B, 1                                | 3,817502                                | 1,41E <sup>-17</sup>  |
| Rhd         | Rh blood group, D antigen                                         | 3,769838                                | 0,003065              |
| H2-T10      | histocompatibility 2, T region locus 10                           | 3,734833                                | 1,97E <sup>-10</sup>  |
| Hoxa9       | homeobox A9                                                       | 3,718555                                | 5,93E <sup>-15</sup>  |

|        |                                                   |          |                      |
|--------|---------------------------------------------------|----------|----------------------|
| Lrrc8e | leucine rich repeat containing 8 family, member E | 3,699302 | 1,07E <sup>-13</sup> |
|--------|---------------------------------------------------|----------|----------------------|

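Suppl. Table 1 continues with 25 downregulated genes. All 25 were tested and were past the filter, and 15 of them had 3 counts or fewer in every WT31_P5IV library. Asxl3 had 174 to 275 counts per library in WT31 and 0 in all WT31_P5IV libraries, at least 67.8-fold lower (adjusted p = 5.48e-09 in edgeR's quasi-likelihood test). Tbc1d9 likewise fell from 126 to 173 counts to 0 (at least 45.9-fold, adjusted p = 1.15e-09 in edgeR's quasi-likelihood test), and Egflam from 286 to 320 to 0 to 1 (at least 94.8-fold, adjusted p = 9.06e-14 in edgeR's quasi-likelihood test). The 25 largest fitted decreases shared 20 genes with the paper's list. At the lower bounds of undetectable genes, the median log2 fold change was −5.74.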

**B.** Top twenty-five significantly downregulated genes of RNA Sequencing of WT31 and WT31\_P5IV ordered by logFC.

| Gene symbol | Gene title                                                           | Fold change<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|----------------------------------------------------------------------|---------------------------------|-----------------------|
| Asxl3       | Additional sex combs like 3, transcriptional regulator               | -8,58037                        | 1,88 e <sup>-21</sup> |
| Igfbp3      | Insulin-like growth factor binding protein 3                         | -8,5272                         | 1,78 e <sup>-21</sup> |
| Egflam      | EGF-like, fibronectin type III and laminin G domains                 | -8,49434                        | 3,46 e <sup>-20</sup> |
| Sox2        | SRY (sex determining region Y)-box2                                  | -8,36466                        | 6,13 e <sup>-20</sup> |
| Tbc1d9      | TBC1 domain family, member 9                                         | -8,0616                         | 6,24 e <sup>-18</sup> |
| Pcdh18      | protocadherin 18                                                     | -7,3263                         | 5,61E <sup>-13</sup>  |
| Lhfp13      | lipoma HMGIC fusion partner-like 3                                   | -7,08109                        | 6,33E <sup>-17</sup>  |
| Ngef        | neuronal guanine nucleotide exchange factor                          | -6,99616                        | 1,5E <sup>-16</sup>   |
| Pcbp3       | poly(rC) binding protein 3                                           | -6,96162                        | 1,45E <sup>-16</sup>  |
| Krt23       | keratin 23                                                           | -6,81186                        | 9,49E <sup>-18</sup>  |
| Tbx3        | T-box 3                                                              | -6,77127                        | 6,85E <sup>-20</sup>  |
| Ntm         | neurotrimin                                                          | -6,6698                         | 2,22E <sup>-13</sup>  |
| Emb         | embigin                                                              | -6,65169                        | 1,85E <sup>-15</sup>  |
| Col4a2      | collagen, type IV, alpha 2                                           | -6,64165                        | 4,47E <sup>-19</sup>  |
| Nectin1     | nectin cell adhesion molecule 1                                      | -6,3976                         | 8,39E <sup>-18</sup>  |
| Tenm3       | teneurin transmembrane protein 3                                     | -6,24697                        | 3,3E <sup>-16</sup>   |
| Twist2      | twist basic helix-loop-helix transcription factor 2                  | -6,1489                         | 1,32E <sup>-18</sup>  |
| Adgrg6      | adhesion G protein-coupled receptor G6                               | -5,87134                        | 4,2E <sup>-13</sup>   |
| Vat1l       | vesicle amine transport protein 1 like                               | -5,84443                        | 3,27E <sup>-21</sup>  |
| Tril        | TLR4 interactor with leucine-rich repeats                            | -5,84192                        | 2,7E <sup>-20</sup>   |
| Ehd3        | EH-domain containing 3                                               | -5,7869                         | 9,48E <sup>-14</sup>  |
| Col4a1      | collagen, type IV, alpha 1                                           | -5,73721                        | 1,01E <sup>-20</sup>  |
| Slc2a13     | solute carrier family 2 (facilitated glucose transporter), member 13 | -5,67936                        | 1,78E <sup>-15</sup>  |

|         |                                           |         |                      |
|---------|-------------------------------------------|---------|----------------------|
| Grik1   | glutamate receptor, ionotropic, kainate 1 | -5,62   | 7,34E <sup>-21</sup> |
| Gm20619 | predicted gene 20619                      | -5,5811 | 1,13E <sup>-14</sup> |

**Table 2**

**A.** Significantly upregulated genes of GO:0007155 (cell adhesion) of WT31 and WT31\_P5IV filtered by  $\log_{FC} \geq 1$ .

| Gene symbol | Gene title                                                | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|-----------------------------------------------------------|-----------------------------------------|-----------------------|
| Clstn3      | calsynenin 3                                              | 4,26459578                              | 3,23 e <sup>-14</sup> |
| Pcdhgb1     | protocadherin gamma subfamily B, 1                        | 3,76983767                              | 1,41 e <sup>-17</sup> |
| Ptk7        | PTK7 protein tyrosine kinase 7                            | 3,40372598                              | 2,96 e <sup>-22</sup> |
| Pcdha10     | protocadherin alpha 10                                    | 3,3306971                               | 1,54 e <sup>-05</sup> |
| Thbs2       | thrombospondin 2                                          | 3,15827732                              | 4,67 e <sup>-06</sup> |
| Pcdhb4      | protocadherin beta 4                                      | 2,51612257                              | 8,71 e <sup>-15</sup> |
| Msln        | mesothelin                                                | 2,29389022                              | 5,51 e <sup>-05</sup> |
| Pcdhb12     | protocadherin beta 12                                     | 2,06044067                              | 6,26 e <sup>-19</sup> |
| Itga2b      | integrin alpha 2b                                         | 2,03999075                              | 6,97 e <sup>-06</sup> |
| Ache        | acetylcholinesterase                                      | 2,03219096                              | 1,62 e <sup>-05</sup> |
| Pcdhb5      | protocadherin beta 5                                      | 1,96752745                              | 5,13 e <sup>-15</sup> |
| Dchs1       | dachsous cadherin related 1                               | 1,79808206                              | 0,01017939            |
| Icam2       | intercellular adhesion molecule 2                         | 1,62784551                              | 0,00021795            |
| Trip6       | thyroid hormone receptor interactor 6                     | 1,58964485                              | 2,80 e <sup>-22</sup> |
| Itgb2       | integrin beta 2                                           | 1,53208795                              | 0,00057629            |
| Itgal       | integrin alpha L                                          | 1,46543107                              | 0,00043719            |
| Ccn6        | cellular communication network factor 6                   | 1,40473113                              | 0,0001794             |
| Tcam1       | testicular cell adhesion molecule 1                       | 1,40047488                              | 1,66 e <sup>-10</sup> |
| Tyro3       | TYRO3 protein tyrosine kinase 3                           | 1,38540119                              | 4,39 e <sup>-20</sup> |
| Itga4       | integrin alpha 4                                          | 1,32294822                              | 5,64 e <sup>-17</sup> |
| Hes1        | hes family bHLH transcription factor 1                    | 1,32053009                              | 8,26 e <sup>-12</sup> |
| Pcdhb3      | protocadherin beta 3                                      | 1,29436928                              | 8,87 e <sup>-12</sup> |
| Ceacam1     | carcinoembryonic antigen-related cell adhesion molecule 1 | 1,29353265                              | 7,35 e <sup>-10</sup> |
| Pcdhb2      | protocadherin beta 2                                      | 1,25162072                              | 8,82 e <sup>-13</sup> |
| Pcdhb8      | protocadherin beta 8                                      | 1,23851252                              | 3,72 e <sup>-07</sup> |
| Pcdhb6      | protocadherin beta 6                                      | 1,22638958                              | 8,59 e <sup>-05</sup> |

|         |                                                |            |                       |
|---------|------------------------------------------------|------------|-----------------------|
| Cntnap4 | contactin associated protein-like 4            | 1,21292404 | 0,02801693            |
| Cercam  | cerebral endothelial cell adhesion molecule    | 1,2119654  | 0,0007327             |
| Vwf     | Von Willebrand factor                          | 1,20040173 | 0,00434117            |
| Cdh24   | cadherin-like 24                               | 1,18620485 | 5,77 e <sup>-16</sup> |
| Podxl2  | podocalyxin-like 2                             | 1,16635324 | 6,24 e <sup>-20</sup> |
| Fbln7   | fibulin 7                                      | 1,14054038 | 0,00102016            |
| Ephb4   | Eph receptor B4                                | 1,11471526 | 7,08 e <sup>-20</sup> |
| Lama5   | laminin, alpha 5                               | 1,11209286 | 4,86 e <sup>-14</sup> |
| Pcdhb11 | protocadherin beta 11                          | 1,10199971 | 2,90 e <sup>-08</sup> |
| Ptpu    | protein tyrosine phosphatase, receptor type, U | 1,0999868  | 1,03 e <sup>-06</sup> |
| Pcdhb16 | protocadherin beta 16                          | 1,08971485 | 3,38 e <sup>-16</sup> |
| Nexn    | nexilin                                        | 1,08148333 | 5,95 e <sup>-08</sup> |
| Sdk1    | sidekick cell adhesion molecule 1              | 1,07739785 | 1,21 e <sup>-15</sup> |
| Tenm2   | teneurin transmembrane protein 2               | 1,07460127 | 5,53 e <sup>-13</sup> |
| Clstn1  | calsyntenin 1                                  | 1,06642356 | 1,28 e <sup>-22</sup> |
| Fermt3  | fermitin family member 3                       | 1,01925766 | 5,14 e <sup>-06</sup> |
| Col18a1 | collagen, type XVIII, alpha 1                  | 1,01197122 | 6,17 e <sup>-08</sup> |

**B.** Significantly downregulated genes of GO:0007155 (cell adhesion) of WT31 and WT31\_P5IV filtered by  $\log_{FC} \leq -1$ .

| Gene symbol | Gene title                                     | LogFC (Fold change) WT31_P5IV < WT31 | Adjusted p-value      |
|-------------|------------------------------------------------|--------------------------------------|-----------------------|
| Pcdh18      | protocadherin 18                               | -7,326296                            | 5,61 e <sup>-13</sup> |
| Ntm         | neurotrimin                                    | -6,66979817                          | 2,22 e <sup>-13</sup> |
| Emb         | embigin                                        | -6,65168554                          | 1,85 e <sup>-15</sup> |
| Nectin1     | nectin cell adhesion molecule 1                | -6,39760493                          | 8,39 e <sup>-18</sup> |
| Tenm3       | teneurin transmembrane protein 3               | -6,24697261                          | 3,30 e <sup>-16</sup> |
| Spp1        | secreted phosphoprotein 1                      | -4,94892771                          | 3,58 e <sup>-10</sup> |
| Ptpf        | protein tyrosine phosphatase, receptor type, F | -4,74940646                          | 1,53 e <sup>-14</sup> |
| Cd24a       | CD24a antigen                                  | -4,47083404                          | 5,07 e <sup>-07</sup> |
| Tnc         | tenascin C                                     | -4,10792267                          | 1,92 e <sup>-16</sup> |
| Cd93        | CD93 antigen                                   | -3,64084695                          | 5,39 e <sup>-07</sup> |
| Pcdhac2     | protocadherin alpha subfamily C, 2             | -3,10988809                          | 1,23 e <sup>-10</sup> |
| Pcdhga9     | protocadherin gamma subfamily A, 9             | -2,90739873                          | 1,97 e <sup>-08</sup> |
| Cdh11       | cadherin 11                                    | -2,68579923                          | 4,63 e <sup>-19</sup> |
| Adam23      | a disintegrin and metallopeptidase domain 23   | -2,56773168                          | 4,24 e <sup>-16</sup> |

|          |                                                                          |             |                       |
|----------|--------------------------------------------------------------------------|-------------|-----------------------|
| Frem2    | Fras1 related extracellular matrix protein 2                             | -2,47034878 | 1,12 e <sup>-17</sup> |
| Hapln1   | hyaluronan and proteoglycan link protein 1                               | -2,41456066 | 0,00075707            |
| Alcam    | activated leukocyte cell adhesion molecule                               | -2,38571204 | 1,06 e <sup>-08</sup> |
| Cyp1b1   | cytochrome P450, family 1, subfamily b, polypeptide 1                    | -2,25731239 | 4,14 e <sup>-05</sup> |
| Negr1    | neuronal growth regulator 1                                              | -2,11717817 | 0,00036531            |
| Col5a1   | collagen, type V, alpha 1                                                | -2,07026326 | 4,41 e <sup>-12</sup> |
| Emp2     | epithelial membrane protein 2                                            | -1,97094481 | 1,36 e <sup>-08</sup> |
| Pcdhga7  | protocadherin gamma subfamily A, 7                                       | -1,9562213  | 8,30 e <sup>-08</sup> |
| Col28a1  | collagen, type XXVIII, alpha 1                                           | -1,90464263 | 3,29 e <sup>-06</sup> |
| Col6a1   | collagen, type VI, alpha 1                                               | -1,85329285 | 0,00033659            |
| Plcb1    | phospholipase C, beta 1                                                  | -1,82209149 | 6,57 e <sup>-19</sup> |
| Itgb5    | integrin beta 5                                                          | -1,78156363 | 2,50 e <sup>-05</sup> |
| Ccn4     | cellular communication network factor 4                                  | -1,73782445 | 0,0002341             |
| Igfbp7   | insulin-like growth factor binding protein 7                             | -1,656855   | 1,08 e <sup>-14</sup> |
| Emilin1  | elastin microfibril interfacier 1                                        | -1,57169174 | 4,27 e <sup>-17</sup> |
| Kitl     | kit ligand                                                               | -1,5581631  | 0,00213062            |
| Ccn2     | cellular communication network factor 2                                  | -1,53453531 | 5,37 e <sup>-07</sup> |
| Efnb2    | ephrin B2                                                                | -1,52835511 | 2,06 e-10             |
| Cyfp2    | cytoplasmic FMR1 interacting protein 2                                   | -1,52020662 | 1,59 e <sup>-18</sup> |
| Chl1     | cell adhesion molecule L1-like                                           | -1,48552362 | 1,42 e <sup>-13</sup> |
| Cdh17    | cadherin 17                                                              | -1,48305335 | 0,00037236            |
| Pcdh1    | protocadherin 1                                                          | -1,45356001 | 2,86 e <sup>-11</sup> |
| Pcdhga10 | protocadherin gamma subfamily A, 10                                      | -1,42857092 | 0,04158111            |
| Radil    | Ras association and DIL domains                                          | -1,34644525 | 0,02234839            |
| Pmp22    | peripheral myelin protein 22                                             | -1,30087622 | 0,00153895            |
| Cdh10    | cadherin 10                                                              | -1,23699451 | 0,00948591            |
| Flrt3    | fibronectin leucine rich transmembrane protein 3                         | -1,22816475 | 1,36 e <sup>-10</sup> |
| Tgfb1    | transforming growth factor, beta induced                                 | -1,12371701 | 9,62 e <sup>-07</sup> |
| Cdh6     | cadherin 6                                                               | -1,08601511 | 1,46 e <sup>-09</sup> |
| Atp1b1   | ATPase, Na <sup>+</sup> /K <sup>+</sup> transporting, beta 1 polypeptide | -1,05373222 | 0,02311113            |

|       |                                                                  |             |                       |
|-------|------------------------------------------------------------------|-------------|-----------------------|
| Lrtn3 | leucine rich repeat and fibronectin type III domain containing 3 | -1,04320773 | 0,00012562            |
| Myh10 | myosin, heavy polypeptide 10, non-muscle                         | -1,04196393 | 7,06 e <sup>-16</sup> |

**Table 3**

**A.** Significantly upregulated genes of GO:0030155 (regulation of cell adhesion) of WT31 and WT31\_P5IV filtered by  $\log_{2}FC \geq 1$ .

| Gene symbol | Gene title                         | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|------------------------------------|-----------------------------------------|-----------------------|
| Jag2        | jagged 2                           | 1,396515                                | 8,34 e <sup>-06</sup> |
| Cxcr3       | chemokine (C-X-C motif) receptor 3 | 1,224663                                | 6,70 e <sup>-09</sup> |
| Cytip       | cytohesin 1 interacting protein    | 1,207619                                | 0,013357              |
| Lama5       | laminin, alpha 5                   | 1,112093                                | 2,90 e <sup>-15</sup> |

**B.** Significantly downregulated genes of GO:0030155 (regulation of cell adhesion) of WT31 and WT31\_P5IV filtered by  $\log_{2}FC \leq -1$ .

| Gene symbol | Gene title                           | LogFC (Fold change)<br>WT31_P5IV < WT31 | Adjusted p-value      |
|-------------|--------------------------------------|-----------------------------------------|-----------------------|
| Tnc         | tenascin C                           | -4,107922666                            | 1,92 e <sup>-16</sup> |
| Sox9        | SRY (sex determining region Y)-box 9 | -1,03995342                             | 0,0024522             |

**Table 4**

**A.** Significantly upregulated genes of Integrin and disintegrin-like proteins of WT31 and WT31\_P5IV filtered by  $\log_{2}FC \geq 1$ .

| Gene symbol | Gene title | LogFC (Fold change) | Adjusted p-value |
|-------------|------------|---------------------|------------------|
|-------------|------------|---------------------|------------------|

|          |                                                                                                | <b>WT31_P5IV &gt; WT31</b> |                       |
|----------|------------------------------------------------------------------------------------------------|----------------------------|-----------------------|
| Itga10   | integrin, alpha 10                                                                             | 2,03999075                 | 6,97 e <sup>-06</sup> |
| Itgb1bp2 | integrin beta 1 binding protein 2                                                              | 1,78125759                 | 0,00200661            |
| Itga4    | integrin alpha 4                                                                               | 1,53208795                 | 0,00057629            |
| Itgal    | integrin alpha L                                                                               | 1,46543107                 | 0,00043719            |
| Itgb2    | integrin beta 2                                                                                | 1,32294822                 | 5,64 e <sup>-17</sup> |
| Adamts2  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 2 | 1,21066482                 | 2,87 e <sup>-07</sup> |
| Itga2b   | integrin alpha 2b                                                                              | 1,0019518                  | 5,97 e <sup>-07</sup> |

**B.** Significantly downregulated genes of Integrin and disintegrin-like proteins of WT31 and WT31\_P5IV filtered by  $\log_{FC} \leq -1$ .

| <b>Gene symbol</b> | <b>Gene title</b>                                                                               | <b>LogFC (Fold change) WT31_P5IV &lt; WT31</b> | <b>Adjusted p-value</b> |
|--------------------|-------------------------------------------------------------------------------------------------|------------------------------------------------|-------------------------|
| Adamts18           | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 18 | -4,50061089                                    | 8,77 e <sup>-15</sup>   |
| Adam23             | a disintegrin and metalloproteinase domain 23                                                   | -2,56773168                                    | 4,24 e <sup>-16</sup>   |
| Itgb5              | integrin beta 5                                                                                 | -1,78156363                                    | 2,50 e <sup>-05</sup>   |
| Adamts8            | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 8  | -1,68481531                                    | 0,0011165               |

**Table 5**

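Suppl. Table 5 lists the Hallmark genes of oxidative phosphorylation past the filter. The gene listed as upregulated, Retsat, was at 23.9 ± 1.27 CPM in WT31 and 69.0 ± 5.47 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of 1.53 (standard error 0.06, adjusted p = 1.46e-11 in edgeR's quasi-likelihood test). It is no subunit of the respiratory chain or of ATP synthase by the symbol rule used for that family here.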

**A.** Significantly upregulated genes of HALLMARK oxidative phosphorylation of WT31 and WT31\_P5IV filtered by  $\log_{FC} \geq 1$ .

| <b>Gene symbol</b> | <b>Gene title</b>                                    | <b>LogFC (Fold change) WT31_P5IV &gt; WT31</b> | <b>Adjusted p-value</b> |
|--------------------|------------------------------------------------------|------------------------------------------------|-------------------------|
| Retsat             | retinol saturase (all trans retinol 13,14 reductase) | 1,474494485                                    | 3,91 e <sup>-23</sup>   |

**B.** Significantly downregulated genes of HALLMARK oxidative phosphorylation of WT31 and WT31\_P5IV filtered by  $\log_{FC} \leq -1$ .

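Of the 5 listed genes, 3 were tested. Phyh was at 6.18 ± 0.923 CPM in WT31 and 2.60 ± 0.456 CPM in WT31_P5IV (SD, n = 5, log2 fold change −1.25, standard error 0.13, adjusted p = 8.16e-07 in edgeR's quasi-likelihood test). For Bdh2 the log2 fold change was −1.18 (standard error 0.14, adjusted p = 3.27e-06 in edgeR's quasi-likelihood test). Prdx3, with a log2 fold change of −0.98 (standard error 0.04, adjusted p = 9.90e-11 in edgeR's quasi-likelihood test), lay just under the filter. Atp1b1 and Maob had too few counts.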

| Gene symbol | Gene title                                                               | LogFC (Fold change)<br>WT31_P5IV < WT31 | Adjusted p-value      |
|-------------|--------------------------------------------------------------------------|-----------------------------------------|-----------------------|
| Phyh        | phytanoyl-CoA hydroxylase                                                | -1,32445051                             | 4,06 e <sup>-10</sup> |
| Bdh2        | 3-hydroxybutyrate dehydrogenase, type 2                                  | -1,27189857                             | 2,70 e <sup>-09</sup> |
| Atp1b1      | ATPase, Na <sup>+</sup> /K <sup>+</sup> transporting, beta 1 polypeptide | -1,05373222                             | 0,02311113            |
| Prdx3       | peroxiredoxin 3                                                          | -1,01917925                             | 1,01 e <sup>-20</sup> |
| Maob        | monoamine oxidase B                                                      | -1,00913638                             | 0,01828803            |

**Table 6**

**A.** Significantly upregulated genes of HALLMARK glycolysis of WT31 and WT31\_P5IV filtered by  $\log_{2}FC \geq 1$ .

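All 7 listed genes were tested, and 6 were past the filter, with log2 fold changes of up to 1.55. B4galt2 was not, at 0.263 ± 0.166 CPM in WT31 and 0.492 ± 0.0723 CPM in WT31_P5IV (SD, n = 5), where the groups overlapped (log2 fold change 0.88, standard error 0.34, adjusted p = 0.0324 in edgeR's quasi-likelihood test). Without WT31 replicate 1 the adjusted p of B4galt2 in edgeR was 0.0848, and over all alternatives it ranged from 0.00232 to 1.00. Other genes' transcripts hold 26.7% of its 31-base words.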

| Gene symbol | Gene title                                                        | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|-------------------------------------------------------------------|-----------------------------------------|-----------------------|
| B3gnt3      | UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 3     | 1,43266644                              | 4,99 e <sup>-07</sup> |
| Spag4       | sperm associated antigen 4                                        | 1,40399594                              | 1,37 e <sup>-09</sup> |
| B4galt2     | UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 2 | 1,24302768                              | 0,0004979             |
| Agrn        | agrin                                                             | 1,03369579                              | 8,60 e <sup>-19</sup> |
| Abcb6       | ATP-binding cassette, sub-family B (MDR/TAP), member 6            | 1,02951407                              | 1,82 e <sup>-20</sup> |
| Pkp2        | plakophilin 2                                                     | 1,02069753                              | 0,00071865            |
| Xylt2       | xylosyltransferase II                                             | 1,01948689                              | 3,82 e <sup>-19</sup> |

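All 9 genes that Suppl. Table 6 lists as downregulated were tested and were past the filter. The table's Tgfb1 carries the title of Tgfbi and was read as that gene. Hs6st2 had 16 to 25 counts per library in WT31 and 0 to 1 in WT31_P5IV (at least 5.97-fold lower, adjusted p = 9.18e-08 in edgeR's quasi-likelihood test). The median log2 fold change of the 9 genes was −2.05.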

**B.** Significantly downregulated genes of HALLMARK glycolysis of WT31 and WT31\_P5IV filtered by  $\log_{2}FC \leq -1$ .

| Gene symbol | Gene title                                   | LogFC (Fold change)<br>WT31_P5IV < WT31 | Adjusted p-value      |
|-------------|----------------------------------------------|-----------------------------------------|-----------------------|
| Igfbp3      | insulin-like growth factor binding protein 3 | -8,52719653                             | 1,78 e <sup>-21</sup> |
| Hs6st2      | heparan sulfate 6-O-sulfotransferase 2       | -4,88590316                             | 3,59 e <sup>-16</sup> |
| Stc2        | stanniocalcin 2                              | -3,65937514                             | 8,87 e <sup>-12</sup> |

|          |                                                                                              |             |                       |
|----------|----------------------------------------------------------------------------------------------|-------------|-----------------------|
| Slc25a13 | solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 13 | -3,62598702 | 7,87 e <sup>-19</sup> |
| Col5a1   | collagen, type V, alpha 1                                                                    | -2,07026326 | 4,41 e <sup>-12</sup> |
| Chst2    | carbohydrate sulfotransferase 2                                                              | -2,03386691 | 5,18 e <sup>-25</sup> |
| Tgfb1    | transforming growth factor, beta induced                                                     | -1,12371701 | 9,62 e <sup>-07</sup> |
| Sox9     | SRY (sex determining region Y)-box 9                                                         | -1,03995342 | 0,0024522             |
| Me1      | malic enzyme 1, NADP(+)-dependent, cytosolic                                                 | -1,02274342 | 3,71 e <sup>-17</sup> |

**Table 7**

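Of the 3 mitotic spindle genes that Suppl. Table 7 lists as upregulated, 2 (Sun2 and Notch2) were tested and past the filter. Fscn1 had 0 to 5 counts per library in WT31 and 4 to 6 in WT31_P5IV, too few to test across genes.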

**A.** Significantly upregulated genes of HALLMARK mitotic spindle of WT31 and WT31\_P5IV filtered by  $\log_{FC} \geq 1$ .

| Gene symbol | Gene title                         | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|------------------------------------|-----------------------------------------|-----------------------|
| Fscn1       | fascin actin-bundling protein 1    | 1,95044031                              | 0,00222569            |
| Sun2        | Sad1 and UNC84 domain containing 2 | 1,21674902                              | 3,59 e <sup>-17</sup> |
| Notch2      | notch 2                            | 1,11989632                              | 2,35 e <sup>-21</sup> |

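The downregulated mitotic spindle genes are Sorbs2, Arhgef3 and Myh10. Myh10 was at 44.6 ± 5.25 CPM in WT31 and 21.1 ± 1.42 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of −1.08 (standard error 0.08, adjusted p = 1.16e-08 in edgeR's quasi-likelihood test).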

**B.** Significantly downregulated genes of HALLMARK mitotic spindle of WT31 and WT31\_P5IV filtered by  $\log_{FC} \leq -1$ .

| Gene symbol | Gene title                                     | LogFC (Fold change)<br>WT31_P5IV < WT31 | Adjusted p-value      |
|-------------|------------------------------------------------|-----------------------------------------|-----------------------|
| Sorbs2      | sorbin and SH3 domain containing 2             | -4,24747014                             | 1,57 e <sup>-13</sup> |
| Arhgef3     | Rho guanine nucleotide exchange factor (GEF) 3 | -4,14742954                             | 7,18 e <sup>-15</sup> |
| Myh10       | myosin, heavy polypeptide 10, non-muscle       | -1,04196393                             | 2,44 e <sup>-17</sup> |

**Table 8**

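Suppl. Table 8 lists Npr2 and Pde6g as upregulated DNA repair genes. Npr2 was at 8.32 ± 0.756 CPM in WT31 and 26.6 ± 1.75 CPM in WT31_P5IV (SD, n = 5), a log2 fold change of 1.67 (standard error 0.07, adjusted p = 4.12e-11 in edgeR's quasi-likelihood test). The counts of Pde6g were 2 to 10 and 7 to 18 per library and overlapped between the groups (log2 fold change 1.35, standard error 0.38, adjusted p = 0.00540 in edgeR's quasi-likelihood test).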

**A.** Significantly upregulated genes of HALLMARK DNA Repair of WT31 and WT31\_P5IV filtered by  $\log_{FC} \geq 1$ .

| Gene symbol | Gene title                                      | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|-------------------------------------------------|-----------------------------------------|-----------------------|
| Npr2        | natriuretic peptide receptor 2                  | 1,657901682                             | 3,74 e <sup>-18</sup> |
| Pde6g       | phosphodiesterase 6G, cGMP-specific, rod, gamma | 1,358388074                             | 0,000132886           |

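Ago4, listed as downregulated, had 5 to 13 counts per library in WT31 and 0 to 5 in WT31_P5IV and was not tested across genes (two-sided exact permutation test of normalized counts, p = 0.0238, n = 5 per group).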

**B.** Significantly downregulated genes of HALLMARK DNA-Repair of WT31 and WT31\_P5IV filtered by  $\log_{FC} \leq -1$ .

| Gene symbol | Gene title                         | LogFC (Fold change)<br>WT31_P5IV < WT31 | Adjusted p-value |
|-------------|------------------------------------|-----------------------------------------|------------------|
| Ago4        | argonaute RISC catalytic subunit 4 | -1,755334623                            | 0,000880622      |

**Table 9**

**A.** Significantly upregulated genes of HALLMARK PI3K/AKT/MTOR-signaling of WT31 and WT31\_P5IV filtered by  $\log_{FC} \geq 1$ .

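Nod1 was tested, at 1.19 ± 0.209 CPM in WT31 and 2.62 ± 0.533 CPM in WT31_P5IV (SD, n = 5, log2 fold change 1.13, standard error 0.17, adjusted p = 3.54e-05 in edgeR's quasi-likelihood test). Lck had 0 to 4 counts per library in WT31 and 1 to 10 in WT31_P5IV, too few to test across genes.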

| Gene symbol | Gene title                                             | LogFC (Fold change)<br>WT31_P5IV > WT31 | Adjusted p-value      |
|-------------|--------------------------------------------------------|-----------------------------------------|-----------------------|
| Pitx2       | paired-like homeodomain transcription factor 2         | 2,631017022                             | 1,51 e <sup>-06</sup> |
| Lck         | lymphocyte protein tyrosine kinase                     | 1,676031417                             | 0,00206918            |
| Nod1        | nucleotide-binding oligomerization domain containing 1 | 1,138919123                             | 7,64 e <sup>-07</sup> |

**B.** Significantly downregulated genes of HALLMARK PI3K/AKT/MTOR-signaling of WT31 and WT31\_P5IV filtered by  $\log_{FC} \leq -1$ .

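Of the 4 listed genes, 2 were tested. Adcy2 was at 10.6 ± 1.28 CPM in WT31 and 0.276 ± 0.0837 CPM in WT31_P5IV (SD, n = 5, log2 fold change −5.25, standard error 0.16, adjusted p = 1.63e-12 in edgeR's quasi-likelihood test). Plcb1 fell from 14.1 ± 1.17 to 3.97 ± 0.310 CPM (log2 fold change −1.83, standard error 0.08, adjusted p = 7.28e-11 in edgeR's quasi-likelihood test). Counts of Vav3 were 3 to 9 and 0 per library, and those of Prkcb 1 to 8 and 1.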

| Gene symbol | Gene title              | LogFC (Fold change)<br>WT31_P5IV < WT31 | Adjusted p-value      |
|-------------|-------------------------|-----------------------------------------|-----------------------|
| Adcy2       | adenylate cyclase 2     | -5,173804043                            | 2,69 e <sup>-19</sup> |
| Vav3        | vav 3 oncogene          | -3,517678911                            | 1,41 e <sup>-06</sup> |
| Plcb1       | phospholipase C, beta 1 | -1,822091492                            | 6,57 e <sup>-19</sup> |

|       |                        |            |             |
|-------|------------------------|------------|-------------|
| Prkcb | protein kinase C, beta | -1,6605389 | 0,000412393 |
|-------|------------------------|------------|-------------|

**Table 10**

**A. Primers used for qRT-PCR**

| <b>Primer for qRT-PCR</b> | <b>Sequence</b>           | <b>Supplier</b>           |
|---------------------------|---------------------------|---------------------------|
| Mm_Capg_F                 | TGCAGCCCTGTATAAGGTCTCTG   | Metabion International AG |
| Mm_Capg_R                 | AGATGAAGCCATCAGCCACTT     | Metabion International AG |
| Mm_Gm771_F                | AACTTGTAAGCCTGTTTCACCCAA  | Metabion International AG |
| Mm_Gm771_R                | AAATACTAGGCTTCTTGCTGTAAGT | Metabion International AG |
| Mm_Gpm6a_F                | CTAAGCTCCAAGGACTTGCC      | Metabion International AG |
| Mm_Gpm6a_R                | CACTCGAAGCACCCCTTTCTGT    | Metabion International AG |
| Mm_Pcdhgb8_F              | CGCGAGACCTTTGTACGGA       | Metabion International AG |
| Mm_Pcdhgb8_R              | GCGGGGCTTGGTGATTAGAA      | Metabion International AG |
| Mm_Igfbp3_F               | AGATGCTCCGTGCCACATAA      | Metabion International AG |
| Mm_Igfbp3_R               | GCTGTAGCCAGCTGCTGAT       | Metabion International AG |
| Mm_Notch2_F               | ATGCCGTGGGGCTGAAAAT       | Metabion International AG |
| Mm_Notch2_R               | TTCCGACAGCAAAGCCTCAT      | Metabion International AG |
| Mm_Sun2_F                 | CTGGAATCAGGAGGAGCCAG      | Metabion International AG |
| Mm_Sun2_R                 | ACGTGCTCTAAGGTAACGGC      | Metabion International AG |
| Mm_Arhgef3_F              | CAAGAGACAGGAGGCGATCTT     | Metabion International AG |
| Mm_Arhgef3_R              | CTCGAAGCTGACTGAGGAGC      | Metabion International AG |
| Mm_Sorbs2_F               | ACGGATGGTTTGTGGGAAC       | Metabion International AG |
| Mm_Sorbs2_R               | CCTCCTGCTGGTGATTTGGT      | Metabion International AG |
| Mm_Itga2b_F               | GCCATCTCCCAAGGTGGAC       | Metabion International AG |
| Mm_Itga2b_R               | TCACACTCCACCACCGTACA      | Metabion International AG |
| Mm_Itga4_F                | CAGCAAAAAGGCATAGCGGG      | Metabion International AG |
| Mm_Itga4_R                | CAGCTTTCATGCAATACAGGAGT   | Metabion International AG |

|               |                              |                              |
|---------------|------------------------------|------------------------------|
| Mm_Adam23_F   | TGATTTCACTTGGGCAGGCA         | Metabion International<br>AG |
| Mm_Adam23_R   | TGGTGGCGCTAGGACCCTTA         | Metabion International<br>AG |
| Mm_Itgb5_F    | GCCCGTTATGAAATGGCCTC         | Metabion International<br>AG |
| Mm_Itgb5_R    | AGCTAGCGTGAGCAAATGGT         | Metabion International<br>AG |
| Mm_Adamts18_F | CTCCTGAAAAGAAAGATGACCCA      | Metabion International<br>AG |
| Mm_Adamts18_R | GAGGAGACCCCAAGATCAGC         | Metabion International<br>AG |
| Mm_Gak_F      | CTGCCCACCAGGCATTTG           | Metabion International<br>AG |
| Mm_Gak_R      | CCATGTCACATACATATTCAATGTACCT | Metabion International<br>AG |
| Mm_Srp72_F    | CACCCAGCAGACAGACAAACTG       | Metabion International<br>AG |
| Mm_Srp72_R    | GCACTCATGGTAGCGTTCCA         | Metabion International<br>AG |

How the deposited data were processed for this re-analysis (not part of the article)

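RNA-seq of cultured, sub-confluent WT31 and WT31_P5IV melanoma cells was used, with 5 libraries per group. According to the authors, reads were trimmed with trim_galore and pseudoaligned with kallisto 0.46.1 to transcripts of GRCm38, and kallisto's estimated counts were summed per gene. The authors also made the TPM values with kallisto and summed them per gene. Both tables hold 55385 gene identifiers. Symbols, positions and transcript sequences were taken from GENCODE M21, which holds 55144 of them. The paper's text names no annotation release, so identifiers of another release were left without a symbol. The deposited labels number the libraries of each group. For WT31 the numbers in the file labels differ from those in the sample titles, and the latter are used. The groups were compared as independent samples.

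Estimated counts were rounded to whole numbers, since edgeR's model is for counts. Genes were kept by filterByExpr, libraries were scaled by TMM, and the groups were compared with glmQLFit and glmQLFTest in edgeR 4.0.16 under R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes. Standard errors were computed from the log2 fold change without a prior count and the F statistic. Libraries held 24255389 to 25750639 estimated counts, and the limit of detection of 3 counts was 0.114 to 0.129 CPM. Limits cover counting error only, not differences in library preparation. Fold changes of genes under that limit in all libraries of a group are lower bounds. For single genes, the CPM of the groups were also compared by an exact two-sided permutation test. 13 families of genes were formed from gene symbols and tested with camera in limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2, and by Fisher's exact test for the share of genes past the paper's filter. Chromosomes were tested as gene sets in the same way.

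The choices of test, samples, alternatives, gene families and gene lists were made before the data were examined, apart from limma voom without scaling or filter, the fits that left out a library for family shares, markers and chromosomes, and what the text says was chosen after a result or value was seen. The lists are the genes the paper names, those it measured by qRT-PCR and their 2 reference genes, genes it names from other passaging studies and for metastasis, genes of AKT signaling, genes of the proteins stained for purity, and markers of macrophages and leukocytes, hepatocytes, endothelial cells, stellate cells and fibroblasts, melanocytes, and mesenchymal and neural crest cells. Further lists hold sex-specific genes, the genotype genes, interferon genes, antigen presentation genes and proliferation genes. The rule for named genes covers the genes the paper names in its text, the 5 largest increases and 5 largest decreases among genes whose groups did not overlap, and the genes of the lists. Other genes of the Suppl. Tables are named where the paper's values conflict with each other or with the values here, or were chosen after their values were seen.

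Log2 fold changes were set against those of the paper's Suppl. Tables. Alternatives were DESeq2 1.42.0 with its size factors, limma voom with and without TMM, upper-quartile scaling, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, an offset for transcript length inferred from counts and TPM, limma on log2(TPM + 0.1) and on log2(TPM + 1), a prior count of 2, edgeR's glmTreat against a fold change of 2, a log2 fold change of 2 in the filter, fry, and camera with an estimated correlation. Each library was also left out in turn. The tests of single genes were tried on simulated data of 13324 genes. In these, 200 genes above 1 CPM were changed by a log2 fold change of 2 in either direction. The edgeR test found 99.5% of the changed genes with 11 false calls, glmTreat 99.0% with 0 and DESeq2 99.5% with 19. Smaller changes and changes of genes with lower expression were not simulated for these tests. In simulated data with 1 changed set, fry called 2 unchanged sets and camera 0. Genes were simulated without correlation between them, so this does not rank camera and fry for correlated genes. Fisher's exact test and the permutation test were not tried on simulated data. Fisher's exact test took the genes of a family as independent and did not match them on expression.

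Gene ontology and Hallmark sets, the string analysis, qRT-PCR, western blots, Seahorse measurements and the in vivo experiments were not analysed here. Values of some single genes of the lists and tables are not reported here. Words of 31 bases, the length kallisto matches by default, were used to find genes whose transcripts share sequence with other genes. Sequencing reads were not used here, so the strand setting of the counting was left open. Scripts ran under Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.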

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

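The tests of a change in chromosome copy number, of cells of the female recipient mice, of an interferon response and of library size by the totals were chosen only after the result was seen, and the other tests before it.

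3 values lay far from the other 4 of their group, measured by the gap to the nearest of them as a share of the group's range. WT31 replicate 2 had 25750639 estimated counts (others 24825671 to 24955723) and WT31_P5IV replicate 3 had 25547694 (others 24255389 to 24431000). The third was the expression of Adam23 in WT31_P5IV replicate 3, 7.12 CPM (others 5.18 to 5.49). Such a gap was found in 3 of the 57 groups of 5 libraries that were checked, and chance gives about 1 in 20. Library size does not account for the genes past the filter, since the log2 ratio of the largest to the smallest total was 0.0863 and those genes changed by at least 1. Adam23 was lower in all 5 WT31_P5IV libraries than in every WT31 library. No biological explanation was tested for these 3 values.

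The genes of chromosomes 16 and 6 shifted together, which the paper does not report on. The 415 tested genes of chromosome 16 had a median log2 fold change of −0.43 relative to all tested genes (adjusted p = 4.50e-13 in limma's camera over 22 chromosomes), and the 677 of chromosome 6 one of 0.27 (adjusted p = 8.10e-08, limma's camera). With each library left out in turn the shifts stayed between −0.45 and −0.42 and between 0.26 and 0.27. With at least 10 counts in every library they were −0.42 and 0.26, and with protein-coding genes only −0.43 and 0.27. The values argue against gene length bias, since the shifts were −0.43 and 0.25 after an adjustment for effective length. They also argue against the expression level of the genes, since 0 of 10000 random gene sets matched on expression shifted as much as chromosome 16 and 0 of 10000 as much as chromosome 6. A lower copy number of chromosome 16 in WT31_P5IV is a candidate explanation. 80.0% of its tested genes lay below the genome median, and all 9 windows of 10 Mb with at least 10 tested genes were shifted down, from −0.61 to −0.31. On chromosome 6, 75.6% of genes lay above it and 14 of 15 such windows were shifted up, from −0.02 to 0.41. A higher copy number of chromosome 6 and a change in parts of it cannot be told apart, since 1 window went the other way. The number of shifted chromosomes, 3 with the mitochondrial one, was reached or passed in 56 of the 100 splits of the libraries that were drawn from 126, the real one included. Part of the real difference remains in the other splits. All 21 drawn splits that kept 4 libraries of a group together gave as many, and 34 of the 78 that kept 3 did, so the count of splits is no test of the shifts. DNA was not analysed here.

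Genes of the Y chromosome were lower in WT31_P5IV. The median log2 fold change of Ddx3y, Eif2s3y, Kdm5d and Uty was −1.43, from −1.91 for Ddx3y (70.9 ± 8.75 to 18.9 ± 1.09 CPM) to −1.06 for Kdm5d (34.8 ± 2.44 to 16.7 ± 0.957 CPM), and all 4 were past the filter, with 4 lower also when adjusted over the list alone. Over all 10 tested genes of the chromosome the shift was −0.58 (adjusted p = 0.275 in limma's camera). Cells of the female recipient mice mixed in are a possible explanation, but a share of 62.9% would be needed for that median, and Xist had at most 6 counts in a WT31_P5IV library and 6 in a WT31 library. Loss of the Y chromosome from part of the cells stays open and was not tested.

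Mitochondrially encoded genes, which the paper does not discuss, took 6.64 ± 0.347% of the counts in WT31 and 11.9 ± 0.868% in WT31_P5IV (SD, exact permutation test, p = 0.00794, n = 5 per group), higher in each of the 5 WT31_P5IV libraries. The 10 most abundant genes took 7.32% and 12.3%. The 21 tested genes had a median log2 fold change of 0.94 (0.93 relative to all tested genes, adjusted p = 4.64e-07 in limma's camera). Small nuclear and nucleolar RNA genes were also higher, with a median of 1.04 over 27 tested genes, and so were replication-dependent histone genes, with 1.00 over 41. Of 10000 random sets matched on expression, 2 and 0 had medians as high, and the medians of the sets were 0.33 and 0.21. Since transcripts of both kinds have no poly(A) tail, a larger carry-over of such RNA in the WT31_P5IV libraries is a candidate explanation for these small RNA and histone genes. It cannot be extended to the mitochondrially encoded mRNAs, since whether those lack a tail was not examined. Against carry-over, the summed histone expression was 271 ± 13.4 and 288 ± 16.8 CPM (SD, exact permutation test, p = 0.127, n = 5 per group), and mt-Rnr1, chosen after its value was seen, had a log2 fold change of −0.03 (adjusted p = 0.552 in edgeR). However, the other mitochondrial rRNA gene (0.45) and the 6 tested mitochondrial tRNA genes (0.50 to 1.92) were higher. A difference between the lines in mitochondrial transcripts stays open and was not tested.

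Antigen presentation genes, outside the genes the paper discusses, were higher in WT31_P5IV. The 9 tested genes of the list of 16 had a median log2 fold change of 1.45 (1.45 with a gene at the limit of detection set to its bound), with 7 higher (7 higher adjusted over the list alone), and 5 past the filter. H2-D1 rose from 16.9 ± 1.87 to 55.2 ± 1.65 CPM (log2 fold change 1.71, adjusted p = 1.39e-11 in edgeR), H2-K1 from 4.83 ± 0.415 to 13.2 ± 1.62 CPM (1.45) and B2m from 362 ± 22.3 to 474 ± 15.2 CPM (0.39). The values argue against a change of the whole region around these genes on chromosome 17, since the 55 other tested genes between them had a median of 0.28, against 1.71 for the 7 listed ones there. An interferon response cannot be told apart from a change of these genes alone. The 5 tested interferon genes of 12 had a median of 0.47, with 3 higher (3 higher adjusted over the list alone), 0 were past the filter, and the others had too few counts. Selection during hepatic passaging stays open and was not tested.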

How the results depend on the processing

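The number of genes with an adjusted p under 0.05, 9327, ranged from 8622 to 10163 over the alternatives, and from 8965 to 9444 over the 10 fits that each left out 1 library. The share of these genes that were higher was 50.5%, but 32.9% with limma on log2(TPM + 0.1) (2915 higher, 5946 lower) and 32.8% with limma on log2(TPM + 1) (2910 higher, 5957 lower). On these scales the median over all tested genes of the difference in log2 fold change from the values on counts was −0.167 and −0.159.

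Past the paper's filter were 1240 genes. There were 2319 with every gene with at least 1 count, 698 with at least 10 counts in every library, 465 with limma on log2(TPM + 1), and 608 in the glmTreat test (274 higher, 334 lower). With limma on log2(TPM + 0.1) there were 986 (403 higher, 583 lower). Limma voom without scaling or filter, an alternative chosen after seeing the data, gave 2513. The looser and stricter filters change how many low genes are tested, and a pseudocount of 1 shrinks the fold changes of low genes. Leaving out 1 library gave 1265 to 1336. Of the genes past the filter, 1227 passed it with DESeq2, 1216 with limma voom and TMM, and 1137 with the offset for transcript length. The lowest numbers were 420 with limma on log2(TPM + 1) and 608 in the glmTreat test. Next were 694 with at least 10 counts in every library and 862 with limma on log2(TPM + 0.1).

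With the replicate number as a block there were 9380 genes with an adjusted p under 0.05 and 1253 past the filter. Across genes, the deviations of libraries with the same number in the 2 groups were correlated at −0.01, 0.07, 0.18, 0.08, −0.10 for replicates 1 to 5. The correlation of a library's deviation with transcript length had the same sign in both groups for replicates 1, 2, 3 and 4. For replicate 5 the signs differed (−0.55 in WT31 and 0.03 in WT31_P5IV). Whether libraries with the same number share more than the number is left open.

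Of the listed genes, 134 were past the filter, 66 with at least 10 counts in every library and 71 with limma on log2(TPM + 1). With at least 10 counts in every library, 5 of the genes measured by qRT-PCR had an adjusted p under 0.05 (in place of 13) and 8 of the genes the paper's text names (in place of 19), since the filter leaves fewer genes tested. Leaving out 1 library gave 131 to 140 listed genes, 13 to 14 of the qRT-PCR genes and 19 to 20 of the named ones.

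Gene families with an adjusted p under 0.05 numbered 3. There were 6 with no filter beyond 1 count, 6 with the offset for transcript length, 6 and 6 with limma on log2(TPM + 0.1) and log2(TPM + 1), 0 with camera and an estimated correlation (1 at an unadjusted p under 0.05), and 10 with fry. There were 4 with limma voom without scaling (also the proteasome) and 4 with the replicate block (also integrins). Leaving out 1 library gave 3 to 6, with the highest number without WT31 replicate 2, without WT31 replicate 3 and without WT31_P5IV replicate 4, and the cause was not tested. With a log2 fold change of 2 in the filter, 2 families differed in their share in place of 7, and with the paper's filter 7 did in every fit that left out a library. At a log2 fold change of 2 the shares of integrins (0) and laminins (0) turned from above to below that of other genes.

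The direction of 3 families in limma's camera turned under some settings, and where it did the adjusted p was over 0.05. For cadherins the adjusted p was 1.000 with limma voom and TMM, 0.969 with limma voom without scaling, 0.995 with at least 10 counts in every library, 0.979 with the replicate block, 0.949 with log2(TPM + 0.1), 0.976 with log2(TPM + 1), 0.928 without WT31 replicate 2, 0.954 without WT31_P5IV replicate 1 and 0.990 without WT31_P5IV replicate 4. For mitochondrial ribosomal proteins it was 0.969 with limma voom without scaling, 0.302 with no filter beyond 1 count, 0.890 with the offset for length, 0.285 and 0.285 on the 2 TPM scales, 0.841 without WT31 replicate 2 and 0.937 without WT31 replicate 3. Over all 10 fits that left out a library, whether the direction turned or not, it was 0.927 to 0.990 for cadherins and 0.566 to 0.990 for mitochondrial ribosomal proteins. For collagens it was 0.969 with limma voom without scaling and 0.843 and 0.866 on the TPM scales. The log2 fold change of Col23a1, −0.35, was 0.0721 with the offset for length, 0.00505 with log2(TPM + 0.1) and 0.0134 with log2(TPM + 1). That of Cdkn2a, 0.09, was −0.0828 with log2(TPM + 1). That of Mlana, 0.01, was −0.0531 with limma voom without scaling, −0.0448 with no filter beyond 1 count, −0.0250 with the offset for length, −0.164 and −0.164 on the 2 TPM scales, −0.0524 with limma voom without scaling or filter, and from −0.0496 to 0.0380 with a library left out, below 0 without WT31 replicate 2 and without WT31 replicate 3. The cause was not tested.

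On the deposited TPM in place of CPM, the log2 ratio of the summed markers was −0.30 for macrophages and leukocytes (−0.56 on CPM), 0.57 for stellate cells and fibroblasts (0.85), 0.15 for melanocytic genes (0.33), −0.33 for mesenchymal and neural crest genes (−0.17), 0.11 for hepatocyte genes (0.42) and −0.22 for endothelial genes (−0.15), each with the same direction, and the cause was not tested. The ratio of the endothelial markers ranged from −0.38 without WT31 replicate 5 to 0.04 without WT31_P5IV replicate 3 and was 0.03 without WT31 replicate 2, on sums under 1 CPM. That of the hepatocyte markers was 0.28 without WT31_P5IV replicate 1. Leaving out libraries for family shares, markers and chromosomes was added after seeing the data.

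Among the genes named in the text, 1832 comparisons with an alternative kept direction and side of the threshold, 54 were weaker, 5 stronger and 13 reversed, and among families, shares, chromosomes and the single Suppl. Tables 602 were unchanged, 9 weaker, 31 stronger, 21 moved and 21 reversed. Depth limits the genes near 10 counts per library, which are tested or not by choice of filter. With at least 10 counts in every library, genes with fewer have no value. The prior count of 2 was not run for the gene families, whose log2 CPM already used it, nor was glmTreat, which tests single genes.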

Differences from the paper's values

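The paper's Suppl. Tables give log2 fold changes for 141 entries whose gene was tested here, and 5 of them differed by more than the spread between libraries. The median absolute difference over the tested genes was 0.0440 and the Pearson correlation 0.998. With limma voom and TMM the difference was 0.0399 and 4 entries differed. With limma voom without scaling it was 0.0660 and 9 differed.

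For Pcdhgb8 the paper's value was 5.02 and the value here 4.37. Among the alternatives set before the data were examined, limma voom with TMM (4.61), limma voom without scaling (4.54) and the fit without WT31 replicate 3 (4.98) fell within the spread of the paper's value, and the other 18 did not. Limma voom without scaling or filter, chosen after seeing the values, gave 4.54, also within it. For Nxf3 the paper's value was 4.26 and the value here 3.31. For Itga10, Itgb1bp2 and Itga4 the paper's Suppl. Table 4 gives 2.04, 1.78 and 1.53, against 0.99, 1.35 and 1.27 here. None of the alternatives, including the one chosen after seeing the values, closed the gap for Nxf3, Itga10, Itgb1bp2 or Itga4.

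The paper's tables conflict with each other for some of these genes. Suppl. Table 2 gives Itga2b the value that Suppl. Table 4 gives Itga10, and Itgb2 the value that Suppl. Table 4 gives Itga4. For Itga4 itself Suppl. Table 2 gives 1.32, within the spread between libraries of the value here. For Itga2b, Suppl. Table 4 gives 1.00, close to the value of Itga10 here. Suppl. Table 2 gives Clstn3 the value that Suppl. Table 1 gives Nxf3, where the value here is 4.27, and Pcdhgb1 a value that Suppl. Table 1 gives another gene, where the value here is 3.74. The adjusted p of Lama5 and of Myh10 also differ between the paper's tables. Some symbols of the tables were read by the gene title beside them (Plagl1, Lhfpl3, Ptpru, Ptprf, Cyfip2, Lrfn3 and Tgfbi). The listed Pcdha10 matched no symbol of the reference and was left out.

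33 of the 171 listed genes found in the files had too few counts to be tested. With every gene with at least 1 count tested, 23 of them had an adjusted p under 0.05 in edgeR, and with limma voom without scaling or filter, chosen after seeing the values, 25 had one. Adamts8, Cytip, Fscn1 and Radil were called only by the latter and Dchs1 and Lck only by the former. Atp1b1, Cdh10, Cntnap4, Itgal, Maob and Vwf were called by neither. Cd93, Ephb6, Fbln7, Gstt1 and Itga2b were also called in fits that left out 1 library.

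The paper lists Col18a1, Itga10, Prdx3 and B4galt2 as past its filter, and here their log2 fold changes of 0.99, 0.99, −0.98 and 0.88 were under it. Col18a1 was past it with upper-quartile normalization (1.02), without WT31 replicate 4 (1.01), without WT31 replicate 5 (1.00), without WT31_P5IV replicate 1 (1.01) and without WT31_P5IV replicate 4 (1.01). Itga10 was past it with upper-quartile normalization (1.01), with the offset for transcript length (1.12), without WT31 replicate 2 (1.01) and without WT31_P5IV replicate 4 (1.04). Prdx3 was past it with limma voom without scaling normalization (−1.05), with every gene with at least 1 count (−1.04), with the offset for transcript length (−1.01), with limma on log2(TPM + 0.1) (−1.16), with limma on log2(TPM + 1) (−1.15), with limma voom without scaling or filter, chosen after seeing the values, (−1.05), without WT31 replicate 2 (−1.02), without WT31 replicate 3 (−1.00) and without WT31_P5IV replicate 4 (−1.01). B4galt2 was past it with limma voom with TMM (1.02) and without WT31 replicate 2 (1.29). The adjusted p of B4galt2, 0.0324 in edgeR, was over 0.05 without WT31 replicates 1, 4 or 5 and without WT31_P5IV replicates 2, 3 or 5, each left out alone (0.0609 to 0.0848 in edgeR), and 0.00232 to 1.00 over the alternatives. The paper turns from the top regulated genes to collagen XXIII. Its gene Col23a1 had a log2 fold change of −0.35 here (adjusted p = 0.170 in edgeR), with 13 to 22 counts per library in WT31 and 9 to 16 in WT31_P5IV, and an adjusted p between 0.0911 and 1.00 over the alternatives. The paper's Suppl. Figure 6 shows Gpm6a by qRT-PCR at about 1.2 in WT31 and about 1.7 in WT31_P5IV, read by eye, while the RNA-seq libraries gave a difference of at least 11.8-fold.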

Other observations

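The tests in this part were chosen before their results were seen, apart from that of leukocytes as the source of Nckap1l.

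The number of genes with an adjusted p under 0.05 was reached by 1 of the 100 splits of the libraries into groups of 5 that were drawn from 126, which was the real split, and the largest number of another split was 1. For the genes past the filter it was also 1 split (largest other 1), for the listed genes 1 (largest other 0) and for the family shares 1 (largest other 0). A split that mixes the groups puts their difference into the spread within its groups, which leaves few genes to call. Listed genes and family shares are counted from called genes, so their counts of splits are no separate support. The number of families called by camera was reached or passed in 73 of the 100 splits, with a median of 4 and at most 11 families in the other splits. Part of the real difference remains in the other splits. As many were called in 18 of the 21 drawn splits that kept 4 libraries of a group together and in 54 of the 78 that kept 3. The count of splits is therefore no test of the number of families. Transcript length as the source of the differences between the groups is unlikely, since effective length accounted for 1.28% of the variance of log2 fold change across genes.

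WT31 replicates 2 and 3 lay apart from replicates 1, 4 and 5. The chi-square per gene between 2 libraries was 7.66 to 22.3 across the 2 sets, 2.35 to 5.58 within them and 3.27 to 8.80 among WT31_P5IV libraries. A bias with transcript length is a candidate explanation, since effective length accounted for 28.3% of the variance of that difference across genes. The Spearman correlation of each library's deviation with length was −0.37, 0.58, 0.58, −0.51, −0.55 for WT31 replicates 1 to 5 and −0.11, 0.20, 0.22, −0.32, 0.03 for WT31_P5IV replicates 1 to 5. The labels name no batch, and no biological explanation was tested.

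The paper's lists of upregulated genes hold genes of leukocytes, such as Nckap1l and Itgb2. The summed expression of 7 abundant leukocyte genes was 18.2 ± 1.32 CPM in WT31 and 8.46 ± 0.785 CPM in WT31_P5IV, a log2 ratio of −1.11, but Laptm5 (13.8 ± 1.42 and 7.11 ± 0.844 CPM) and Lyz2 (4.33 ± 0.530 and 1.08 ± 0.156 CPM) held most of it, and their level in WT31 can hide a small share of leukocytes. The other 5 (Ptprc, Tyrobp, Cd74, Coro1a and Ctss) had too few counts to be tested and summed to 0.117 ± 0.0480 CPM in WT31 and 0.273 ± 0.116 CPM in WT31_P5IV, with 0 counts of Tyrobp and Ctss in all 10 libraries. Leukocytes carried along from the liver are an unlikely source of Nckap1l, since these 5 summed to at most 0.372 CPM in a WT31_P5IV library, where Nckap1l alone had at least 0.927 CPM. For listed leukocyte genes with as few counts as Itgb2, leukocytes cannot be told apart from a change in the melanoma cells. The reason is that the levels of the 5 genes are near the limit of detection. Other listed leukocyte genes with higher counts were not compared in this way. A change of Nckap1l in the melanoma cells stays open and was not tested.

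Clustered protocadherins changed in opposite directions. In the beta cluster 16 of 21 tested genes were higher and 2 lower. Reads shared between cluster members are an unlikely explanation for most of them, since the median share of 31-base words found in other genes' transcripts was 12.1%. The exception was Pcdhb12 (log2 fold change 2.01), with 66.9% shared, for which shared reads stay open. The other tested beta genes had at most 19.4%. In the alpha and gamma clusters 3 of 14 were higher and 3 lower. Their median was 48.1%, so shared reads and changes of single genes cannot be told apart for these genes.

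Gpm6a changed less by qRT-PCR in the paper than in the RNA-seq libraries. Primers outside the Gpm6a transcripts are a candidate explanation, since 0 transcripts of Gpm6a in the reference hold both printed primers exactly. The printed forward primer was found in Gpm6a and the reverse primer in no gene. The printed primers of Gm773 (listed as Gm771), Notch2 and Srp72 also had no transcript with both exact matches. Only exact matches were sought, and a misprint of a primer was not tested.

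Of the qRT-PCR reference genes, Gak had a log2 fold change of 0.15 (standard error 0.04, adjusted p = 0.00208 in edgeR, 2.95e-04 to 1.00 over the alternatives) and Srp72 one of −0.52 (standard error 0.03, adjusted p = 3.63e-09 in edgeR), from 207 ± 1.72 to 144 ± 4.92 CPM. Prrx1 had a log2 fold change of −0.06 (adjusted p = 0.253 in edgeR, 0.0231 to 1.00 over the alternatives). Of the list of AKT signaling, 6 of 8 genes were tested, 2 higher and 2 lower (2 higher and 2 lower adjusted over the list alone), with Igf1r at 0.73 and Insr at 0.67. Of the genes the paper's introduction links to metastasis, 6 of 10 were tested, 3 higher (3 higher adjusted over the list alone), with Mcam at 0.83, Mgat5 at 0.45 and Angpt2 at 1.22. Nras was at 159 ± 7.80 and 123 ± 3.49 CPM (log2 fold change −0.37) and Cdkn2a at 2.94 ± 0.225 and 3.13 ± 0.287 CPM (adjusted p = 0.446 in edgeR), with 1 lower of the 2 genotype genes (1 lower adjusted over the list alone). The paper detects the mutant gene by a PCR of human NRAS, and the counts here are of mouse transcripts. The value of Nras therefore does not give the expression of the mutant gene.

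The 12 of 12 tested proliferation genes summed to 3113 ± 107 CPM in WT31 and 3706 ± 91.4 CPM in WT31_P5IV, 8 higher (8 higher adjusted over the list alone), with Mki67 at 0.80. The 12 of 12 tested melanocytic genes summed to 20669 ± 707 CPM in WT31 and 26045 ± 1325 CPM in WT31_P5IV, 4 higher and 6 lower (4 higher and 6 lower adjusted over the list alone). The most abundant was Dct (0.80), Pmel was at 1.22, Tyrp1 at −0.96 and Trpm1 at −1.10. Mesenchymal and neural crest genes (13 of 16 tested) summed to 2293 ± 40.2 CPM in WT31 and 2032 ± 61.8 CPM in WT31_P5IV, 1 higher and 9 lower (1 higher and 10 lower adjusted over the list alone), with Vim at 1316 and 1179 CPM. Of the genes of the proteins stained for purity, 3 of 9 were tested, 2 higher (2 higher adjusted over the list alone). Mlana was at 1991 and 2005 CPM, Cd68 at 1.37 and 3.73 CPM and Acta2 at 0.275 and 0.758 CPM.

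Markers of other cells were low. Macrophage and leukocyte genes (5 of 19 tested) summed to 22.2 ± 1.72 CPM in WT31 and 15.0 ± 0.925 CPM in WT31_P5IV, 2 higher and 3 lower (2 higher and 3 lower adjusted over the list alone). Hepatocyte genes (1 of 10 tested) summed to 0.914 ± 0.118 CPM in WT31 and 1.25 ± 0.366 CPM in WT31_P5IV (exact permutation test, p = 0.0714, n = 5 per group), with Ttr at 0.392 and 0.468 CPM (adjusted p = 0.438 in edgeR). Endothelial genes (0 of 8 tested) summed to 0.326 ± 0.137 CPM in WT31 and 0.293 ± 0.124 CPM in WT31_P5IV (exact permutation test, p = 0.698, n = 5 per group), with Pecam1 at 0.131 and 0.176 CPM. Genes of stellate cells and fibroblasts (4 of 8 tested, 3 higher, 3 higher adjusted over the list alone) had a log2 ratio of summed CPM of 0.85, with Col1a1 at 0.868 and 1.73 CPM. Cd68 and Ptprc of the macrophage list, Pecam1 of the endothelial list and Acta2 and Des of the stellate list are also among the stained proteins.

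The remaining families had an adjusted p over 0.05 in limma's camera. The median log2 fold change was −0.07 for cytosolic ribosomal proteins (adjusted p = 0.122 in limma's camera, 0.00123 to 0.890), 0.01 for mitochondrial ribosomal proteins (adjusted p = 0.812 in limma's camera, 0.285 to 0.993), −0.08 for the proteasome (adjusted p = 0.0899 in limma's camera, 0.00257 to 0.890), 0.35 for ADAM and ADAMTS genes (0.0332 to 0.890 in limma), 0.45 for integrins (adjusted p = 0.0899 in limma's camera, 7.38e-04 to 0.890) and 0.55 for laminins (adjusted p = 0.163 in limma's camera, 1.07e-04 to 0.890), where the ranges are those of the alternatives. The adjusted p of cytosolic ribosomal proteins, the proteasome and integrins was under 0.05 without WT31 replicate 2 (0.0127, 0.0243, 0.0281), without WT31 replicate 3 (0.0298, 0.0301, 0.0417) and without WT31_P5IV replicate 4 (0.0468, 0.0468, 0.0468), in limma's camera. It was under 0.05 for these 3 families also with every gene with at least 1 count, with the offset for length and on both TPM scales, for the proteasome with limma voom without scaling (0.0375) and for integrins with at least 10 counts in every library (0.0419). The median of the mitochondrial ribosomal proteins was −0.18 with limma on log2(TPM + 0.1), −0.17 with limma on log2(TPM + 1), −0.06 with limma voom without scaling, −0.03 with the offset for length, −0.04 with every gene with at least 1 count, −0.03 without WT31 replicate 2 and −0.01 without WT31 replicate 3, and the medians of the other 5 families kept their sign under the alternatives. Of the 80 cytosolic and 78 mitochondrial ribosomal protein genes tested, 0 were past the filter (Fisher's exact test, adjusted p = 0.00233 and 0.00240), while 37 and 46 had an adjusted p under 0.05 in edgeR. These families were not matched on expression with the other genes.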
